# lncRNA *Spehd* Regulates Hematopoietic Stem and Progenitor Cells and Is Required for Multilineage Differentiation

**DOI:** 10.1016/j.celrep.2019.03.080

**Published:** 2019-04-16

**Authors:** M. Joaquina Delás, Benjamin T. Jackson, Tatjana Kovacevic, Silvia Vangelisti, Ester Munera Maravilla, Sophia A. Wild, Eva Maria Stork, Nicolas Erard, Simon R.V. Knott, Gregory J. Hannon

**Keywords:** lncRNA, hematopoiesis, HSC, oxidative phosphorylation

## Abstract

Long non-coding RNAs (lncRNAs) show patterns of tissue- and cell type-specific expression that are very similar to those of protein coding genes and consequently have the potential to control stem and progenitor cell fate decisions along a differentiation trajectory. To understand the roles that lncRNAs may play in hematopoiesis, we selected a subset of mouse lncRNAs with potentially relevant expression patterns and refined our candidate list using evidence of conserved expression in human blood lineages. For each candidate, we assessed its possible role in hematopoietic differentiation *in vivo* using competitive transplantation. Our studies identified two lncRNAs that were required for hematopoiesis. One of these, *Spehd*, showed defective multilineage differentiation, and its silencing yielded common myeloid progenitors that are deficient in their oxidative phosphorylation pathway. This effort not only suggests that lncRNAs can contribute to differentiation decisions during hematopoiesis but also provides a path toward the identification of functional lncRNAs in other differentiation hierarchies.

## Highlights

• Conserved differential expression of syntelogs to enrich functional lncRNAs
• Bone marrow transplant of lncRNA-depleted HSCs uncovers *in vivo* functional lncRNAs
• *Spehd* is required for differentiation during reconstitution and homeostasis
• Myeloid progenitors depleted of *Spehd* show oxidative phosphorylation defects

## Introduction

Long noncoding RNAs (lncRNAs) can function as regulators of cell fate via a number of mechanisms, ranging from gene expression regulation to effects on mRNA and protein stability (Delás and Hannon, 2017). While there are many thousands of lncRNAs annotated in different genomes (Melé and Rinn, 2016), the challenge of identifying those that regulate a particular process is still significant. With the breadth of information that the field has produced on hematopoietic stem cell (HSC) differentiation, the hematopoietic system is the perfect model to investigate how lncRNAs regulate differentiation (Orkin and Zon, 2008). The power of this system hinges on the ability to perform *in vivo* bone marrow reconstitutions, the ultimate proof of biological relevance.

Regulation of cell fate transitions during hematopoiesis has been studied at many different levels. Transcription factors essential for various steps of hematopoietic differentiation (Orkin and Zon, 2008) are often positive regulators of their own transcription, forming a highly dynamic transcription factor network (Schütte et al., 2016). This tight regulation of gene expression is also highly dependent on additional transcriptional control mechanisms, such as DNA methylation changes (Challen et al., 2011, Challen et al., 2014, Trowbridge et al., 2009) and chromatin modifications (Kerenyi et al., 2013). Post-transcriptional regulation through microRNAs has also been described, with the most notable examples being *MicroRNA-126*, which promotes HSC quiescence (Lechman et al., 2012), and miR-223, required for granulocyte differentiation (Fukao et al., 2007, Johnnidis et al., 2008).

The function of several lncRNAs has been addressed in *in vitro* models of hematopoietic differentiation, such as granulocyte differentiation (Zhang et al., 2009), eosinophil differentiation (Wagner et al., 2007), and erythropoiesis (Hu et al., 2011). Global analysis of annotated lncRNAs has also revealed that their expression is regulated in early stem cell populations (Cabezas-Wallscheid et al., 2014). Since the current GENCODE annotation for lncRNAs is mostly based on easy-to-culture cell lines or whole organisms, it lacks many of the cell type-specific hematopoietic transcripts. To circumvent this, some groups have assembled annotations for subsets of the hematopoietic lineage or for some of the differentiation models mentioned above (Alvarez-Dominguez et al., 2014, Luo et al., 2015, Paralkar et al., 2014). We recently sought to produce a robust annotation that encompassed cell types from HSCs to differentiated cells, both myeloid and lymphoid lineages, as well as blood cancers (Delás et al., 2017). In our first proof-of-concept study, we used this resource to characterize lncRNAs required for acute myeloid leukemia (AML).

Here, we focused on characterizing lncRNAs involved in the earliest choices the HSC must make: self-renewal or commitment to a lineage. To address this question, we devised an experimental strategy whereby long-term reconstituting HSCs could be transduced *in vitro* with short hairpin RNAs (shRNAs) targeting lncRNAs and then transplanted to uncover lncRNA dependencies *in vivo*. Since many aspects of hematopoiesis are conserved between mice and humans (Shay et al., 2013), we reasoned that if we could identify lncRNAs with syntenic conservation and conserved expression in humans, then we could enrich for functional potential.

## Results

### Combination of Differential Expression with Syntenic Conservation and Conserved Expression to Enrich Functional lncRNAs

We hypothesized that if the expression of a candidate lncRNA was tightly regulated during hematopoietic differentiation, then it would be more likely to be involved in regulating cell fate transitions than would a ubiquitously expressed transcript. To maximize the likelihood of identifying lncRNAs functionally required for HSC differentiation and/or self-renewal, we used expression analysis and combined lncRNA annotations with (1) enriched expression in HSCs, committed myeloid or granulocyte-monocyte (CMP/GMP), or lymphoid progenitors (CLP) when we analyzed differential expression between those cell types (progenitor cell type enriched); (2) differential expression between myeloid and lymphoid lineages that already displayed primed differential expression at the progenitor level (lineage enriched); and (3) differential downregulation during differentiation while already differentially expressed between any of the progenitor or stem populations (downregulated in differentiation) (Figure 1A). This generated a list of 295 mouse lncRNAs with suggestive expression patterns (Figure S1A).

**Figure 1:**
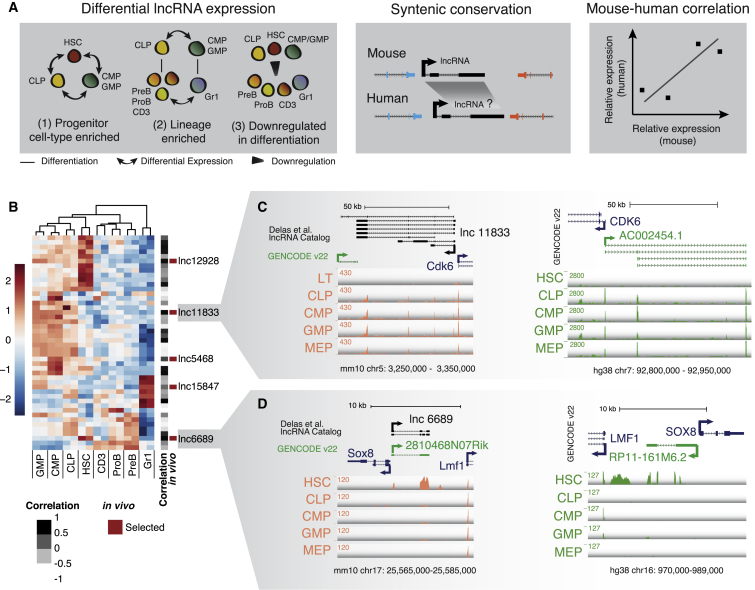
An Approach to Enrich Potentially Functional lncRNAs (A) Pipeline overview from the expression patterns selected to mouse-human expression correlation. (B) Expression heatmap of the 45 mouse lncRNAs that have expressed syntelogs in humans, indicating their level of expression correlation and the lncRNAs selected for *in vivo* studies. (C and D) Genome browser plots for the mouse (left) and human (right) loci for lnc11833-AC002454.1 (C) and lnc6689/2810468N07Rik-RP11-161M6.2 (D). See also Figure S1 and Table S1.

lncRNAs are often not conserved in sequence, but one can often find an lncRNA in a syntenic position in different genomes (Hezroni et al., 2015). We found that in 97 cases, we could identify an annotated lncRNA in a syntenic position in the human genome. We then selected lncRNAs expressed in human cord blood HSC, CMP, GMP, and CLP (Chen et al., 2014), yielding a list of 45 lncRNAs.

We analyzed the expression correlation for each of these lncRNAs in humans and mice for the aforementioned cell types to prioritize lncRNAs for *in vivo* studies. Due to limitations in lncRNA assemblies and the complex genomic organization of some loci, we assembled our final list of five lncRNAs after manual inspection of each genomic locus to ensure that the human expression data were reflective of the lncRNA levels (and not an overlapping gene) and that the lncRNAs selected showed a consistent exon structure across replicates (Figures 1B–1D and S1B–S1D; Table S1).

*lnc11833*, for example, is divergently transcribed with *Cdk6* and dramatically upregulated in all committed progenitors as compared to stem cells in both mice and humans (Figure 1C). Given the reported role of *Cdk6* in regulating human HSC quiescence (Laurenti et al., 2015), the location and expression of this lncRNA was potentially suggestive of an effect in *cis*. Another lncRNA, *lnc6689*, is expressed in HSCs but not in the progenitor cell types (Figure 1D). While *lnc6689* (*2810468N07Rik* in GENCODE) is also expressed divergently from a neighboring protein-coding gene, *Sox8*, this gene is not expressed in blood progenitors and does not have any known role in hematopoiesis.

We also identified an already described lncRNA that overlaps with *miR-223* (*lnc15847*, *F630028O10Rik*) (Figure S1B). This microRNA plays a role in myelopoiesis (Fazi et al., 2007, Fukao et al., 2007), and the lncRNA has recently been implicated in AML (Mangiavacchi et al., 2016).

### Bone Marrow Transplantation Identifies lncRNAs Required for Hematopoiesis *In Vivo*

To assess the functional importance of our selected lncRNAs *in vivo*, we performed bone marrow reconstitutions, transplanting HSCs transduced with an shRNA against the lncRNAs. shRNAs were designed with our previously published algorithm for the prediction of highly potent shRNAs (Knott et al., 2014) and cloned into a constitutive lentiviral vector where a spleen focus-forming virus (SFFV) promoter drives the expression of a green fluorescent protein (zsGreen) and an shRNA. Sorted CD45.2 E-SLAM (CD45^+^/EPCR^+^/CD48^–^/CD150^+^) HSCs (Kent et al., 2009) were transduced with high titer lentivirus for ∼20 h before injecting them into irradiated recipient CD45.1 animals. The cells were mixed with competitor CD45.1 whole bone marrow before injection. Peripheral blood was analyzed starting at 4 weeks post-transplant (Figures 2A and S2A). Because only a fraction of HSCs transplanted had been transduced, we monitored the zsGreen percentage within the donor compartment over time as a phenotypic readout. If the shRNA and zsGreen-expressing cells were less able to repopulate the hematopoietic compartment as compared to the non-transduced counterparts, then we would expect a depletion of zsGreen^+^ cells over time.

**Figure 2:**
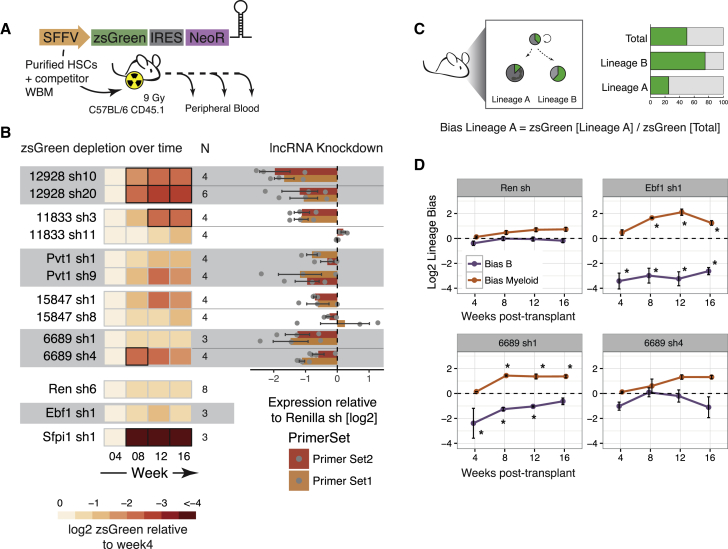
*In Vivo* Reconstitution with lncRNA-Depleted HSCs Identifies lncRNAs Involved in Overall Differentiation or Lineage Specification (A) Schematic representation of the vector used and the experimental design. NeoR, neomycin resistance gene. WBM, whole bone marrow. (B) Heatmap depicting the average depletion of zsGreen^+^ cells relative to the week 4 measurement (left) and the corresponding level of knockdown in a cell line that expresses the corresponding lncRNA (see STAR Methods) for each shRNA assayed *in vivo* (right). N is the number of mice analyzed for each knockdown. Black boxes represent significantly depleted time points (p < 0.05; Mann-Whitney test). (C) Schematic representation of the concept of lineage bias analysis. (D) Average lineage bias for the myeloid and B lineages at the different time points in the blood for the indicated knockdowns. The error bars represent SEMs. The raw data from this analysis are the same as in (B). ^∗^p < 0.05; Mann-Whitney test. See also Figure S2.

We saw a dramatic decrease in the representation of zsGreen^+^ cells transduced with an shRNA against positive control *Spi1* (also known as *PU1*) as compared to cells expressing an shRNA against our negative control, *Renilla* luciferase (Figure 2B). *Spi1* is a transcriptional activator that is indispensable for HSC self-renewal and commitment to and maturation of myeloid and lymphoid lineages (Iwasaki et al., 2005). We therefore would expect almost no output of differentiated cells from HSCs in which *Spi1* was silenced. Of note, because we do not have a robust way of measuring initial HSC infection rates (many animals would be required to measure the initial infection of this very rare population), we normalize to the initial blood measurement at 4 weeks post-transplant. By that point, the percentage of zsGreen-expressing cells could already be greatly reduced if the targeted RNA were required for HSC differentiation or maintenance.

Using this readout, we identified *lnc12928* as our strongest candidate. Using two independent shRNAs, we saw between 4- and 8-fold average reduction in the relative number of zsGreen^+^ cells within the donor compartment during the course of the experiment (Figures 2B and S2B). To verify that we were affecting the expression of the targeted lncRNAs with our shRNAs, we performed a knockdown analysis on cell lines that express each of the targeted lncRNAs. Using this approach, we confirmed that the levels of *lnc12928* were greatly reduced using both shRNAs and when measured with two independent primer pairs (Figure 2B).

We noticed that the only shRNA that successfully silenced *lnc11833* was also the only one that gave rise to a depletion of zsGreen-expressing cells *in vivo* (Figures 2B and S2B). This suggests that *lnc11833* could still be an important lncRNA in hematopoiesis, although additional lncRNA depletion experiments with other tools would be required to validate this observation.

These results show that our HSC transduction followed by transplantation approach is a useful way to identify the genes that are required for hematopoietic reconstitution in general, and is a powerful tool to identify functional lncRNAs.

### HSCs Depleted of *lnc6689* Display a Lineage-Bias Phenotype

lncRNAs could affect hematopoiesis in a variety of ways that would not necessarily lead to changes in the overall representation of zsGreen^+^ cells. For example, our lineage control in this assay is early B cell factor 1 (*Ebf1*), a gene required for B cell differentiation (Zandi et al., 2008). *Ebf1* knockdown does not result in changes in the relative fraction of zsGreen^+^ cells, as compared to week 4 post-transplant (Figure 2B). However, we observed that within each animal, the percentage of zsGreen^+^ cells in the B220^+^ compartment was much lower than in the myeloid cell types (Figure S2C). To investigate this further, we assessed the percentage of zsGreen^+^ cells within the B cell donor compartment relative to the overall zsGreen^+^ population derived from the donor (lineage bias), and performed the same analysis for the myeloid lineage (Figures 2C, S2B, and S2C). This showed a clear bias against the B lineage and enrichment of the myeloid compartment for *Ebf1* knockdown (Figure 2D). *Renilla* shRNAs, in contrast, showed a generally balanced phenotype, where the fraction of zsGreen^+^ cells within each lineage mirrored the representation of zsGreen^+^ populations in blood overall.

By performing the same lineage-bias analysis, we found that one of our lncRNAs, *lnc6689*, had a potential bias against B cells or in favor of the myeloid lineage (Figures 2D and S2C). We see this phenotype with both shRNAs targeting this lncRNA, although the extent of the effect differs. This indicated that each zsGreen-expressing HSC transplanted is producing fewer B220^+^ progeny or more myeloid cells. The extent of this phenotype correlated with the degree of knockdown we observed when this lncRNA was targeted in A20 cells (Figures 2B and S2B), suggesting a dose-dependent effect.

While *lnc6689* has striking HSC-specific expression among progenitor cell types (Figure 1D), we also observed its presence in pre- and pro-B cells (Figure S3A), which means that the lineage-biased phenotype could be mediated either by its functioning in HSCs or via an effect during B cell differentiation.

To establish a strategy in which we could address potential cell type-specific effects, we built an inducible shRNA vector that would allow us to perform bone marrow reconstitutions and only activate shRNA expression once the hematopoietic system has been repopulated. With this approach we could acutely induce an shRNA and investigate its impact in different cell types or at different time points (Figure 3).

**Figure 3:**
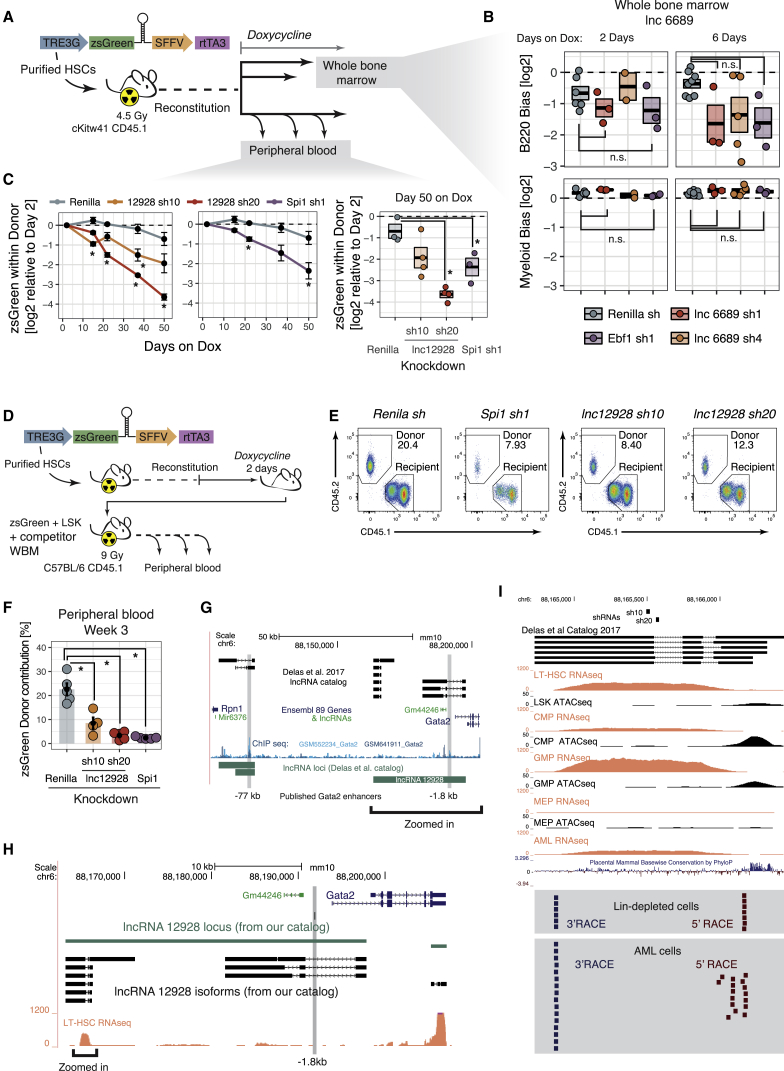
lnc6689 Knockdown Results in B Cell Depletion and Myeloid Enrichment, while lnc12928 Is Required for Multilineage Differentiation (A) Schematic representation of the vector used and the experimental design for bone marrow transplants using inducible shRNAs. (B) Lineage-bias values for the B and myeloid lineages in the bone marrow for the knockdowns indicated in animals induced with doxycycline for 2 or 6 days. The center of the box indicates average and the box edges represent SEM. (C) Proportion of zsGreen^+^ cells within donor peripheral blood relative to 2 days post-administration of doxycycline for each shRNA over time (left [days on dox], average and SEM presented for each time point). For the last time point (50 days), the values for each animal are represented (right). The center of the box indicates average and the box edges represent SEM. ^∗^p < 0.05; Welch’s unequal variances t test. (D) Schematic representation of the vector used and the experimental design for re-transplantations. (E) Representative flow cytometry plots of the peripheral blood of animals transplanted solely with zsGreen^+^ LSK, as described in (D), for each of the conditions analyzed. (F) zsGreen donor percentage for each re-transplanted animal at 3 weeks post-transplant. The bar heights indicate the average zsGreen percentage per condition; the error bars represent SEMs. ^∗^p < 0.05; Welch’s unequal variances t test. (G) Genome browser representation of the predicted *lnc12928* locus and its neighboring genes *Gata2* and *Rpn1*. The location of the published *Gata2* enhancers is indicated. *Gata2* chromatin immunoprecipitation sequencing (ChIP-seq) tracks are displayed as obtained from codex.stemcells.cam.ac.uk. (H) Magnified region as indicated in (G), showing the RNA-seq coverage for long-term HSC (LT-HSC). (I) Magnified region as indicated in (H), showing the transcript starts and ends, as defined by 5′/3′ RACE. The RNA-seq coverage is presented for the cell types indicated. The assay for transposase accessible chromatin with high-throughput sequencing (ATAC-seq) came from Lara-Astiaso et al. (2014). The location of the shRNAs used against this lncRNA are also presented. Lin, lineage. See also Figure S3.

We transduced cells with inducible shRNAs against *lnc6689* or controls, *Renilla* and *Ebf1,* and transplanted them into cKit(w41);CD45.1, a mouse strain that is particularly suitable as an HSC recipient and that only requires sublethal irradiation. We allowed the animals to reconstitute and induced the shRNA by feeding doxycycline-containing food (Figure 3A). When we looked at the whole bone marrow (after lysing red blood cells) of these animals, we saw a bias against the B220^+^ compartment for cells in which *Ebf1*, our lineage control, was silenced, with no change in the myeloid compartment, which constitutes the large majority of the non-progenitor cells in the bone marrow. The extent of the bias increased in magnitude if we administered doxycycline to the animals for 6 days rather than 2 days (Figure 3B), but it is not statistically significant in either case. Although we also see a bias against the B220^+^ compartment in the *lnc6689* knockdown, the phenotype is less severe and quite variable, especially with shRNA 4 (Figure 3B). Additional experimental efforts with different depletion tools and at later time points will be required to further validate this phenotype and the role of *lnc6689* in either stem cells or the B cell compartment directly. For these reasons, we decided to focus our attention on *lnc12928*.

### *lnc12928 (Spehd)* Is Required for Hematopoiesis during Regeneration and in Homeostasis Post-transplantation

Using the same inducible system described above, we sought to investigate whether the *lnc12928* requirement we noted in animals during reconstitution was also observed if the knockdown was induced after the hematopoietic system had recovered following transplantation. We found that the representation of zsGreen^+^ cells within the donor compartment decreased over time in the peripheral blood of animals transplanted with HSCs with *lnc12928* knockdown, compared to the initial percentage 2 days post-administration of doxycycline (Figures 3C, S3B, and S3C). For shRNA 20, the effect of the depletion is similar to that of the positive control knockdown, *Spi1* (*PU1*), which is known to be essential in HSCs (Figure 3C).

This confirms that *lnc12928* is required for hematopoiesis, both in the setting of reconstitution and for homeostasis post-transplant. This lncRNA is highly enriched in hematopoietic progenitors, but not in any of the differentiated cell types (Figure S3A). Consequently, these data suggest that this lncRNA must exert an effect at the level of the stem and/or progenitor cell types. We therefore named this lncRNA *Spehd* (stem and progenitor enriched required for hematopoietic differentiation).

The predicted “lncRNA locus” (i.e., the collection of all of the possible isoforms) in our catalog extended upstream of the area where we observed strong RNA sequencing (RNA-seq) coverage in our cell types to the start of its upstream gene, *Gata2* (Figure S1). This predicted locus would overlap with a known *Gata2* enhancer at −1.8 kb (Snow et al., 2010) (Figures 3G and 3H). 

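Table S1 of the paper places the predicted *Spehd* locus on chromosome 6 of mm10, with a span of 34714 bases. In the GENCODE vM21 annotation of the same genome build, *Gata2* (ENSMUSG00000015053.14) lies on the plus strand from 88193891 to 88207032, so its start falls inside the predicted locus. *Rpn1* (ENSMUSG00000030062.7) lies on the other side of the locus, from 88084482 to 88105304. The only other gene of that annotation that overlaps the predicted locus is Gm38708 (ENSMUSG00000108010.1), a lincRNA on the minus strand from 88188397 to 88190681. In the 19 libraries from CMP and LSK cells that carried an shRNA against *Spehd* or *Renilla*, Gm38708 had between 0 and 22 counts. None of the 141767 transcripts of that annotation held the target of sh10 or sh20, and none of the 31 probes the paper lists for single-molecule FISH matched Gm38708.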

To better characterize this lncRNA, we performed 3′ and 5′ rapid amplification of cDNA ends (RACE) in AML cells, which was further validated with lineage-depleted bone marrow cells. This confirmed that the lncRNA start and termination sites flanked the area of high RNA-seq coverage, where our shRNAs were designed (Figure 3I). Previously published DNA accessibility data (Lara-Astiaso et al., 2014) further support start site location. Regarding the structure of the lncRNA, only 3 of 21 cDNA Sanger sequencing reads that would span the predicted first intron and 0 of 43 that covered the second showed evidence of splicing (data not shown). This would suggest that the predominant isoform is not spliced, which would be in line with the RNA-seq coverage, although a much larger number of reads would be required to confidently estimate isoform abundances. These RACE data also exclude any genomic overlap between *Spehd* and another previously described *Gata2* enhancer at −77 kb (Grass et al., 2006) (Figure 3G).

### Depletion of *Spehd* Results in Impaired Stem and/or Progenitor Contribution to Hematopoiesis

We next isolated shRNA-expressing cells that we could transplant into recipient animals as the sole source of donor cells. Since we expected that for some of the knockdowns these cells would have a deleterious reconstitution phenotype, we used the same competitive transplantation setup as our initial studies (Figure 2A), using C57BL/6-CD45.1 as recipients and co-injecting whole bone marrow from CD45.1 littermates. To isolate the zsGreen-expressing cells, we kept the primary transplanted animals on doxycycline food for 2 days before bone marrow extraction. The recipient animals were similarly kept on doxycycline food to maintain shRNA expression. Due to the extremely low numbers of HSCs in each animal and the fact that the zsGreen^+^ cells are only a subset of the donor compartment, we sorted zsGreen^+^ LSK (Lineage^−^ Sca1^+^ cKit^+^), which contains a number of multipotent progenitors, in addition to HSCs (Figure 3D).

We transplanted 3,000 zsGreen-expressing LSK cells into each animal, together with a competitive dose of CD45.1 whole bone marrow. At week 3 post-reconstitution, we analyzed the peripheral blood for donor contributions resulting from negative control (*Renilla*), *Spehd*, or positive control (*Spi1*) knockdown. Whereas the contribution from the *Renilla*-knockdown cells reached 25% of nucleated peripheral blood, the ability of LSK cells to reconstitute the animals when depleted of *Spehd* was reduced to ∼10% on average, and as little as 5% in some animals (Figures 3E and 3F). Although all of the cells in the donor compartment should be zsGreen^+^, we saw a fraction of the donor being zsGreen^−^ (presumably due to silencing of the integrated cassette) (Figure S3D). This donor-derived zsGreen^−^ fraction is especially prominent in cells carrying *Spehd* shRNA 20 or *Spi1* shRNA 1, when the cells that managed to silence the transgene could have the greatest advantage (Figure S3D).

The effects are also seen if we look within each lineage for monocyte-macrophages and granulocytes and are apparent already at 3 weeks post-transplant (when the donor cells have not yet contributed to the B compartment) (Figures S3B and S3D). These data support an essential role for *Spehd* during HSC and/or progenitor cell self-renewal or differentiation that leads to impaired hematopoiesis when the lncRNA is depleted. Because we transplanted LSK, which encompasses both HSCs and multipotent progenitors, we are unable to identify the specific cell type affected to cause this depletion. The zsGreen contribution at later time points (up to week 9) was very low, even for the *Renilla* sh control, indicating a very small proportion of long-term reconstituting HSCs within the cell population transplanted into these animals. This, again, precludes us from distinguishing defects in the stem versus the progenitor compartment.

### The CMP Compartment Shows Defects in Respiratory Pathways when *Spehd* Is Depleted

To investigate the earliest consequence of *Spehd* knockdown and the cell types that are most affected by its depletion, we isolated cells from animals that had been reconstituted with shRNA-inducible HSCs and administered doxycycline for 6 days. 

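RNA was sequenced from CMP and LSK cells that were sorted 10 weeks post-transplant, after 6 days of doxycycline, from animals carrying an inducible shRNA. The shRNAs were sh10 and sh20 against *Spehd* and a control shRNA against *Renilla* luciferase. CMPs gave 3 libraries with sh10, 2 with sh20 and 4 with *Renilla* shRNA, and LSK cells gave 3, 3 and 4. The authors mapped the reads to mm10 with STAR, removed duplicate alignments with Picard and counted the remaining reads on each gene with HTSeq-count. The deposited counts of each library are not normalized and were used as they are. The authors also deposited counts normalized by size factors, from which the comparisons did not start. Each library had between 3647318 and 5965155 reads counted on genes, with a median of 4918631.
Every *Spehd* knockdown library from CMPs held more counts than every *Renilla* library from CMPs. The totals ran from 4918631 to 5965155 with *Spehd* shRNAs and from 3857980 to 4314959 with *Renilla* shRNA (exact permutation test, two-sided, p = 0.0159, the smallest that 5 libraries against 4 allow). In LSK cells the totals ran from 4649170 to 5617906 and from 3647318 to 4967015 (exact permutation test, two-sided, p = 0.0667). Genes with at least 1 count numbered 17620 ± 631 (SD, n = 2) with sh20, 19610 ± 622 (SD, n = 3) with sh10 and 19307 ± 773 (SD, n = 4) with *Renilla* shRNA in CMPs. In LSK cells they numbered 17689 ± 117 (SD, n = 3), 20448 ± 276 (SD, n = 3) and 19526 ± 423 (SD, n = 4). *Spehd* itself is not analysed here, since no counted gene has its name and no transcript of GENCODE vM21 held the targets of its shRNAs. The counts were made on GENCODE vM11, which was not searched. No measure of the knockdown was taken from these libraries.

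**Figure D1:**
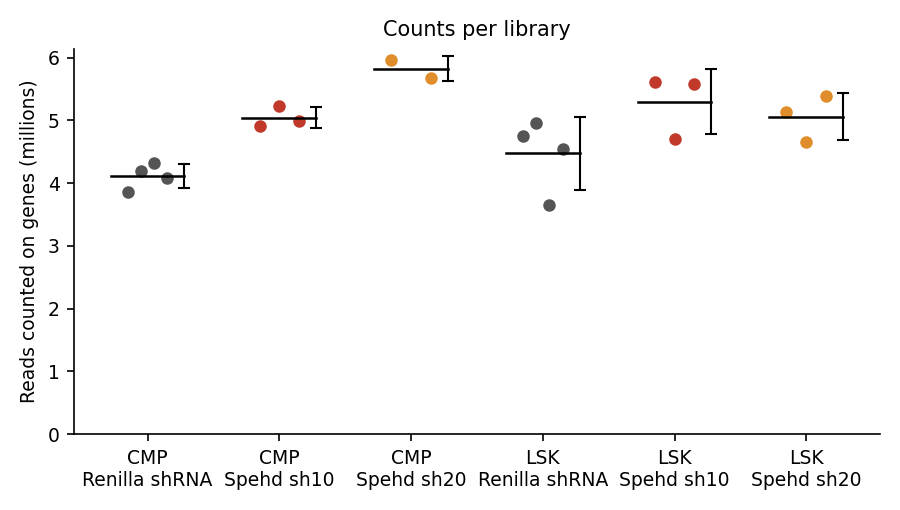
Reads counted on genes in each library, by cell type and shRNA. Points are libraries, bars are means and error bars are SD; the 5 CMP libraries with *Spehd* shRNAs lie above the 4 with *Renilla* shRNA.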

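The 5 CMP libraries with either *Spehd* shRNA were compared with the 4 with *Renilla* shRNA. Of 12912 genes that passed the filter on low counts, 10 were lower and 5 were higher upon *Spehd* knockdown at an FDR under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2149 genes had an unadjusted p under 0.05. The choice of test and of groups moved these numbers most. DESeq2, the tool named in the paper's methods, called 435 genes lower and 447 higher among 9054 genes, 6 of the 10 lower and all 5 of the higher genes among them. With sh10 and sh20 as separate groups whose average was set against *Renilla*, edgeR called 487 lower and 187 higher. A single library also changed the result. Without sh20 replicate B, 115 genes were lower and 149 higher, and without any other one of the 9 libraries at most 4 were lower and 7 higher.
Against the same *Renilla* libraries, 137 genes were lower and 135 higher with sh10, and 590 lower and 263 higher with sh20. Of these, 38 genes were lower and 16 higher with both shRNAs. In 20 simulations, both shRNA groups were drawn from the mean of all CMP libraries and set against those controls. On average 0 genes were lower and 0.05 higher with both. Such groups give few calls to share, so these simulations do not tell what overlap lists of these lengths would give by chance. The overlap depends on single libraries, since without sh10 replicate B only 6 genes were lower with sh10, and with the replicate letters as a block 5 were lower with sh10 and 0 with sh20. Across genes, which are not independent replicates, the log2 fold changes of the 2 shRNAs correlated with a Pearson r of 0.129, and 58.9% had the same sign. The simulations gave 0.312 and 64.6%. The mean they were drawn from includes the *Spehd* libraries, so both simulated groups shared a part of the real difference besides the controls. Their values are therefore no baseline for what shared controls alone would give.
Among genes with a mean of at least 50 counts, 13 passed the threshold. In 8 of them every *Spehd* library was below every *Renilla* library and in the other 5 every one was above. Chance gives 0.794% in each direction only for genes not selected first, and these 13 were selected on the same libraries, so the lack of overlap adds no evidence. The largest falls were in *Cd2* (log2 fold change -2.75, standard error 0.39), *Jun* (-1.93, standard error 0.22), *Junos* (-1.72, standard error 0.25), *Sept1* (-0.71, standard error 0.10) and *Jund* (-0.66, standard error 0.07). *Junos* overlaps *Jun* on the other strand, and its reads cannot be separated from those of *Jun* unless the libraries kept the strand. *Jun* had 261 ± 58.02 counts (SD, n = 5) against 778 ± 222 (SD, n = 4) with *Renilla* shRNA. *Cd2* had few counts, 18.6 ± 11.4 (SD, n = 5) against 95 ± 14.4 (SD, n = 4). The largest rises were in *Elf2* (1.10, standard error 0.15), *Trpm7* (0.75, standard error 0.10), *Ankfy1* (0.55, standard error 0.07), *Hdlbp* (0.55, standard error 0.06) and *Gnptab* (0.48, standard error 0.06). The adjusted p of these 10 genes lay between 0.0159 and 0.0362 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With log2 total counts as a covariate in a fit of all 19 libraries, none of the 10 passed the threshold. Totals of the 2 CMP groups do not overlap, so that fit can hardly part depth from knockdown. The loss of these calls thus does not show that depth gives them. The log2 fold change was then -2.65 for *Cd2*, -1.87 for *Jun*, -1.50 for *Junos*, -0.57 for *Sept1*, -0.32 for *Jund* and 0.88 for *Elf2*, and between -0.04 and 0.20 for *Trpm7*, *Ankfy1*, *Hdlbp* and *Gnptab*.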

When we examined genes that were differentially expressed upon lncRNA knockdown versus control CMPs, we identified 426 genes that were consistently downregulated upon suppression of the lncRNA (false discovery rate [FDR] <0.05). Those genes were strongly enriched for components of the oxidative phosphorylation pathway (Figure 4A). 

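The OXPHOS family was taken as the 118 subunits of complexes I to V, the V-ATPase and the mitochondrially encoded chain that the gene symbols name, a list written before the data were examined. The KEGG and DAVID annotations were not used here. In CMPs 99 of them were tested, and their median log2 fold change upon *Spehd* knockdown was -0.29. None was among the 10 genes that edgeR's quasi-likelihood test called lower (Fisher's exact test, one-sided, p = 1.00). Among the 435 genes called lower by DESeq2 there were 44 (Fisher's exact test, one-sided, p = 5.4e-34). As a set the family was lower in limma's camera (adjusted p = 1.1e-22 over the 24 lists tested, Benjamini-Hochberg) and in fry (adjusted p = 0.0019), but not with the correlation between genes estimated from the data (adjusted p = 0.144). The alternative that moved this result most was chosen after the depths were seen: with log2 total counts as a covariate camera gave 0.874 without adjustment. Depth and knockdown go together in CMPs, so this value does not tell which of them gives the fall. Median log2 fold changes were -0.28 for complex I (37 genes), -0.27 for complex II (4), -0.31 for complex III (9), -0.32 for complex IV (13), -0.31 for the ATP synthase (14) and -0.11 for the V-ATPase (15).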

The signature is driven by 43 genes (Figure S4A) that are downregulated in CMPs (lncRNA knockdown versus control), but to a much lesser extent or not consistently affected in LSK (a stem and progenitor compartment that includes the HSCs) (Figures 4B and S4B). 

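All 43 genes had a negative log2 fold change in CMPs, from -0.37 to -0.20, with a median of -0.31. None passed an FDR of 0.05 over all genes in edgeR's quasi-likelihood test. Adjusted over the list alone all 43 did, and thus all 43 had an unadjusted p under 0.05, but this is not independent evidence, since the list was chosen on these libraries. With DESeq2 all 43 passed over all genes. *Atp5a1* had 400.5 ± 34.1 CPM (SD, n = 5) with *Spehd* shRNAs and 499.7 ± 17.5 (SD, n = 4) with *Renilla* shRNA, a log2 fold change of -0.32 (standard error 0.07, adjusted p = 0.0700 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its deposited counts, from libraries with different totals, were 2106 ± 28.3 (SD, n = 5) and 2064 ± 47.3 (SD, n = 4).
The mean log2 CPM of the 43 genes was 6.70 ± 0.08 (SD, n = 5) with *Spehd* shRNAs and 7.01 ± 0.04 (SD, n = 4) with *Renilla* shRNA, with no overlap between the groups (exact permutation test, two-sided, p = 0.0159). Before normalization their mean log2 count was 9.09 ± 0.09 (SD, n = 5) and 9.05 ± 0.06 (SD, n = 4), a difference that an exact permutation test did not separate from 0 (two-sided, p = 0.492), in libraries whose totals differ, so this does not tell whether the genes changed. With log2 total counts as a covariate the median log2 fold change was -0.05.
In LSK cells 40 of the 43 were negative, with a median of -0.09, and no gene of any kind passed the FDR threshold among 13441 tested (492 had an unadjusted p under 0.05). The mean log2 CPM of the 43 genes was 6.66 ± 0.12 (SD, n = 6) and 6.74 ± 0.15 (SD, n = 4; exact permutation test, two-sided, p = 0.352). Single libraries moved the median in LSK. It was -0.15 without sh10 replicate B, *Renilla* replicate A or *Renilla* replicate B, and -0.03 without *Renilla* replicate C. The difference between the knockdown effects in CMP and LSK was -0.23 in the mean log2 CPM of the 43 genes. Permuting the shRNA labels within each cell type gave p = 0.110 (exact permutation test, two-sided, 26460 permutations). Such a permutation assumes no knockdown effect in either cell type. It therefore cannot decide whether the effects in CMP and LSK are equal.

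**Figure D2:**
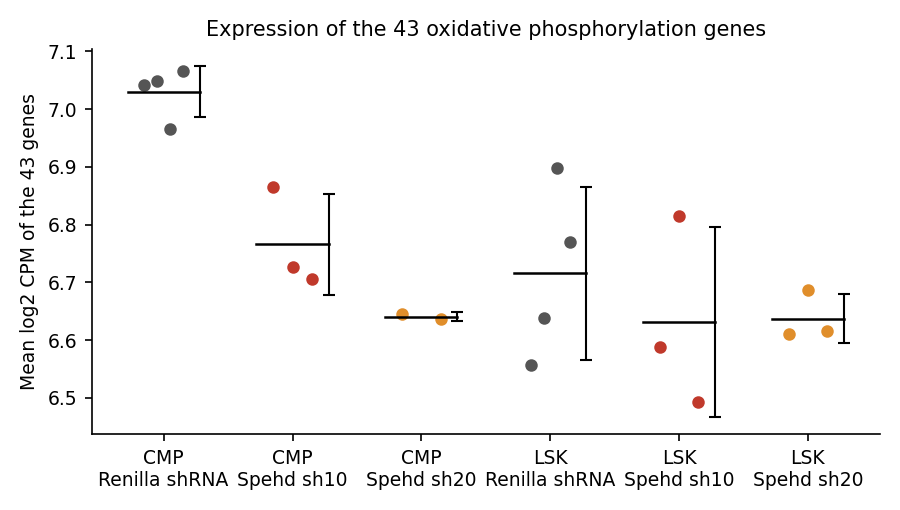
Mean log2 CPM of the 43 genes in each library, by cell type and shRNA, normalized over all 19 libraries. Points are libraries, bars are means and error bars are SD; in CMPs the *Spehd* libraries lie below the *Renilla* libraries, and in LSK cells the groups overlap.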

While the pathways enriched among the upregulated genes (Figure 4A) warrant further investigation, we chose to focus on the oxidative phosphorylation signature, given that 33% of the genes annotated for this pathway in the Kyoto Encyclopedia of Genes and Genomes (KEGG) were downregulated (43/130 genes annotated in the pathway).

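Lists written before the data were examined for 3 of the terms in Figure 4A moved as follows in CMPs. The proteasome subunits had a median log2 fold change of -0.21 (38 genes), the nuclear pore genes 0.16 (19 genes) and the DEAD and DEAH box helicases 0.13 (50 genes), each past a Benjamini-Hochberg adjusted p of 0.05 in camera, and the proteasome alone of the 3 in fry. None of the 3 passed with the correlation estimated from the data. The OXPHOS family members outside the 43 genes had a median of -0.22 (56 genes). With log2 total counts as a covariate the proteasome median was -0.05. Glycolysis genes had a median of -0.11 (14 genes), mitochondrial ribosome genes -0.12 (74 genes) and genes of M phase 0.11 (20 genes). None of these medians changed sign with DESeq2's size factors, with upper quartile normalization or with the offset for counts per exonic base.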

**Figure 4:**
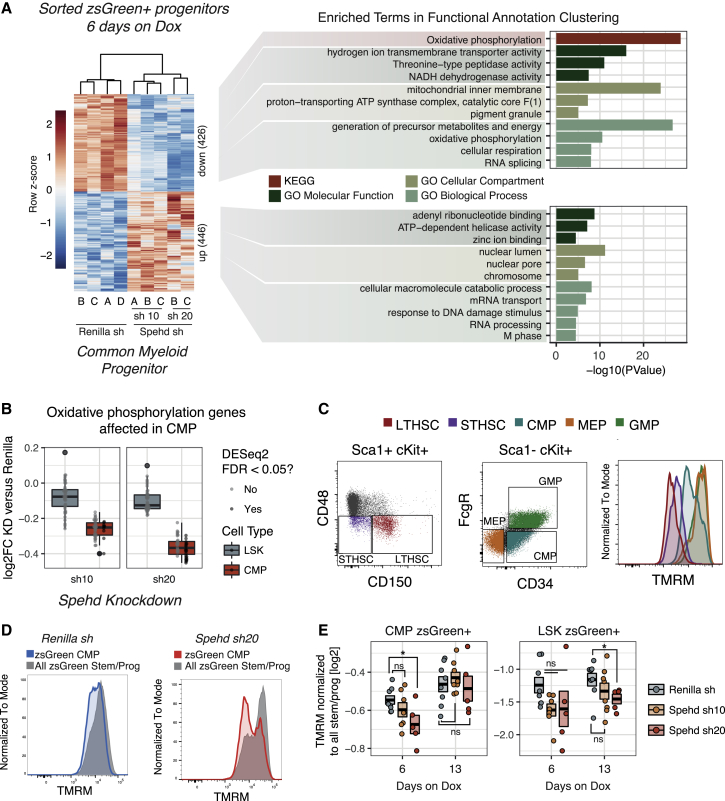
Depletion of *lnc12928* Results in Deficient Mitochondrial Function in Myeloid Progenitors (A) Heatmap of all of the differentially expressed genes (FDR < 0.05, DESeq) between *Spehd* and Renilla knockdown in CMP (left) and the results of functional annotation analysis (right). (B) Fold change for each shRNA against the lncRNA relative to *Renilla* in CMP and LSK for the genes in the oxidative phosphorylation pathway (KEGG) differentially expressed in CMP. Box and whiskers plots show the distribution of all of the genes represented. Boxplots correspond to the median and the 25^th^ and 75^th^ percentiles. The whiskers extend to the largest values, but no further than 1.5, the interquartile range (distance between the first and third quartiles), in which case the outliers are shown. (C) Representative flow cytometry plots showing the gating strategy for long-term (LT) and short-term (ST) repopulating HSCs (out of Lin^−^ Sca1^+^ cKit^+^) and CMPs, GMPs, and MEPs (out of Lin^−^ Sca1^−^ cKit^+^), and the corresponding distribution of the TMRM intensity for each population. (D) Representative flow cytometry plots of the TMRM of CMP and the TMRM in all of the progenitors and stem cells for Renilla shRNA and shRNA 20 against *lnc12928*. (E) TMRM (geometric mean) in CMP or LSK relative to overall TMRM in the sample (in all of the progenitors and stem cells) per animal. The box represents average and SEM. ^∗^p < 0.05; Mann-Whitney test. See also Figure S4.

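Fitted per shRNA, the median log2 fold change of the 43 genes in CMPs was -0.26 with sh10, where all 43 genes were negative and 2 passed an FDR of 0.05, and -0.38 with sh20, where all 43 were negative and 21 passed. In LSK cells it was -0.07 with sh10 (34 of 43 negative) and -0.13 with sh20 (39 of 43 negative), and none of the 43 passed. Unadjusted p-values under 0.05 were found for 457 genes with sh10 and 1152 with sh20 in LSK cells. The mean log2 CPM of the 43 genes fell as the library total rose. Taken as deviations from the 6 group means, the 2 measures had a Pearson r of -0.821 (permutation test, two-sided, p = 0.00239, Benjamini-Hochberg adjusted p over 3 relations 0.00717) and a Spearman rho of -0.793 (p = 0.00158) over 19 libraries. Without LSK *Renilla* replicate C and LSK sh10 replicate B, the 2 libraries whose totals lay farthest from their group means, r was -0.644. Within LSK alone r was -0.872 (10 libraries, permutation test, p = 0.00928), and within CMP alone it was -0.467 (9 libraries, permutation test, p = 0.213), where totals spread less within the groups.

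**Figure D3:**
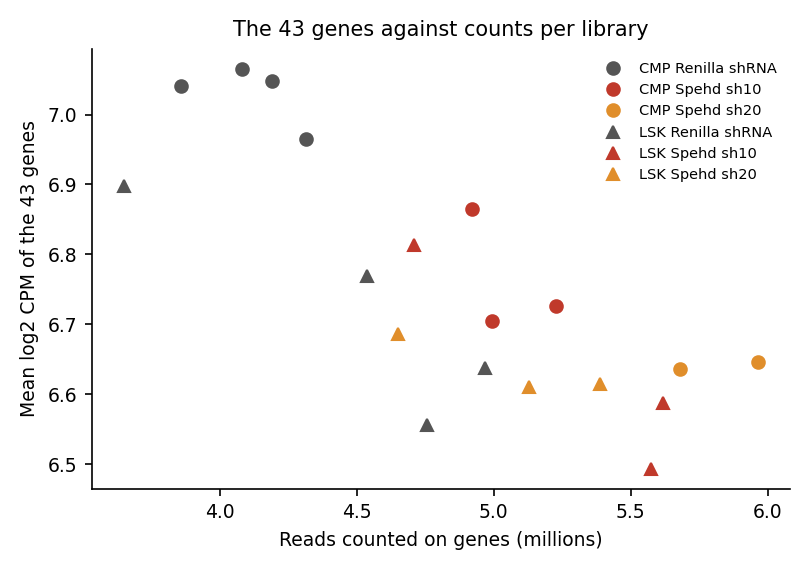
Mean log2 CPM of the 43 genes against reads counted on genes in each of the 19 libraries. Symbols mark the cell type and colors the shRNA; the 4 CMP libraries with *Renilla* shRNA hold the fewest counts among CMP libraries and the highest mean log2 CPM.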

HSCs are reported to primarily use glycolysis (Takubo et al., 2013) and have a lower respiratory capacity than multipotent or committed progenitors (de Almeida et al., 2017). Moreover, several mutants with mitochondrial and respiration defects have profound hematopoietic defects (Maryanovich et al., 2015, Yu et al., 2013), and HSCs with lower mitochondrial activity have a greater reconstitution capacity (Vannini et al., 2016). Therefore, it seemed possible that cells with a reduced expression of genes encoding respiratory chain components could encounter a roadblock when their metabolic requirements increase during their commitment to differentiation and expansion.

We therefore asked whether the 43 oxidative phosphorylation-pathway genes affected in CMP following *Spehd* depletion showed an increase in expression during the differentiation between LSK and CMP. 

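With *Renilla* shRNA, the mean log2 CPM of the 43 genes, normalized over all 19 libraries, was 7.03 ± 0.04 in CMPs and 6.72 ± 0.15 in LSK cells (SD, n = 4 each; exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow). Before normalization the mean log2 counts were 9.05 and 8.87 ± 0.11 (SD, n = 4; exact permutation test, two-sided, p = 0.0571). The totals of these *Renilla* libraries did not separate the cell types (exact permutation test, two-sided, p = 0.257).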

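All 43 oxidative phosphorylation genes were higher in CMPs than in LSK cells with *Renilla* shRNA, with log2 fold changes from 0.07 to 0.51 and a median of 0.32. In a fit of 15066 genes over all 19 libraries, 26 of the 43 passed an FDR of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, and 34 adjusted over the list alone. DESeq2 also called 26. The filter on low counts moved this number most. Without a filter 2 of the 43 passed, and with the replicate letters as a block 10 did. It also rested on single libraries, with 8 genes past the threshold without LSK *Renilla* replicate A and 33 without LSK *Renilla* replicate C. With log2 total counts as a covariate, 18 passed and the median was 0.24. Over all genes, 1663 were higher and 1316 lower in CMPs.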

In the *Renilla* control, all of the genes show, on average, increased expression, and 29 of the 43 are significantly upregulated (FDR <0.05). 

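In cells with sh10, 40 of the 43 genes were higher in CMPs than in LSK cells, with a median log2 fold change of 0.16, and 1 passed an FDR of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With sh20 the median was 0.02, with 22 genes higher and 21 lower, and none passed, while 4418 of the 15066 genes had an unadjusted p under 0.05. With upper quartile normalization the median was 0.03 with sh10 and -0.02 with sh20. The libraries with sh10 were too few for an exact permutation test of 3 against 3 to go below 0.1, and gave p = 0.300 for the mean log2 CPM of the 43 genes. With log2 total counts as a covariate, the medians were 0.12 with sh10 and 0.135 with sh20.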

Consistent with our previous analysis, these genes fail to become induced in the CMPs depleted of lncRNA *Spehd* (Figure S4B). These results indicate a defect in the CMP population, which fails to activate the oxidative phosphorylation pathway genes and could partly explain the substantial reduction in differentiated cell output that we observed in this lncRNA knockdown.

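The difference between the effect of the knockdown in CMP and in LSK had a median of -0.24 over the 43 genes in the fit of all 19 libraries, and was negative for all 43. None of the 43 was among the 8 genes whose difference passed an FDR of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (1518 genes had an unadjusted p under 0.05). With log2 total counts as a covariate the median difference was -0.12. From the lower expression of these genes in *Spehd* knockdown CMPs, and from their rise between LSK and CMP in the *Renilla* control and not in the knockdown, the paper concludes that the CMP population fails to activate the pathway, and proposes that this could in part account for the reduced output of differentiated cells.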

*Spehd* was primarily cytoplasmic in AML cells as measured both by RT-qPCR following subcellular fractionation (Figure S4C) and single-molecule fluorescence *in situ* hybridization (FISH) (Figures S4D and S4E). We further validated the specificity of the single-molecule FISH by analyzing the number of molecules upon *Spehd* knockdown (Figures S4F and S4H). While the exact mechanism by which *Spehd* exerts its function remains to be elucidated, its localization would seem to exclude direct effects at the transcriptional level. This fits with the observation that the oxidative phosphorylation genes affected include three mitochondrially transcribed genes (Figure S4A, gene names in bold). 

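The 3 mitochondrially encoded genes among the 43 are *mt-Co1*, *mt-Cytb* and *mt-Nd1*. In CMPs their log2 fold changes upon *Spehd* knockdown were -0.28 (standard error 0.07, adjusted p = 0.0946), -0.33 (standard error 0.07, adjusted p = 0.0700) and -0.29 (standard error 0.07, adjusted p = 0.0796) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Before normalization, in libraries whose totals differ, *mt-Co1* had 636 ± 23.2 counts (SD, n = 5) with *Spehd* shRNAs and 604 ± 15.0 (SD, n = 4) with *Renilla* shRNA, *mt-Cytb* 1040.2 ± 21.3 and 1026 ± 17.1, and *mt-Nd1* 841 ± 24.7 and 806 ± 32.8. Of the 13 mitochondrially encoded genes of the chain, 7 were tested, with a median of -0.28. With an offset for counts per exonic base, chosen after the data were seen, that median was -0.04.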

Taking advantage of the RNA-seq data produced, we also examined the potential effects on the genes neighboring *lnc12928/Spehd*. For the well-known hematopoietic regulator *Gata2*, we observed a slight (on average, 15%) reduction, with both shRNAs against *Spehd* in CMPs (data not shown). 

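*Gata2* had 447 ± 35.3 CPM (SD, n = 5) in *Spehd* knockdown CMPs and 538 ± 25.0 (SD, n = 4) in *Renilla* CMPs, a log2 fold change of -0.26 (standard error 0.06, adjusted p = 0.0895 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is a change of -16.8%. Every *Spehd* library was below every *Renilla* library (exact permutation test on log2 CPM, two-sided, p = 0.0159). The log2 fold change was -0.30 with sh10 (adjusted p = 0.0501) and -0.21 with sh20 (adjusted p = 0.127). DESeq2 gave -0.25 (adjusted p = 0.0151), within a range of adjusted p from 0.0151 to 1.00 over the alternatives. The deposited counts of *Gata2*, not corrected for the totals, were 2374 ± 353 (SD, n = 5) and 2222 ± 124 (SD, n = 4; exact permutation test, two-sided, p = 0.476), and with log2 total counts as a covariate the log2 fold change was -0.04. *Rpn1* changed by -0.21 (standard error 0.06, adjusted p = 0.100 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every *Spehd* library below every *Renilla* library, and by -0.04 with the covariate. DESeq2 gave *Rpn1* an adjusted p of 0.0237, within a range from 0.0237 to 1.00 over the alternatives. In LSK cells the log2 fold changes were -0.09 for *Gata2* and -0.06 for *Rpn1* (adjusted p = 0.998 for both).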

While we cannot exclude that this plays a role in the phenotype, further experiments would be required to address whether such a modest change could have the impact that we observe.

To further investigate the deficiencies observed in the oxidative phosphorylation pathway, we transplanted animals following the same experimental design used for transcriptomic profiling (Figure 4A). We tested whether mitochondria function was affected by lncRNA knockdown in the common myeloid progenitor using tetramethylrhodamine methyl ester (TMRM). This cell-permeable dye is sequestered in active mitochondria and gives a progressively higher readout as the cells progress down the hematopoietic lineage to more committed states (Vannini et al., 2016) (Figure 4C). When we measured the relative TMRM levels for CMPs (see STAR Methods), we saw, on average, a reduction in the TMRM signal for both shRNAs targeting *Spehd* after doxycycline administration for 6 days (Figures 4D and 4E). While both shRNAs show the same trend, shRNA 20 provokes once again a stronger phenotype and is the only one to reach statistical significance. We note that TMRM accumulation could also correlate with bulk mitochondrial mass rather than their metabolic capacity. Animals analyzed after 13 days on doxycycline showed a depletion of relative TMRM levels in the LSK compartment (Figure 4E). This could be a downstream effect from a deficiency in CMPs, or it is possible that the LSK compartment would eventually show the same transcriptional deficiency in oxidative phosphorylation at later time points. No significant changes are observed in the megakaryocyte-erythroid progenitor (MEP) or GMP populations (Figure S4H). Determining the bone marrow cell types being depleted or blocked in their differentiation potential will be essential to fully understand the function of this lncRNA.

Our working hypothesis is that the ability of these defective progenitors to differentiate is reduced, leading to the strong phenotype we consistently observed. Follow-up studies will be required to determine whether these cell types are being depleted themselves or accumulate in the bone marrow. In addition, B cells were also greatly reduced when this lncRNA was knocked down (Figure S3C), and we suspect that a similar phenotype could be occurring in the lymphoid compartment at an unexplored time point, although an alternative mechanism that explains the lymphoid deficiency could also be contemplated.

## Discussion

We have previously cataloged lncRNA expression during mouse hematopoiesis and carried out a functional analysis of lncRNAs in the hematopoietic compartment in mouse leukemias as a proof of concept (Delás et al., 2017). Here, we have further explored lncRNA function in hematopoiesis, developing a strategy that allowed us to identify lncRNAs that play a role in HSC self-renewal or differentiation. Studies of HSCs pose many challenges because of their very low abundance and the lack of culture conditions that are suitable for their expansion. This prompted us to attempt to examine lncRNA function using *in vivo* HSC reconstitutions. While it is a powerful approach, the number of candidates that can be assessed using such assays is much lower than one can survey *in vitro*.

The strategy that we developed for candidate selection narrowed our study to five lncRNAs and was aimed at identifying non-coding species that could regulate the first steps of HSC commitment into myeloid or lymphoid lineages. However, this combination of differential expression, synteny, and conserved expression is broadly applicable to either other cell types in the hematopoietic lineage or other tissues.

Within the final candidate list, we noted that many of the genes surrounding the lncRNAs of interest had known roles in hematopoiesis (e.g., *Cdk6*, *Gata2*). Although a conserved role in *cis* cannot be excluded, we suspect that these coding and non-coding genes are simply regulated by the same tissue-specific elements in both mice and humans, which allows them to fulfill criteria that we set for candidate selection. One major drawback of our selection strategy was that we could have missed a functionally conserved lncRNA that does not show synteny between mice and humans.

*Spehd* emerged from this approach as an lncRNA required for stem cell differentiation. HSCs with reduced levels of *Spehd* show a decreased capacity for multilineage differentiation over time via either an HSC defect or a broad effect on all progenitors. Further transcriptomic analysis showed that this defect could, in part, be due to deficient oxidative phosphorylation in the CMP population. Even a slight defect in this pathway has the potential to be detrimental during a process in which cells exit a quiescent state and must undergo a rapid expansion, giving rise to a myriad of differentiated cell types. A recent report has identified the lncRNA here annotated as *lnc6689* (*2810468N07Rik*) also as being a regulator of oxidative phosphorylation in a microRNA-dependent manner (Sirey et al., 2018). Of course, the major questions that remain are a challenge in lncRNA biology more broadly—by what mechanism precisely does this non-coding RNA regulate the differentiation potential and the metabolic capacity of HSCs.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse Lineage depletion kit	Miltenyi Biotec	Cat#130-090-858
Mouse BD Fc Block	BD Biosciences	Cat#553142; clone: 2.4G2
EPCR-PE	Stem Cell Technologies	Cat#60038PE; clone: MEPCR1560 (1560), PE
CD45-APC	eBioscience	Cat#17-0451-82; clone: 30-F11
CD150-PE/Cy7	BioLegend	Cat#115914; clone: TC15-12F12.2
CD48-FITC	BioLegend	Cat#103404; clone: HM48-1
CD45R/B220-APC	BioLegend	Cat#103212; clone: RA3-6B2
CD3-AF700	BioLegend	Cat#100216; clone: 17A2
CD11b (Mac1)-APC-Cy7	BioLegend	Cat#101226; clone: M1/70
Ly6G-APC-Cy7	BioLegend	Cat#127624; clone: 1A8
CD45.1-PE	BioLegend	Cat#110707; clone: A20
CD45.2-BV421	BioLegend	Cat#109832; clone: 104
CD45.1-AlexaFluor700	BioLegend	Cat#110724; clone: A20
Ly-6G-PE	BioLegend	Cat#127607; clone: 1A8
CD11b (Mac-1)-PE-Cy7	BioLegend	Cat#101216; clone: M1/70
CD34-Biotin	Invitrogen	Cat#13-0341-82; clone: RAM34
Streptavidin-PE	BioLegend	Cat#405203
CD45.2-V500	BD Biosciences	Cat#562130; clone: 104
CD45.2-BV510	BioLegend	Cat#109837; clone:104
CD117(cKit)-APC	eBioscience	Cat#17-1171-82; clone: 2B8
CD135 (Flt3)-BV421	BioLegend	Cat#135313; clone: A2F10
CD127 (IL7Rα)-PE-Cy7	BioLegend	Cat#135014; clone: A7R34
Ly-6A/E (Sca1)-BV605	BioLegend	Cat#108133; clone: D7
Ly-6A/E (Sca-1)-PerCPCy5.5	BioLegend	Cat#108124; clone: D7
CD34-AF700	Invitrogen	Cat#4324661; clone: RAM34
CD16/32 (FcγR)-BUV395	BD Biosciences	Cat#740217; clone: 2.4G2
CD48-BV421	BioLegend	Cat#103427; clone: HM48-1

**Bacterial and Virus Strains**		

Stellar Competent Cells	Clontech	Cat# 636766
Endura Electrocompetent Cells (DUOs)	Cambridge Bioscience	Cat# 60242-2

**Chemicals, Peptides, and Recombinant Proteins**		

LIVE/DEAD Fixable Violet Dead Cell Stain Kit	Thermo Scientific	Cat#L34963
Doxycycline-containing food (625 mg/kg)	Envigo	Cat# TD.01306
Doxycycline	Clontech	Cat# 631311
Ammonium Chloride Solution	Stem Cell Technologies	Cat# 07850
Tetramethylrhodamine Methyl Ester (TMRM)	Thermo Fisher Scientific	Cat# T668
BIT 9500	StemCell Technologies	Cat# 09500
β–mercaptoethanol	ThermoFisher Scientific	Cat# 21985023
Recombinant Mouse IL-11 Protein	R&D Systems	Cat# 418-ML-005
Recombinant Mouse SCF Protein	R&D Systems	Cat# 455-MC-050
ACK Red Blood Cell Lysis Buffer	Thermo Fisher Scientific	Cat# A1049201
Verapamil hydrochloride	Sigma	Cat# V4629-1G; CAS: 152-11-4
Trizol LS	ThermoFisher Scientific	Cat# 10296010
Chloroform	SIGMA-ALDRICH	Cat# 288306; CAS: 67-66-3
NucBlue® Fixed Cell ReadyProbes® Reagent	ThermoFisher Scientific	Cat# R37606
Fixable Viability Dye eFluor 780	eBioscience	Cat#65-0865-14
ProLong Diamond Antifade Mountant	ThermoFisher Scientific	Cat# P36961

**Critical Commercial Assays**		

SMART-Seq® v4 Ultra® Low Input RNA Kit for Sequencing	Takara Bio	Cat# 634890
Low Input Library Prep Kit	Takara Bio	Cat# 634947
NucleoSpin RNA XS	Machery Nagel	Cat# 740902.250
SMARTer RACE 5′/3′ Kit,	Clontech Laboratories, lnc	Cat# 634858

**Deposited Data**		

RNA sequencing data	This data	GEO: GSE124302

**Experimental Models: Cell Lines**		

MLL-AF9;NRAS^G12D^ AML	Lowe Laboratory (Zuber et al., 2011)	N/A
A20 cells	ATCC	RRID:CVCL_1940
293FT cells	Thermo Fisher Scientific	Cat# R70007

**Experimental Models: Organisms/Strains**		

C57BL/6-CD45.1; *Kit*^*W-41*^	David Kent, University of Cambridge	N/A
C57BL/6-CD45.1	Charles River (Kent, England)	N/A
C57BL6J	Charles River (Kent, England)	N/A

**Oligonucleotides**		

shRNAs	This study	Table S2
qPCR primers	This study	Table S2
smFISH probes	This study	Table S2
Primers for 3′/5′ RACE	This study	Table S2

**Recombinant DNA**		

ZIP-Neo (SFFV promoter)	Delás et al., 2017	N/A
T3G-zsGreen-ultramiR-SFFV-rtTA (L3zUSR)	This paper	N/A

**Software and Algorithms**		

shERWOOD	Knott et al., 2014	N/A
DESeq2	Love et al., 2014	N/A
UCSC’s liftover tool	UCSC	N/A
BEDTools Intersect	Quinlan laboratory at the University of Utah	https://bedtools.readthedocs.io/en/latest
STAR aligner	Dobin et al., 2013	N/A
htseq-count	Anders et al., 2015	N/A
IDT PrimerQuest tool	IDT	N/A
Picard	Broad Institute	http://broadinstitute.github.io/picard
DAVID 6.7	Huang et al., 2009	N/A
FlowJo Software	FlowJo, LLC	RRID:SCR_008520

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, M. Joaquina Delás ().

### Experimental Model and Subject Details

#### Mice

Bone marrow transplantations of modified HSCs and subsequent analysis of peripheral blood and bone marrow from these mice were performed at the Cancer Research UK Cambridge Institute (Cambridge, UK). Female C57BL6J and C57BL/6-CD45.1 were purchased from Charles River (Kent, England) and used for tissue extraction (donor; C57BL6J) or as bone marrow transplant recipient (C57BL/6-CD45.1) at 9–12 weeks old. C57BL/6-CD45.1 whole bone marrow used in competitive transplants was obtained from female littermates to the recipient animals. C57BL/6-CD45.1; cKit-w41 animals were re-derived from embryos provided by David Kent at the Cambridge Institute for Medical Research. Both female and male were used as recipients in inducible transplantations at 9–12 weeks old. Induction of shRNAs was performed by administering doxycycline-containing food (625 mg/kg) for the days indicated at 10 weeks (Figure 3B and Figure 4A) or 12-13 weeks (Figure 3C, Figure 4D-E) post-transplant. These animal procedures were conducted in accordance with project and personal licenses issued under the United Kingdom Animals (Scientific Procedures) Act, 1986.

#### Cell lines

MLL-AF9;NRAS^G12D^ AML cells were obtained from the Lowe laboratory (Zuber et al., 2011) and cultured in RPMI-1640 with GlutaMax (GIBCO), supplemented with 10% heat-inactivated FBS (GIBCO) and 1% Penicillin/Streptomycin (GIBCO) under 7.5% CO_2_ culture conditions. This leukemia model was generated from fetal liver cells and the cell line established from it, also known as RN2, is of unspecified sex. A20 cells (sex unspecified, purchased from ATCC) were cultured in RPMI-1640 ATCC modification (GIBCO), supplemented with 10% heat-inactivated FBS (GIBCO), 1% Penicillin/Streptomycin (GIBCO), and 0.05 mM β–mercaptoethanol (GIBCO). 293FT cells (purchased from Thermo Fisher Scientific) were cultured as per manufacturer’s instructions. All cell lines tested negative for mycoplasma contamination by RNA-capture ELISA.

### Method Details

#### lncRNA candidate selection

The mouse RNaseq libraries from progenitors and differentiated cell types were previously published (Delás et al., 2017). Differential expression among hematopoietic progenitors was analyzed using DESeq2 (Love et al., 2014) and lncRNAs were considered to be differentially expressed if the fold change exceeded 2 and FDR < 0.05 in the comparisons indicated in the main text. Synteny was determined by converting the genomic interval for the mouse lncRNAs of interest from the mm10 to hg38 assembly using the UCSC’s liftover tool. The presence of human lncRNAs in these regions was verified using “BEDTools Intersect” with the GENCODE v22 lncRNA annotation. Human RNaseq expression data from cord progenitor types was obtained from previously existing datasets (Chen et al., 2014). Reads were mapped with the STAR aligner (Dobin et al., 2013) against the hg38 assembly, and fragment counting was performed with htseq-count (Anders et al., 2015). To compute expression correlation between mouse and human we first selected lncRNAs with an average expression across the human cell types of more than 20 normalized counts (value determined from the empirical count distributions). DESeq2 was used to calculate variance-stabilized data for each cell type in human and mouse. Expression correlation was computed between the median values for HSC, CMP, GMP and CLP in mouse versus human using Pearson correlation.

#### shRNAs design and cloning

shRNAs were predicted using the shERWOOD computation algorithm (Knott et al., 2014) as previously described for lncRNAs (Delás et al., 2017). shRNAs were cloned into the appropriate vectors, with ultramiR backbone: ZIP-Neo (constitutive bone marrow transplantations), or T3G-zsGreen-ultramiR-SFFV-rtTA (L3zUSR) (clonal inducible cell lines, inducible bone marrow transplantations) as previously described (Knott et al., 2014).

#### Virus production

In brief, virus was prepared in 15 cm dishes using 293FT cells (Thermo Fisher Scientific). The transfection mixture contained 32 μg of DNA vector, 12.5 μg of pMDL, 6.25 μg of CMV-Rev, 9 μg of VSV-G, 200 μg of Pasha siRNA (QIAGEN Custom siRNA CGGGTGGATCATGACATTCCA, QIAGEN), 125 μl 2.5M of CaCl_2_ brought to 1250 μl with H_2_O and bubbled into 1250 μl 2X HBS. Media was changed to IMDM supplemented with 10% heat-inactivated FBS right before transfection and collected in 16 mL of the same media. 38 mL of viral supernatant was ultracentrifuged for 2.5 hours at 25,000 rpm at 4°C, and resuspended in 100 μl of D-PBS (GIBCO). Viral titer was determined by infection of 293FT cells (Thermo Fisher Scientific) at various viral dilutions and percent infection was measured by flow cytometry analysis of the fluorescent protein expressed.

#### HSC transplantation

Bone marrow from C57BL/6 mice was extracted by flushing, filtered through a 0.30 μm filter and lineage depleted (Mouse Lineage depletion kit, Miltenyi Biotec 130-090-858). Cells were stained with EPCR-PE, CD45-APC, CD150-PE/Cy7 and CD48-FITC. DAPI or LIVE/DEAD Fixable Violet Dead Cell Stain Kit (Thermo Scientific L34963) was used for dead cell exclusion. Sorting of highly pure E-SLAM HSCs (on a FACSAria IIU, BD Biosciences) and short-term (∼20 hours) culture was performed as previously described (Kent et al., 2009). In short, 1000 live EPCR^+^CD45^+^CD150^+^CD48^–^ lineage negative cells were sorted in 100 μl of media: Iscove modified Dulbecco medium supplemented with 100 U/mL penicillin, 100 μg/mL streptomycin, 1X BIT (bovine serum albumin, insulin, transferring; purchased as 5X BIT StemCell Technologies), and 10^−4^ M β–mercaptoethanol (GIBCO) plus 20 ng/mL interleukin-11 (IL-11; R&D Systems) and 300 ng/mL Steel factor (R&D Systems)). Ultracentrifuged viral supernatant was added aiming for a final concentration of ∼2 x 10^7^ IU/ml following the sorting. Each well was used to inject four animals; cells were washed prior to injecting to remove remaining viral particles. Transplants with the constitutive vector (Figure 2) were performed into lethally irradiated (900 cGy in two split doses) C57BL/6-CD45.1 animals co-injecting 2 x 10^5^ nucleated whole bone marrow cells (from C57BL/6-CD45.1 animals) per animal. Transplants with the inducible vector (Figures 3A–3C and 4) were performed into sub-lethally irradiated (450 cGy) C57BL/6-CD45.1; cKit-w41 animals without competitive cells.

#### LSK re-transplantation

Re-transplants (Figures 3C–3F) were performed following the constitutive vector protocol (into C57BL/6-CD45.1with competitive dose) using Lin^–^Sca1^+^cKit^+^ (LSK) zsGreen^+^ cells isolated from transplanted animals. In the case of the re-transplants (Figures 3E–3F), the cells were re-injected the same day they were extracted.

#### Peripheral blood analysis – constitute shRNA vector

Blood from transplants with the constitutive vector was analyzed starting from 4 weeks after transplantation and every 4 weeks thereafter. 50–75 μl of blood was extracted from the animals’ tail vein into heparin coated capillary tubes. Red blood cell lysis was performed using Ammonium Chloride Solution (Stem Cell Technologies). Samples were then stained with B220-APC, CD3-AF700, CD11b (Mac1)-APC-Cy7, Ly6G-APC-Cy7, CD45.1-PE, and CD45.2-BV421, and analysis was done on an LSR Fortessa (BD Biosciences). Flow data analysis was performed using FlowJo and statistical analysis using R. All animals used for data analysis were required to have > 20% donor-derived cells at 16-weeks post-transplant.

#### Peripheral blood analysis – inducible shRNA vector

For blood analysis from the inducible vector transplants, blood was stained with CD45.1-AlexaFluor700, CD45.2-BV421, CD45R/B220-APC, Ly-6G-PE, CD11b (Mac-1)-PE-Cy7 and Fixable Viability Dye eFluor 780 (eBioscience) for dead cell exclusion, and the data acquired using a LSR Fortessa (BD Biosciences). Animals were analyzed from 2 days after doxycycline administration, as indicated in the Figures 3B and 3C. Flow data analysis was performed using FlowJo and plotting and statistical analysis using R.

#### Peripheral blood analysis – re-transplantations

For re-transplanted animals, blood was stained as for the inducible shRNA vector-transplanted animals, and analyzed at 3 weeks post re-transplant, as indicated in Figure 3F. Data was acquired using a LSR Fortessa (BD Biosciences) and FlowJo and R were used for data analysis.

#### Bone marrow cell isolation and analysis

Bone marrow was isolated from the femurs of euthanized animals at various time points following transplantation. Whole bone marrow was extracted by flushing and was filtered through a 0.3 μm filter. To obtain progenitor populations, 5 × 10^7^ bone marrow cells were lineage depleted (Mouse Lineage depletion kit, Miltenyi Biotec 130-090-858). Cells were stained with FcγR-BUV395, CD34-Biotin-Streptavidin-PE, CD45.1-AF700, CD45.2-V500 or BV510, cKit-APC, Flt3-BV421, IL7Rα-PE-Cy7, Sca1-BV605. Fixable Viability Dye eFluor780 (eBioscience) was used for dead cell exclusion, and analysis was performed on a FACSAria IIU (BD Biosciences). For analysis of differentiated populations, red blood cell lysis was performed on whole bone marrow using ACK Lysing Buffer (Thermo Fisher Scientific). Remaining cells were then stained with B220-APC, CD3-AF700, CD11b (Mac1)-APC-Cy7, Ly6G-APC-Cy7, CD45.1-PE, and CD45.2-BV421, and analysis was done on a FACSAria IIU (BD Biosciences). Flow data analysis was performed using FlowJo and plotting and statistical analysis using R.

#### TMRM staining and analysis

For Tetramethylrhodamine, Methyl Ester, Perchlorate (TMRM, Thermo Fisher Scientific, Cat no: T668) analysis, freshly isolated bone marrow was incubated in TMRM (20 nM) and Verapamil (50 μM) for exactly 30 min at 37°C, then washed and depleted of differentiated cell types as described above. Lineage depleted cells were stained with Ly-6A/E(Sca-1)-PerCPCy5.5, CD117(cKit)-APC, CD34-AF700, CD16/32 (FcγR)-BUV395, CD48-BV421,CD150-PE-Cy7 and analyzed in a FACSARIA IIU (BD Bioscience). Flow data analysis was performed using FlowJo. Relative TMRM for each indicated population was calculated by normalizing the TMRM geometric mean intensity in that population of interest by the TMRM level of all the stem and progenitor cells – LSK and Lin^–^ Sca1^–^ cKit^+^ together, to control for inter animal differences in TMRM signal. Plotting and statistical analysis was performed using R.

#### lncRNA knockdown analysis

Knockdown measurements were performed after inducing shRNA expression for 48h in clonal cell lines selected for uniform zsGreen induction. We performed each experiment with at least 3 independent clonal cell lines for each shRNA. For all lncRNAs knockdown efficiency was assessed in MLL-AF9;NRAS^G12D^ AML cells (RN2) (Zuber et al., 2011), with the exception of lnc6689 which was assessed in A20 cells. RNA was extracted using the RNeasy Mini Kit (QIAGEN), including treatment with the DNase Set (QIAGEN). Reverse transcription was performed using Superscript III (ThermoFisher Scientific), with 4 μg of RNA and 1 μl of 50 μM oligo(dT)20. Primers were designed using IDT PrimerQuest tool or chosen from IDT’s pre-designed set when available. Fast SYBR Green (ThermoFisher Scientific) was used for qPCR. Primer pair efficiency was assessed using serial dilutions of cDNA from untreated RN2 or A20 cells, and melting curves were examined to ensure the presence of only one amplicon. *Gapdh* was used as a housekeeping normalization control in the delta-delta-Ct analysis.

#### Subcellular Fractionation

Subcellular fractionation of MLL-AF9;NRAS^G12D^ AML cells (RN2) was performed as previously published (Gagnon et al., 2014). In brief, 2 x 10^7^ cells were split in two equal aliquots, one for total RNA isolation and one for cellular fractionation. For fractionation, cells were washed in ice-cold 1X PBS and incubated on ice for 10 min in 380 μl of ice-cold Hypotonic Lysis Buffer, HLB, (10 mM Tris pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.3% Igepal CA-630 (SIGMA-ALDRICH) and 10% glycerol) supplemented with 100 U of SUPERase-In RNase Inhibitor (ThermoFisher Scientific). The sample was centrifuged at 1,000 g at 4°C for 3 min. The supernatant (cytoplasmic fraction) was mixed with 1 mL of RNA Precipitation Solution, RPS, (0.5 mL 3 M sodium acetate pH 5.5 and 9.5 mL ethanol) and stored at −20°C for at least 1 hour. The pellet (semi-pure nuclei) was washed three times with 1 mL of ice-cold HBL and resuspended in 1 mL of Trizol LS (ThermoFisher Scientific). The cytoplasmic fractions (in RPS) was vortexed for 30 s and then centrifuged at 18,000 g at 4°C for 15 min. The pellet was washed in ice-cold 70% (vol/vol) ethanol and resuspended in 1 mL of Trizol LS. RNA from either fraction or from the total sample (in Trizol) was extracted by adding 200 μl of Chloroform (SIGMA-ALDRICH), mixing and incubating at room temperature for 10 min. The phases were subsequently separated by centrifugation at 18,000 g at room temperature for 10 min.

An equal volume of 70% (vol/vol) ethanol was added to the aqueous phase and RNA was isolated using the RNeasy Mini Kit (QIAGEN), including DNase treatment (QIAGEN), performed according to manufacturer’s instructions. The RNA was eluted in 30 μl of Nuclease-free water. Reverse transcription was performed using SuperScript III (ThermoFisher Scientific) as described above but using equal volumes of RNA solution from each fraction sample (nuclear, cytoplasmic or total RNA). Two primer pairs were used for *lnc12928*, in addition to primers for *Malat1* as a nuclear control and *Gapdh* as a cytoplasmic control. Cytoplasmic enrichment for each primer pair was calculated as the 2^-(Cytoplasmic Ct – Total Ct)^. The nuclear enrichment was calculated accordingly. This does not provide an absolute measurement of the proportion of lncRNA in each fraction but rather allows one to compare the enrichment in each fraction to the known controls.

#### Single molecule RNA FISH

SmRNA FISH probes were ordered from *Stellaris* conjugated to Quasar® 570 Dye. *Malat1* and *Gapdh* mouse controls were selected from the ShipReady Stellaris probe sets. The protocol was performed according to manufacturer’s instructions for cells in suspension (Biosearch Technologies). 5 × 10^6^ cells were washed in 1 mL of 1X PBS and the pellet was fixed in 1 mL of Fixation Buffer (3.7% formaldehyde in 1X PBS) at room temperature for 10 min. The fixed cells were washed three times with 1X PBS and then permeabilized at 4°C for at least 1 hour using 70% (vol/vol) ethanol. 500 μl of fixed/permeabilized cells were washed in 500 μl of Wash Buffer A (10% formamide in 1X Stellaris Wash Buffer A) before incubating in 100 μl of Hybridization Buffer (10% formamide in Stellaris Hybridization Buffer) containing 125 nM probe at 37°C in the dark overnight. The sample was centrifuged to pellet the cells and 50% of the Hybridization Buffer was removed. The pellet was then washed in Wash Buffer A and incubated in the dark at 37°C for 30 min with 500 μl of this same buffer. The nuclei were stained with NucBlue Fixed Cell Stain (ThermoFisher Scientific), the cells were washed with Stellaris Wash Buffer B and seeded on a clean glass microscope slide in one drop of ProLong Diamond Antifade Mountant (ThermoFisher Scientific). The cells were imaged in a Nikon TE2000 Widefield inverted microscope. Z stacks were acquired by sampling every 0.3 μm. For subcellular localization analysis of the lnc12928 probe, the nuclear or cytoplasmic localization of the signal was established in the Z stacks where the smFISH was detected. The fraction of cytoplasmic or nuclear signal per cell was calculated.

#### 5′-/3′-RACE

5′-/3′-rapid amplification of cDNA ends (RACE) of MLL-AF9;NRAS^G12D^ AML cells (RN2) and lineage-depleted murine bone marrow progenitor populations (Mouse Lineage depletion kit, Miltenyi Biotec 130-090-858) was performed according to manufacturer’s instructions (SMARTer RACE 5′/3′ Kit, Clontech Laboratories, lnc 634858). 4 primers were designed for each 5′- and 3′-RACE PCR according to Section IV of the SMARTer RACE 5′/3′ Kit User Manual. All primers were used on AML cells, and subsequently the ones producing the longest insert were used in lineage-depleted primary cells. Total RNA was isolated using the RNeasy Mini Kit (QIAGEN), including DNase treatment (QIAGEN), and the RNA quality was assessed evaluating the RNA integrity number (RIN) (Agilent 2100 BioAnalyzer, Agilent Technologies), which were always above 9. RNA samples with an RNA integrity number less than 7 should be discarded. In brief, 1 μg of total RNA was converted into 5′-/3′-RACE-Ready first-strand cDNA using Universal 5′-/3′-CDS Primer A, SMARTScribe Reverse Transcriptase (RT) and, for the 5′-RACE cDNA synthesis reaction, the SMARTer II A Oligonucleotide as an extended template for the SMARTScribe RT. 2.5 μL of the resulted 5′-/3′-RACE-Ready cDNA samples were used to generate 5′ and 3′ cDNA fragments in PCR reactions combining them with SeqAmp DNA Polymerase and the gene-specific primers. The PCR reaction was performed running 30 cycles of PCR Program 2 described in Section VI of the SMARTer RACE 5′/3′ Kit User Manual. RACE products were then cloned into the linearized pRACE vector using the In-Fusion HD Cloning Kit included in the SMARTer RACE 5′/3′ Kit. In order to determine the presence of RACE insert of interest, the DNA was analyzed by restriction digest with EcoRI and HindIII which flank the cloning site. The clones containing the largest gene-specific inserts were sequenced with M13 primers. The quality of the sanger reads was analyzed manually. Subsequently, sequences were mapped to the mm10 genome with bwa. The 5′ end of the 3′-RACE products and the 3′ end of the 5′-RACE products only extended to the primer used in the reaction. All the lncRNA 5′ and 3′ ends are represented for each sample.

#### RNaseq of Spehd-depleted progenitors

LSK and CMP populations were sorted from the bone marrow isolated from transplanted mice as described for bone marrow analysis. RNaseq libraries were prepared as previously described (Delás et al., 2017). In brief, RNA was extracted using the NucleoSpin RNA XS Kit (Machery Nagel). cDNA and libraries were prepared using the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech), SeqAmp DNA Polymerase (Clontech), and Low Input Library Prep Kit (Clontech). Samples were pooled and run on a HiSeq 4000.

#### Spehd-depleted progenitors RNaseq data processing

RNaseq libraries were mapped with STAR aligner (Dobin et al., 2013) against the mm10 mouse genome assembly using default parameters. Duplicate alignments were removed from the resulting BAM files with Picard (http://broadinstitute.github.io/picard). HTSeq-count (Anders et al., 2015) was used to calculate gene counts and subsequently input them into DESeq2 (Love et al., 2014) for quality control analysis, size normalization and variance dispersion corrections. For functional annotation analysis, DESeq2 was used to calculate differentially expressed genes (FDR < 0.05). Significantly downregulated or upregulated genes in CMPs upon lncRNA knockdown were used independently as input for DAVID 6.7 (Huang et al., 2009). The categories shown are the result of performing Functional Annotation clustering for each category (Gene Ontology Biological Process, GO Molecular Function, GO Cellular Compartment of KEGG). Terms with Bonferroni-corrected p value < 0.05 for the first 5 clusters are represented.

### Quantification and Statistical Analysis

Specific data analysis workflows, as well as parameters such as center, error bars and significance are described in the Results, Figure legends and STAR Methods sections. Plotting and statistical analyses were performed in R version 3.4.4 (2018-03-15). For RNaseq analysis, default parameters were used in all software unless otherwise specified. The version details were as follows: STAR aligner version 2.5.2a, Picard tools 1.131, ‘HTSeq’ framework, version 0.7.2. used with GENCODE vM11 transcriptome, DESeq2_1.16.1.

### Data and Software Availability

The accession number for the RNaseq from LSK and CMP data reported in this paper is GEO: GSE124302.

## References

[bib1] Alvarez-Dominguez J.R., Hu W., Yuan B., Shi J., Park S.S., Gromatzky A.A., van Oudenaarden A., Lodish H.F. (2014). Global discovery of erythroid long noncoding RNAs reveals novel regulators of red cell maturation. Blood.

[bib2] Anders S., Pyl P.T., Huber W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics.

[bib3] Cabezas-Wallscheid N., Klimmeck D., Hansson J., Lipka D.B., Reyes A., Wang Q., Weichenhan D., Lier A., von Paleske L., Renders S. (2014). Identification of regulatory networks in HSCs and their immediate progeny via integrated proteome, transcriptome, and DNA methylome analysis. Cell Stem Cell.

[bib4] Challen G.A., Sun D., Jeong M., Luo M., Jelinek J., Berg J.S., Bock C., Vasanthakumar A., Gu H., Xi Y. (2011). Dnmt3a is essential for hematopoietic stem cell differentiation. Nat. Genet..

[bib5] Challen G.A., Sun D., Mayle A., Jeong M., Luo M., Rodriguez B., Mallaney C., Celik H., Yang L., Xia Z. (2014). Dnmt3a and Dnmt3b have overlapping and distinct functions in hematopoietic stem cells. Cell Stem Cell.

[bib6] Chen L., Kostadima M., Martens J.H.A., Canu G., Garcia S.P., Turro E., Downes K., Macaulay I.C., Bielczyk-Maczynska E., Coe S., BRIDGE Consortium (2014). Transcriptional diversity during lineage commitment of human blood progenitors. Science.

[bib7] de Almeida M.J., Luchsinger L.L., Corrigan D.J., Williams L.J., Snoeck H.-W. (2017). Dye-Independent Methods Reveal Elevated Mitochondrial Mass in Hematopoietic Stem Cells. Cell Stem Cell.

[bib8] Delás M.J., Hannon G.J. (2017). lncRNAs in development and disease: from functions to mechanisms. Open Biol..

[bib9] Delás M.J., Sabin L.R., Dolzhenko E., Knott S.R., Munera Maravilla E., Jackson B.T., Wild S.A., Kovacevic T., Stork E.M., Zhou M. (2017). lncRNA requirements for mouse acute myeloid leukemia and normal differentiation. eLife.

[bib10] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[bib11] Fazi F., Racanicchi S., Zardo G., Starnes L.M., Mancini M., Travaglini L., Diverio D., Ammatuna E., Cimino G., Lo-Coco F. (2007). Epigenetic silencing of the myelopoiesis regulator microRNA-223 by the AML1/ETO oncoprotein. Cancer Cell.

[bib12] Fukao T., Fukuda Y., Kiga K., Sharif J., Hino K., Enomoto Y., Kawamura A., Nakamura K., Takeuchi T., Tanabe M. (2007). An evolutionarily conserved mechanism for microRNA-223 expression revealed by microRNA gene profiling. Cell.

[bib13] Gagnon K.T., Li L., Janowski B.A., Corey D.R. (2014). Analysis of nuclear RNA interference in human cells by subcellular fractionation and Argonaute loading. Nat. Protoc..

[bib14] Grass J.A., Jing H., Kim S.-I., Martowicz M.L., Pal S., Blobel G.A., Bresnick E.H. (2006). Distinct functions of dispersed GATA factor complexes at an endogenous gene locus. Mol. Cell. Biol..

[bib15] Hezroni H., Koppstein D., Schwartz M.G., Avrutin A., Bartel D.P., Ulitsky I. (2015). Principles of long noncoding RNA evolution derived from direct comparison of transcriptomes in 17 species. Cell Rep..

[bib16] Hu W., Yuan B., Flygare J., Lodish H.F. (2011). Long noncoding RNA-mediated anti-apoptotic activity in murine erythroid terminal differentiation. Genes Dev..

[bib17] Huang W., Sherman B.T., Lempicki R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[bib18] Iwasaki H., Somoza C., Shigematsu H., Duprez E.A., Iwasaki-Arai J., Mizuno S., Arinobu Y., Geary K., Zhang P., Dayaram T. (2005). Distinctive and indispensable roles of PU.1 in maintenance of hematopoietic stem cells and their differentiation. Blood.

[bib19] Johnnidis J.B., Harris M.H., Wheeler R.T., Stehling-Sun S., Lam M.H., Kirak O., Brummelkamp T.R., Fleming M.D., Camargo F.D. (2008). Regulation of progenitor cell proliferation and granulocyte function by microRNA-223. Nature.

[bib20] Kent D.G., Copley M.R., Benz C., Wöhrer S., Dykstra B.J., Ma E., Cheyne J., Zhao Y., Bowie M.B., Zhao Y. (2009). Prospective isolation and molecular characterization of hematopoietic stem cells with durable self-renewal potential. Blood.

[bib21] Kerenyi M.A., Shao Z., Hsu Y.-J., Guo G., Luc S., O’Brien K., Fujiwara Y., Peng C., Nguyen M., Orkin S.H. (2013). Histone demethylase Lsd1 represses hematopoietic stem and progenitor cell signatures during blood cell maturation. eLife.

[bib22] Knott S.R.V., Maceli A., Erard N., Chang K., Marran K., Zhou X., Gordon A., Demerdash O.E., Wagenblast E., Kim S. (2014). A computational algorithm to predict shRNA potency. Mol. Cell.

[bib23] Lara-Astiaso D., Weiner A., Lorenzo-Vivas E., Zaretsky I., Jaitin D.A., David E., Keren-Shaul H., Mildner A., Winter D., Jung S. (2014). Immunogenetics. Chromatin state dynamics during blood formation. Science.

[bib24] Laurenti E., Frelin C., Xie S., Ferrari R., Dunant C.F., Zandi S., Neumann A., Plumb I., Doulatov S., Chen J. (2015). CDK6 levels regulate quiescence exit in human hematopoietic stem cells. Cell Stem Cell.

[bib25] Lechman E.R., Gentner B., van Galen P., Giustacchini A., Saini M., Boccalatte F.E., Hiramatsu H., Restuccia U., Bachi A., Voisin V. (2012). Attenuation of miR-126 activity expands HSC in vivo without exhaustion. Cell Stem Cell.

[bib26] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[bib27] Luo M., Jeong M., Sun D., Park H.J., Rodriguez B.A.T., Xia Z., Yang L., Zhang X., Sheng K., Darlington G.J. (2015). Long non-coding RNAs control hematopoietic stem cell function. Cell Stem Cell.

[bib28] Mangiavacchi A., Sorci M., Masciarelli S., Larivera S., Legnini I., Iosue I., Bozzoni I., Fazi F., Fatica A. (2016). The miR-223 host non-coding transcript linc-223 induces IRF4 expression in acute myeloid leukemia by acting as a competing endogenous RNA. Oncotarget.

[bib29] Maryanovich M., Zaltsman Y., Ruggiero A., Goldman A., Shachnai L., Zaidman S.L., Porat Z., Golan K., Lapidot T., Gross A. (2015). An MTCH2 pathway repressing mitochondria metabolism regulates haematopoietic stem cell fate. Nat. Commun..

[bib30] Melé M., Rinn J.L. (2016). “Cat’s Cradling” the 3D Genome by the Act of LncRNA Transcription. Mol. Cell.

[bib31] Orkin S.H., Zon L.I. (2008). Hematopoiesis: an evolving paradigm for stem cell biology. Cell.

[bib32] Paralkar V.R., Mishra T., Luan J., Yao Y., Kossenkov A.V., Anderson S.M., Dunagin M., Pimkin M., Gore M., Sun D. (2014). Lineage and species-specific long noncoding RNAs during erythro-megakaryocytic development. Blood.

[bib33] Schütte J., Wang H., Antoniou S., Jarratt A., Wilson N.K., Riepsaame J., Calero-Nieto F.J., Moignard V., Basilico S., Kinston S.J. (2016). An experimentally validated network of nine haematopoietic transcription factors reveals mechanisms of cell state stability. eLife.

[bib34] Shay T., Jojic V., Zuk O., Rothamel K., Puyraimond-Zemmour D., Feng T., Wakamatsu E., Benoist C., Koller D., Regev A., ImmGen Consortium (2013). Conservation and divergence in the transcriptional programs of the human and mouse immune systems. Proc. Natl. Acad. Sci..

[bib35] Sirey T.M., Roberts K., Haerty W., Bedoya-Reina O., Rogatti-Granados S., Tan J., Li N., Heather L., Cooper S., Marques A., Ponting C. (2018). Cerox1 and microRNA-488-3p noncoding RNAs jointly regulate mitochondrial complex I catalytic activity. BioRxiv.

[bib36] Snow J.W., Trowbridge J.J., Fujiwara T., Emambokus N.E., Grass J.A., Orkin S.H., Bresnick E.H. (2010). A single cis element maintains repression of the key developmental regulator Gata2. PLoS Genet..

[bib37] Takubo K., Nagamatsu G., Kobayashi C.I., Nakamura-Ishizu A., Kobayashi H., Ikeda E., Goda N., Rahimi Y., Johnson R.S., Soga T. (2013). Regulation of glycolysis by Pdk functions as a metabolic checkpoint for cell cycle quiescence in hematopoietic stem cells. Cell Stem Cell.

[bib38] Trowbridge J.J., Snow J.W., Kim J., Orkin S.H. (2009). DNA methyltransferase 1 is essential for and uniquely regulates hematopoietic stem and progenitor cells. Cell Stem Cell.

[bib39] Vannini N., Girotra M., Naveiras O., Nikitin G., Campos V., Giger S., Roch A., Auwerx J., Lutolf M.P. (2016). Specification of haematopoietic stem cell fate via modulation of mitochondrial activity. Nat. Commun..

[bib40] Wagner L.A., Christensen C.J., Dunn D.M., Spangrude G.J., Georgelas A., Kelley L., Esplin M.S., Weiss R.B., Gleich G.J. (2007). EGO, a novel, noncoding RNA gene, regulates eosinophil granule protein transcript expression. Blood.

[bib41] Yu W.-M., Liu X., Shen J., Jovanovic O., Pohl E.E., Gerson S.L., Finkel T., Broxmeyer H.E., Qu C.-K. (2013). Metabolic regulation by the mitochondrial phosphatase PTPMT1 is required for hematopoietic stem cell differentiation. Cell Stem Cell.

[bib42] Zandi S., Månsson R., Tsapogas P., Zetterblad J., Bryder D., Sigvardsson M. (2008). EBF1 is essential for B-lineage priming and establishment of a transcription factor network in common lymphoid progenitors. J. Immunol..

[bib43] Zhang X., Lian Z., Padden C., Gerstein M.B., Rozowsky J., Snyder M., Gingeras T.R., Kapranov P., Weissman S.M., Newburger P.E. (2009). A myelopoiesis-associated regulatory intergenic noncoding RNA transcript within the human HOXA cluster. Blood.

[bib44] Zuber J., McJunkin K., Fellmann C., Dow L.E., Taylor M.J., Hannon G.J., Lowe S.W. (2011). Toolkit for evaluating genes required for proliferation and survival using tetracycline-regulated RNAi. Nat. Biotechnol..

# Supplementary material for: lncRNA Spehd Regulates Hematopoietic Stem and Progenitor Cells and Is Required for Multilineage Differentiation
**Source:** Cell Rep. 2019 Apr 16;27(3):719–729.e6. doi: 10.1016/j.celrep.2019.03.080
**Supplement:** Document S1. Figures S1–S4

**Supplemental Information**

**lncRNA *Spehd* Regulates Hematopoietic  
Stem and Progenitor Cells  
and Is Required for Multilineage Differentiation**

**M. Joaquina Delás, Benjamin T. Jackson, Tatjana Kovacevic, Silvia Vangelisti, Ester Munera Maravilla, Sophia A. Wild, Eva Maria Stork, Nicolas Erard, Simon R.V. Knott, and Gregory J. Hannon**

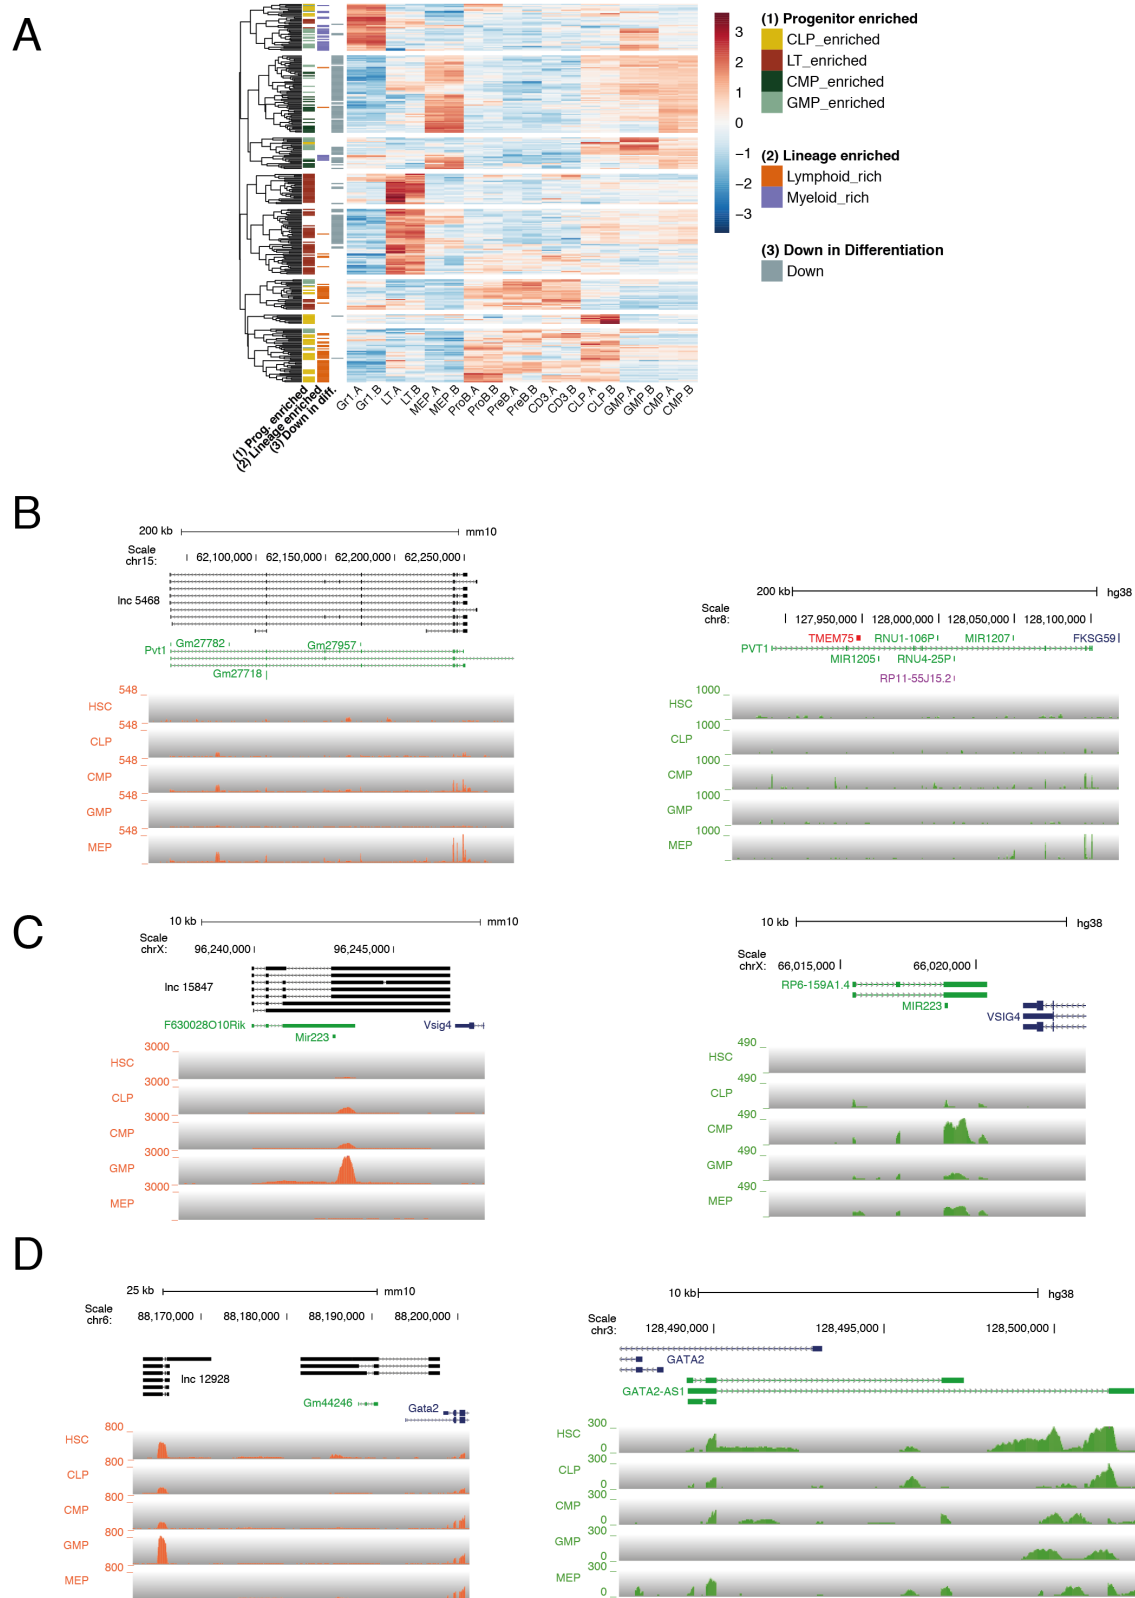

**Figure S1. lncRNA candidate selection, Related to Figure 1.**

(A) Heat map representing row-scaled expression for all the lncRNAs selected based on their expression patterns (Fig 1A, first panel)

(B-D) Genome browser plots of all the remaining 3 lncRNAs selected for *in vivo* studies not shown in Fig 1C-D.

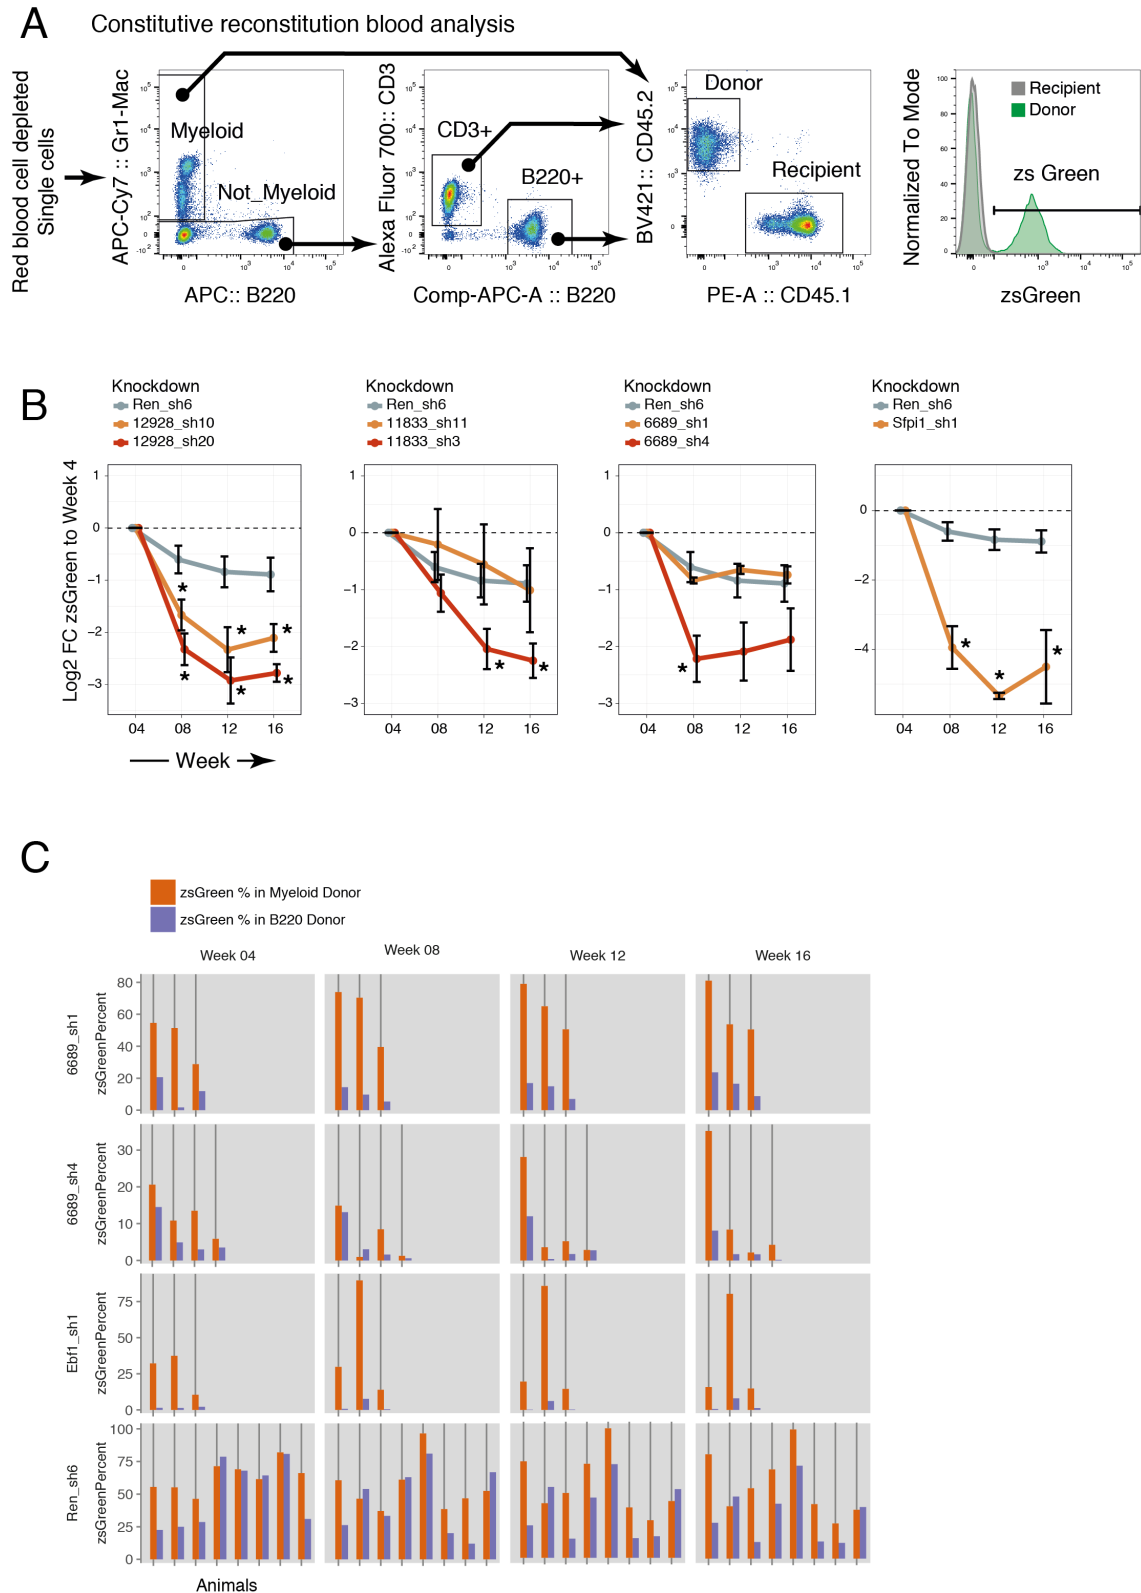

**Figure S2. Peripheral blood analysis, Related to Figure 2.**

(A) Summary of the flow cytometry analysis performed in the peripheral blood of animals transplanted with HSCs transduced with the constitutive vector.

(B) Relative ZsGreen % for control and lncRNA knockdown for all significantly-depleted conditions. Average across all animals is shown for each time point. Error bars represent s.e.m.

(C) zsGreen% within myeloid or B donor cells for the knockdowns indicated at the different time points. The animals are shown in the same order for the different time points.

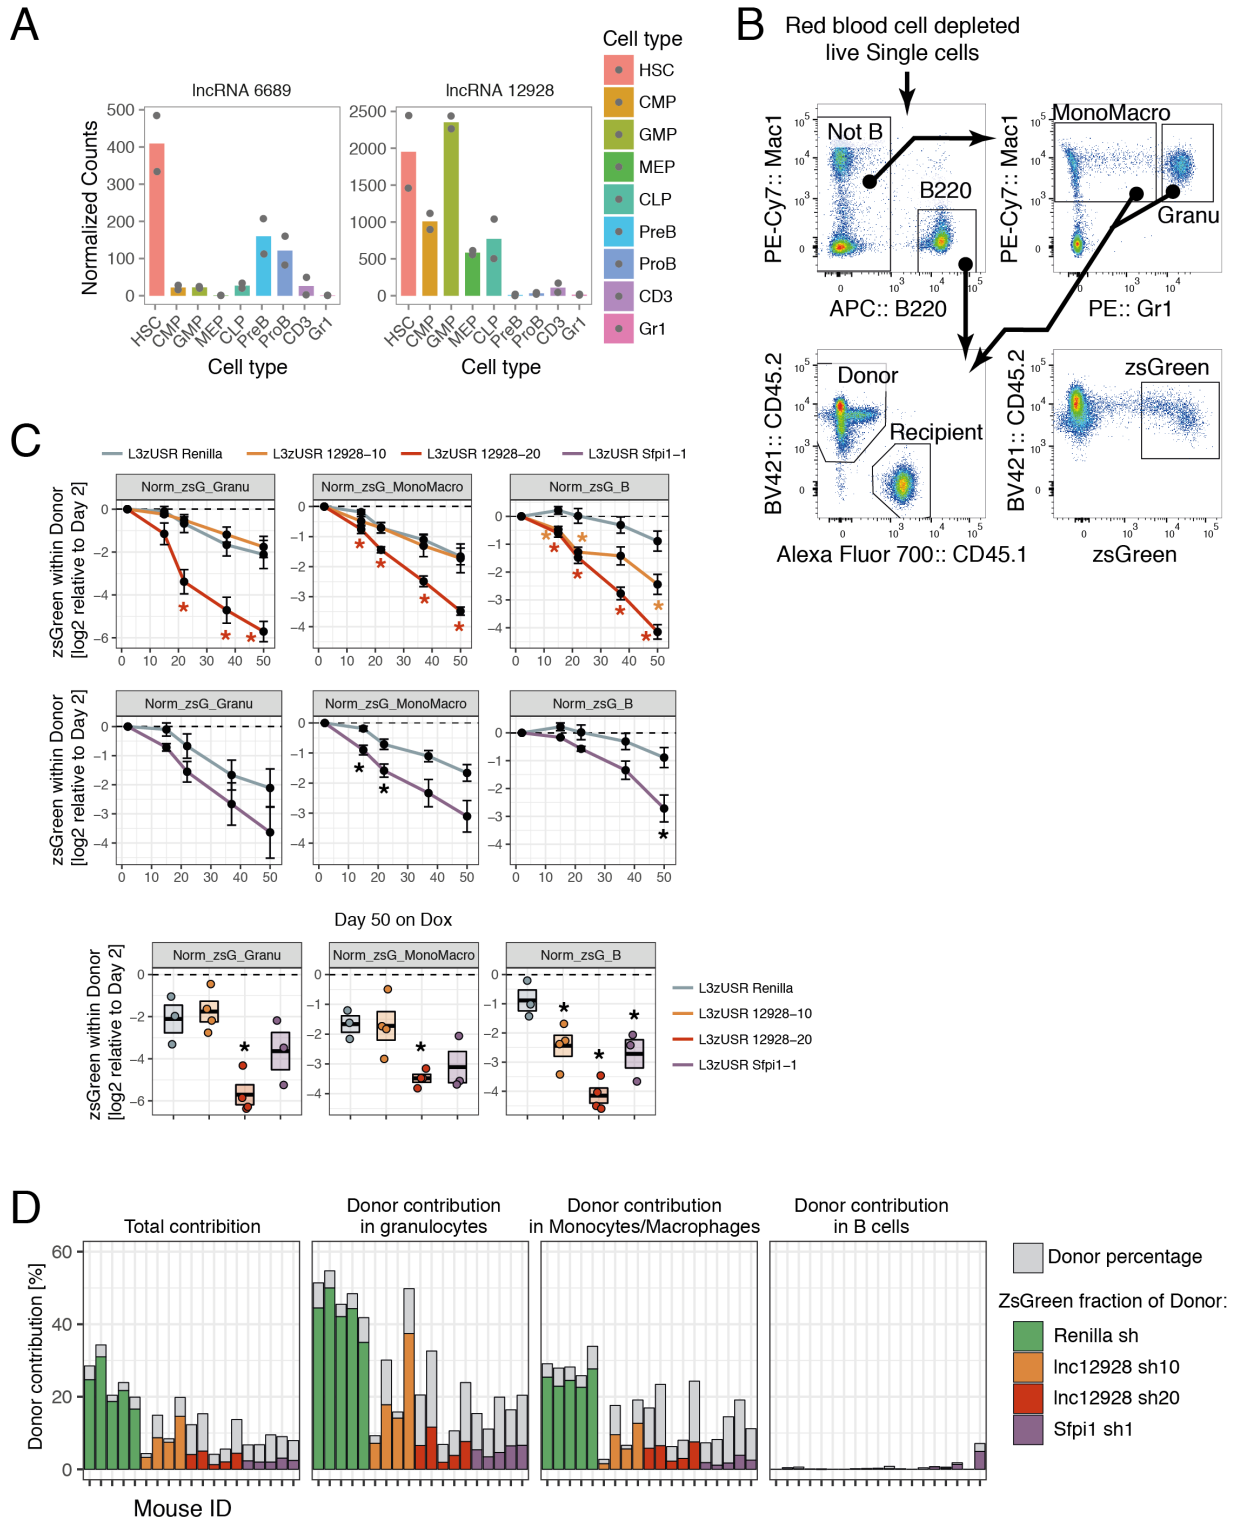

**Figure S3. lncRNAs 12928 and 6689 expression and phenotype characterization, Related to Figure 3.**

(A) Expression for lnc6689 and lnc12928 in all the normal blood cell types analyzed in our previous study. The height of the bar represents the average; the dots are the individual replicates.

(B) Summary of the flow cytometry analysis performed in the peripheral blood of animals transplanted with HSCs transduced with the inducible vector.

(C) Relative zsGreen% within each lineage for the conditions indicated (corresponds to Fig 3C). Black dots represent the average for all animals in each condition, error bars represent s.e.m. For the last timepoint, each animal is shown as a circle and the box represents average and s.e.m. (bottom panels).

(D) Bar graph representing the overall donor contribution (grey) and the zsGreen+ fraction within it (colored part) for each animal at 3 weeks post-transplant for overall blood or the lineages indicated.

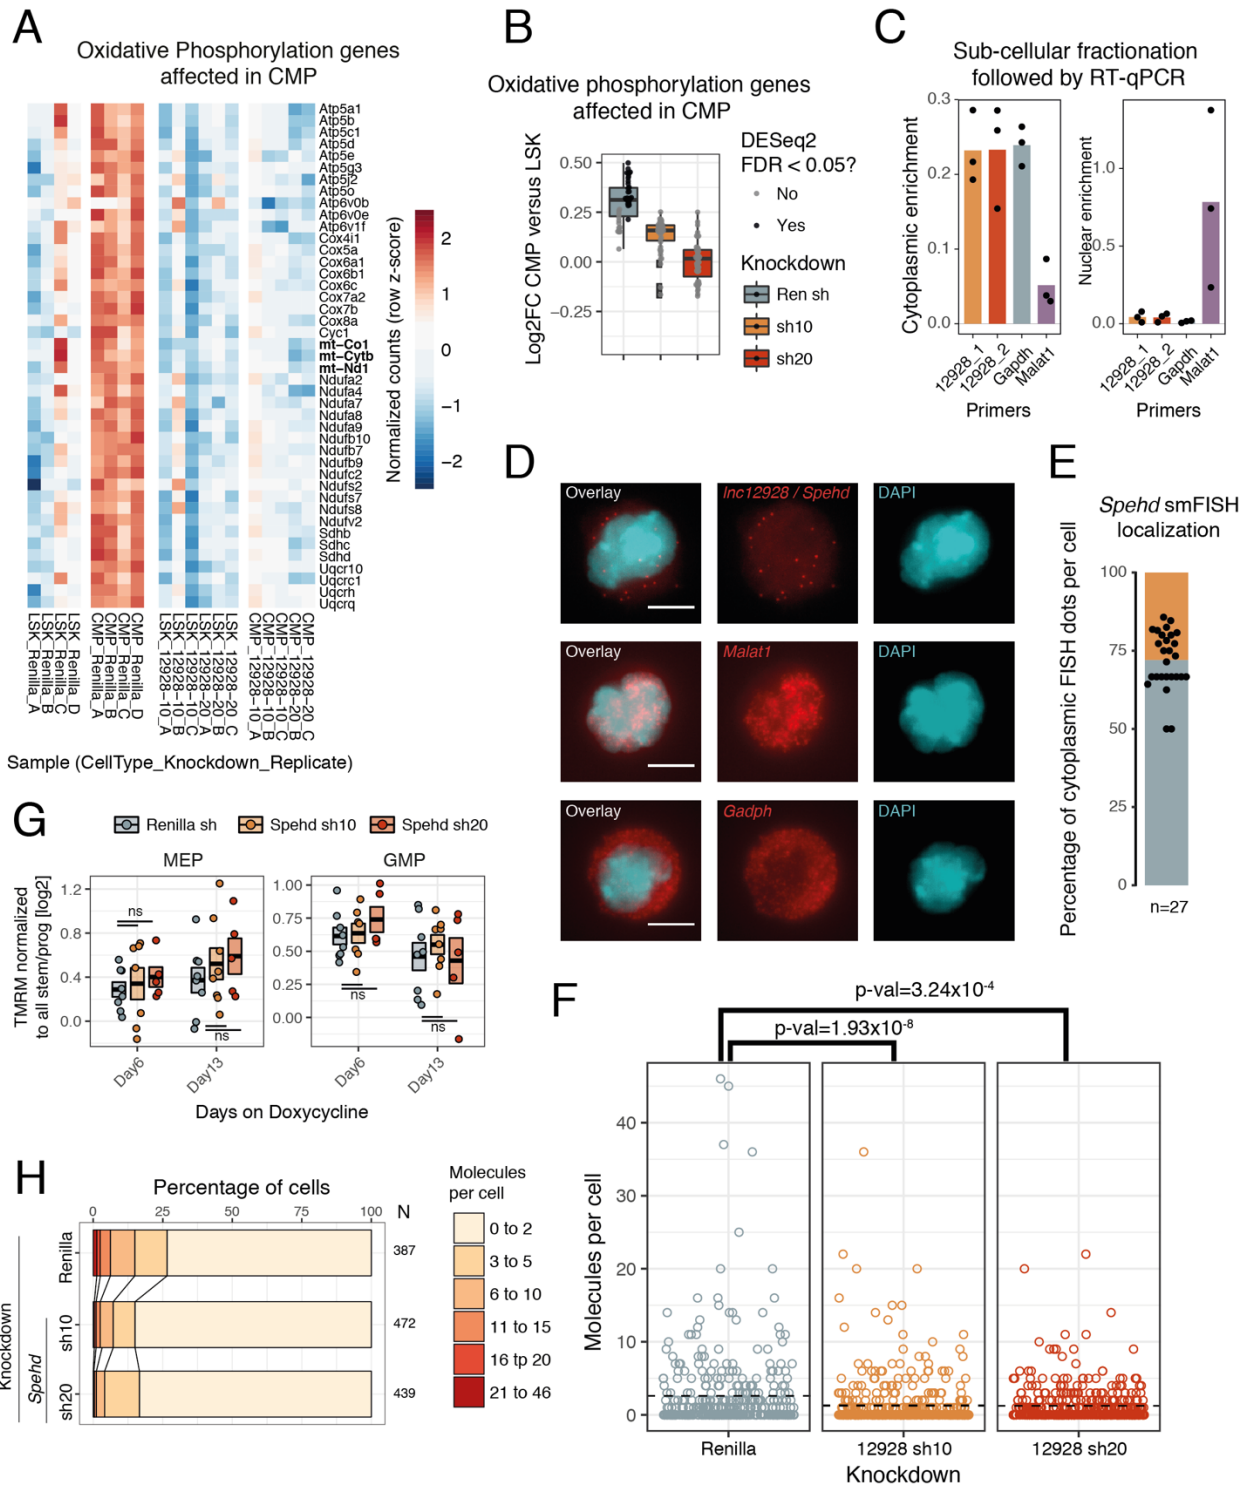

**Figure S4. *lncRNA Spehd* affects oxidative phosphorylation and is predominantly cytoplasmic, Related to Figure 4.**

(A) Heat map representing the row-scaled expression in the indicated samples for the 43 oxidative phosphorylation genes (KEGG) affected by *lnc12928* knockdown in CMPs.

(B) Fold change in expression of the same genes in CMPs compared to LSK for each indicated short hairpin. Box and whiskers plots show distribution of all genes represented. Box plots correspond to the median, and the 25th and 75th percentiles. The whiskers extend to the largest values but no further than 1.5 the inter-quartile range (distance between the first and third quartiles), in which case the outliers are shown.

(C) Cytoplasmic and nuclear enrichment (see Experimental Procedures) for *lnc12928/Spehd*, *Malat1* (nuclear control) or *Gapdh* (cytoplasmic control). 12928\_1 and 12928\_2 correspond to the two primer pairs for *lnc12928*.

(D) Representative single molecule FISH (smFISH) images for *lnc12928/Speld*, *Malat1* (nuclear control) or *Gapdh* (cytoplasmic control). Maximum intensity projections shown. Scale bar 5  $\mu\text{m}$ .

(E) Quantification of the smFISH spots localization. Each dot represents one cells, its height being the percentage of *lnc12928/Speld* single molecules observed in the cytoplasmic fraction. Height of the grey bar indicates overall average. Cytoplasmic/nuclear localization was determined based on their co-localization with DAPI signal in the stack where the signal was observed.

(F) Molecules per cell detected for each cell in the different conditions. Each circle represents a cell. The dash line represents the average number of molecules per condition. P-value indicated, Mann-Whitney test.

(G) TMRM (Geometric mean) in MEP or GMP relative to overall TMRM in the sample (in all progenitors and stem cells) per animal. Box represents average and s.e.m.

(H) Summary of smFISH quantification from (F) for control or *lnc12928/Speld* knockdown. N, number of cells analyzed per condition.

# Supplementary material for: lncRNA Spehd Regulates Hematopoietic Stem and Progenitor Cells and Is Required for Multilineage Differentiation
**Source:** Cell Rep. 2019 Apr 16;27(3):719–729.e6. doi: 10.1016/j.celrep.2019.03.080
**Supplement:** Document S2. Article plus Supplemental Information

# Cell Reports

## lncRNA *Spehd* Regulates Hematopoietic Stem and Progenitor Cells and Is Required for Multilineage Differentiation

### Graphical Abstract

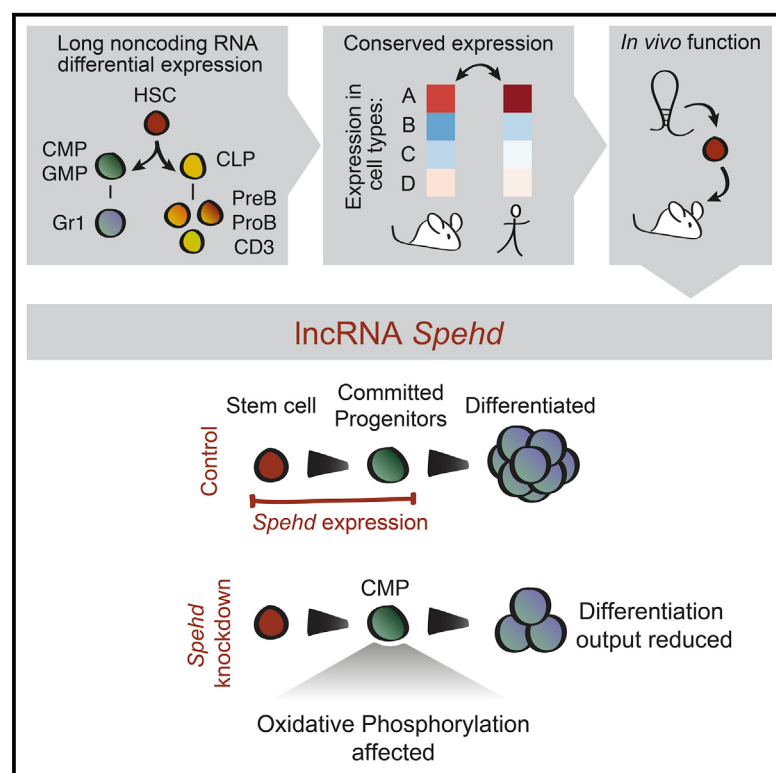

### Authors

M. Joaquina Delás, Benjamin T. Jackson, Tatjana Kovacevic, ..., Nicolas Erard, Simon R.V. Knott, Gregory J. Hannon

### In Brief

Delás et al. identify *Spehd* as an lncRNA expressed in hematopoietic stem and progenitor cells and required for *in vivo* differentiation during transplantation and homeostasis.

### Highlights

- Conserved differential expression of syntelogs to enrich functional lncRNAs
- Bone marrow transplant of lncRNA-depleted HSCs uncovers *in vivo* functional lncRNAs
- *Spehd* is required for differentiation during reconstitution and homeostasis
- Myeloid progenitors depleted of *Spehd* show oxidative phosphorylation defects

# lncRNA *Spehd* Regulates Hematopoietic Stem and Progenitor Cells and Is Required for Multilineage Differentiation

M. Joaquina Delás,<sup>1,2,5,\*</sup> Benjamin T. Jackson,<sup>1,4</sup> Tatjana Kovacevic,<sup>1,4</sup> Silvia Vangelisti,<sup>1,4</sup> Ester Munera Maravilla,<sup>1</sup> Sophia A. Wild,<sup>1</sup> Eva Maria Stork,<sup>1</sup> Nicolas Erard,<sup>1</sup> Simon R.V. Knott,<sup>1,2</sup> and Gregory J. Hannon<sup>1,2,3,\*</sup>

<sup>4</sup>These authors contributed equally

<https://doi.org/10.1016/j.celrep.2019.03.080>

## SUMMARY

Long non-coding RNAs (lncRNAs) show patterns of tissue- and cell type-specific expression that are very similar to those of protein coding genes and consequently have the potential to control stem and progenitor cell fate decisions along a differentiation trajectory. To understand the roles that lncRNAs may play in hematopoiesis, we selected a subset of mouse lncRNAs with potentially relevant expression patterns and refined our candidate list using evidence of conserved expression in human blood lineages. For each candidate, we assessed its possible role in hematopoietic differentiation *in vivo* using competitive transplantation. Our studies identified two lncRNAs that were required for hematopoiesis. One of these, *Spehd*, showed defective multilineage differentiation, and its silencing yielded common myeloid progenitors that are deficient in their oxidative phosphorylation pathway. This effort not only suggests that lncRNAs can contribute to differentiation decisions during hematopoiesis but also provides a path toward the identification of functional lncRNAs in other differentiation hierarchies.

## INTRODUCTION

Long noncoding RNAs (lncRNAs) can function as regulators of cell fate via a number of mechanisms, ranging from gene expression regulation to effects on mRNA and protein stability (Delás and Hannon, 2017). While there are many thousands of lncRNAs annotated in different genomes (Melé and Rinn, 2016), the challenge of identifying those that regulate a particular process is still significant. With the breadth of information that the field has produced on hematopoietic stem cell (HSC) differentiation, the hematopoietic system is the perfect model to investigate how lncRNAs regulate differentiation (Orkin and Zon, 2008). The power of this system hinges on the ability to perform *in vivo*

bone marrow reconstitutions, the ultimate proof of biological relevance.

Regulation of cell fate transitions during hematopoiesis has been studied at many different levels. Transcription factors essential for various steps of hematopoietic differentiation (Orkin and Zon, 2008) are often positive regulators of their own transcription, forming a highly dynamic transcription factor network (Schütte et al., 2016). This tight regulation of gene expression is also highly dependent on additional transcriptional control mechanisms, such as DNA methylation changes (Challen et al., 2011, 2014; Trowbridge et al., 2009) and chromatin modifications (Kerenyi et al., 2013). Post-transcriptional regulation through microRNAs has also been described, with the most notable examples being *MicroRNA-126*, which promotes HSC quiescence (Lechman et al., 2012), and *miR-223*, required for granulocyte differentiation (Fukao et al., 2007; Johnnidis et al., 2008).

The function of several lncRNAs has been addressed in *in vitro* models of hematopoietic differentiation, such as granulocyte differentiation (Zhang et al., 2009), eosinophil differentiation (Wagner et al., 2007), and erythropoiesis (Hu et al., 2011). Global analysis of annotated lncRNAs has also revealed that their expression is regulated in early stem cell populations (Cabezas-Wallscheid et al., 2014). Since the current GENCODE annotation for lncRNAs is mostly based on easy-to-culture cell lines or whole organisms, it lacks many of the cell type-specific hematopoietic transcripts. To circumvent this, some groups have assembled annotations for subsets of the hematopoietic lineage or for some of the differentiation models mentioned above (Alvarez-Dominguez et al., 2014; Luo et al., 2015; Paralkar et al., 2014). We recently sought to produce a robust annotation that encompassed cell types from HSCs to differentiated cells, both myeloid and lymphoid lineages, as well as blood cancers (Delás et al., 2017). In our first proof-of-concept study, we used this resource to characterize lncRNAs required for acute myeloid leukemia (AML).

Here, we focused on characterizing lncRNAs involved in the earliest choices the HSC must make: self-renewal or commitment to a lineage. To address this question, we devised an experimental strategy whereby long-term reconstituting HSCs could be transduced *in vitro* with short hairpin RNAs (shRNAs)

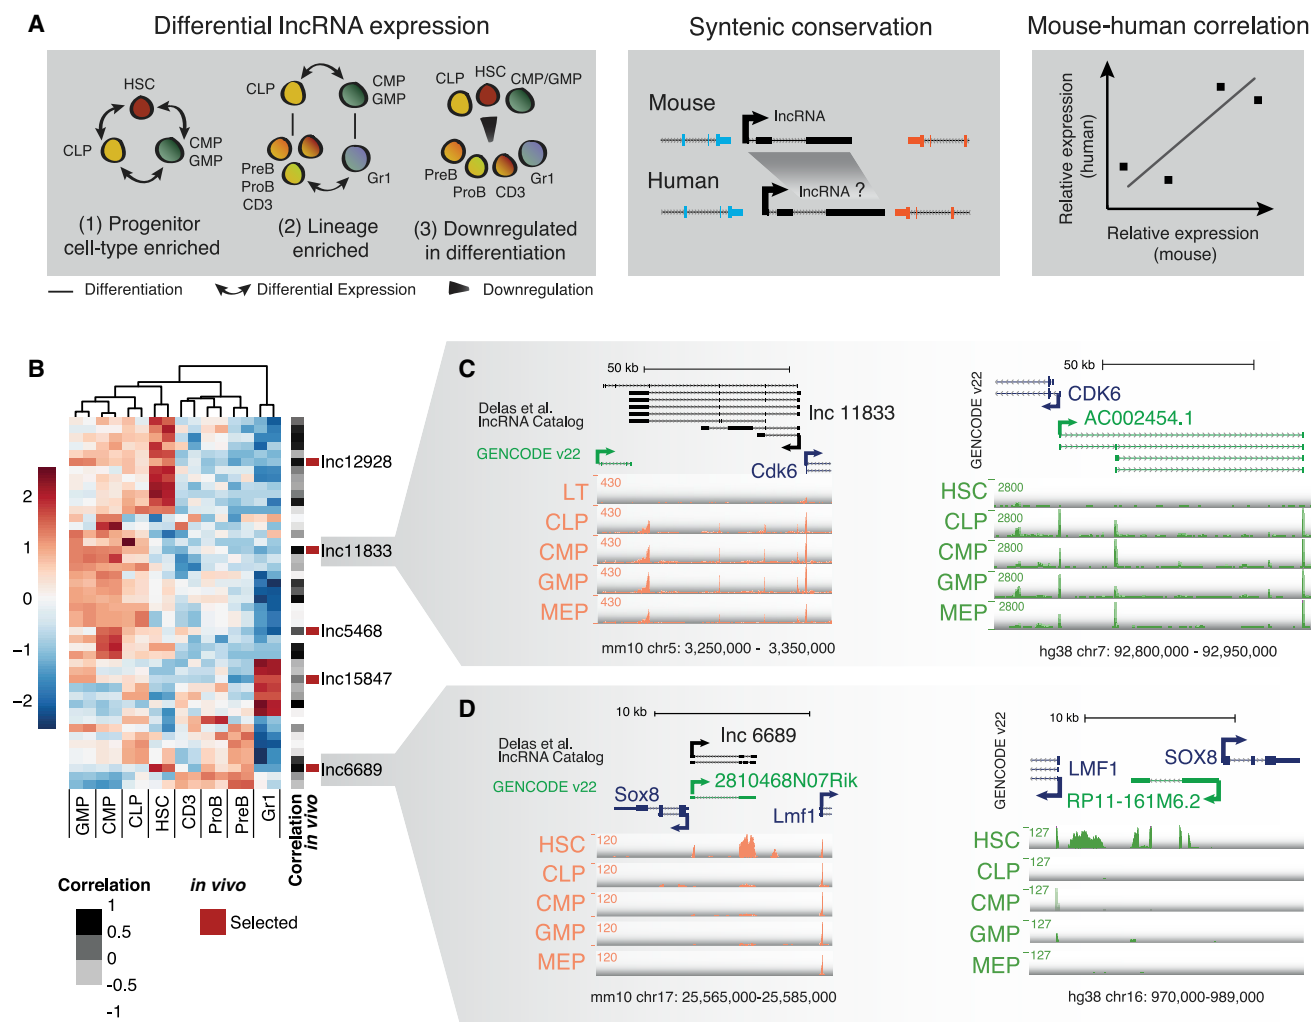

**Figure 1. An Approach to Enrich Potentially Functional lncRNAs**

(A) Pipeline overview from the expression patterns selected to mouse-human expression correlation.

(B) Expression heatmap of the 45 mouse lncRNAs that have expressed syntenologs in humans, indicating their level of expression correlation and the lncRNAs selected for *in vivo* studies.

(C and D) Genome browser plots for the mouse (left) and human (right) loci for Inc11833-AC002454.1 (C) and Inc6689/2810468N07Rik-RP11-161M6.2 (D). See also Figure S1 and Table S1.

targeting lncRNAs and then transplanted to uncover lncRNA dependencies *in vivo*. Since many aspects of hematopoiesis are conserved between mice and humans (Shay et al., 2013), we reasoned that if we could identify lncRNAs with syntenic conservation and conserved expression in humans, then we could enrich for functional potential.

## RESULTS

### Combination of Differential Expression with Syntenic Conservation and Conserved Expression to Enrich Functional lncRNAs

We hypothesized that if the expression of a candidate lncRNA was tightly regulated during hematopoietic differentiation, then it would be more likely to be involved in regulating cell fate transi-

tions than would a ubiquitously expressed transcript. To maximize the likelihood of identifying lncRNAs functionally required for HSC differentiation and/or self-renewal, we used expression analysis and combined lncRNA annotations with (1) enriched expression in HSCs, committed myeloid or granulocyte-monocyte (CMP/GMP), or lymphoid progenitors (CLP) when we analyzed differential expression between those cell types (progenitor cell type enriched); (2) differential expression between myeloid and lymphoid lineages that already displayed primed differential expression at the progenitor level (lineage enriched); and (3) differential downregulation during differentiation while already differentially expressed between any of the progenitor or stem populations (downregulated in differentiation) (Figure 1A). This generated a list of 295 mouse lncRNAs with suggestive expression patterns (Figure S1A).

lncRNAs are often not conserved in sequence, but one can often find an lncRNA in a syntenic position in different genomes (Hezroni et al., 2015). We found that in 97 cases, we could identify an annotated lncRNA in a syntenic position in the human genome. We then selected lncRNAs expressed in human cord blood HSC, CMP, GMP, and CLP (Chen et al., 2014), yielding a list of 45 lncRNAs.

We analyzed the expression correlation for each of these lncRNAs in humans and mice for the aforementioned cell types to prioritize lncRNAs for *in vivo* studies. Due to limitations in lncRNA assemblies and the complex genomic organization of some loci, we assembled our final list of five lncRNAs after manual inspection of each genomic locus to ensure that the human expression data were reflective of the lncRNA levels (and not an overlapping gene) and that the lncRNAs selected showed a consistent exon structure across replicates (Figures 1B–1D and S1B–S1D; Table S1).

*lnc11833*, for example, is divergently transcribed with *Cdk6* and dramatically upregulated in all committed progenitors as compared to stem cells in both mice and humans (Figure 1C). Given the reported role of *Cdk6* in regulating human HSC quiescence (Laurenti et al., 2015), the location and expression of this lncRNA was potentially suggestive of an effect in *cis*. Another lncRNA, *lnc6689*, is expressed in HSCs but not in the progenitor cell types (Figure 1D). While *lnc6689* (2810468N07Rik in GENCODE) is also expressed divergently from a neighboring protein-coding gene, *Sox8*, this gene is not expressed in blood progenitors and does not have any known role in hematopoiesis.

We also identified an already described lncRNA that overlaps with *miR-223* (*lnc15847*, *F630028O10Rik*) (Figure S1B). This microRNA plays a role in myelopoiesis (Fazi et al., 2007; Fukao et al., 2007), and the lncRNA has recently been implicated in AML (Mangiavacchi et al., 2016).

### Bone Marrow Transplantation Identifies lncRNAs Required for Hematopoiesis *In Vivo*

To assess the functional importance of our selected lncRNAs *in vivo*, we performed bone marrow reconstitutions, transplanting HSCs transduced with an shRNA against the lncRNAs. shRNAs were designed with our previously published algorithm for the prediction of highly potent shRNAs (Knott et al., 2014) and cloned into a constitutive lentiviral vector where a spleen focus-forming virus (SFFV) promoter drives the expression of a green fluorescent protein (zsGreen) and an shRNA. Sorted CD45.2 E-SLAM (CD45<sup>+</sup>/EPCR<sup>+</sup>/CD48<sup>+</sup>/CD150<sup>+</sup>) HSCs (Kent et al., 2009) were transduced with high titer lentivirus for ~20 h before injecting them into irradiated recipient CD45.1 animals. The cells were mixed with competitor CD45.1 whole bone marrow before injection. Peripheral blood was analyzed starting at 4 weeks post-transplant (Figures 2A and S2A). Because only a fraction of HSCs transplanted had been transduced, we monitored the zsGreen percentage within the donor compartment over time as a phenotypic readout. If the shRNA and zsGreen-expressing cells were less able to repopulate the hematopoietic compartment as compared to the non-transduced counterparts, then we would expect a depletion of zsGreen<sup>+</sup> cells over time.

We saw a dramatic decrease in the representation of zsGreen<sup>+</sup> cells transduced with an shRNA against positive control *Spi1*

(also known as *PU1*) as compared to cells expressing an shRNA against our negative control, *Renilla* luciferase (Figure 2B). *Spi1* is a transcriptional activator that is indispensable for HSC self-renewal and commitment to and maturation of myeloid and lymphoid lineages (Iwasaki et al., 2005). We therefore would expect almost no output of differentiated cells from HSCs in which *Spi1* was silenced. Of note, because we do not have a robust way of measuring initial HSC infection rates (many animals would be required to measure the initial infection of this very rare population), we normalize to the initial blood measurement at 4 weeks post-transplant. By that point, the percentage of zsGreen-expressing cells could already be greatly reduced if the targeted RNA were required for HSC differentiation or maintenance.

Using this readout, we identified *lnc12928* as our strongest candidate. Using two independent shRNAs, we saw between 4- and 8-fold average reduction in the relative number of zsGreen<sup>+</sup> cells within the donor compartment during the course of the experiment (Figures 2B and S2B). To verify that we were affecting the expression of the targeted lncRNAs with our shRNAs, we performed a knockdown analysis on cell lines that express each of the targeted lncRNAs. Using this approach, we confirmed that the levels of *lnc12928* were greatly reduced using both shRNAs and when measured with two independent primer pairs (Figure 2B).

We noticed that the only shRNA that successfully silenced *lnc11833* was also the only one that gave rise to a depletion of zsGreen-expressing cells *in vivo* (Figures 2B and S2B). This suggests that *lnc11833* could still be an important lncRNA in hematopoiesis, although additional lncRNA depletion experiments with other tools would be required to validate this observation.

These results show that our HSC transduction followed by transplantation approach is a useful way to identify the genes that are required for hematopoietic reconstitution in general, and is a powerful tool to identify functional lncRNAs.

### HSCs Depleted of *lnc6689* Display a Lineage-Bias Phenotype

lncRNAs could affect hematopoiesis in a variety of ways that would not necessarily lead to changes in the overall representation of zsGreen<sup>+</sup> cells. For example, our lineage control in this assay is early B cell factor 1 (*Ebf1*), a gene required for B cell differentiation (Zandi et al., 2008). *Ebf1* knockdown does not result in changes in the relative fraction of zsGreen<sup>+</sup> cells, as compared to week 4 post-transplant (Figure 2B). However, we observed that within each animal, the percentage of zsGreen<sup>+</sup> cells in the B220<sup>+</sup> compartment was much lower than in the myeloid cell types (Figure S2C). To investigate this further, we assessed the percentage of zsGreen<sup>+</sup> cells within the B cell donor compartment relative to the overall zsGreen<sup>+</sup> population derived from the donor (lineage bias), and performed the same analysis for the myeloid lineage (Figures 2C, S2B, and S2C). This showed a clear bias against the B lineage and enrichment of the myeloid compartment for *Ebf1* knockdown (Figure 2D). *Renilla* shRNAs, in contrast, showed a generally balanced phenotype, where the fraction of zsGreen<sup>+</sup> cells within each lineage mirrored the representation of zsGreen<sup>+</sup> populations in blood overall.

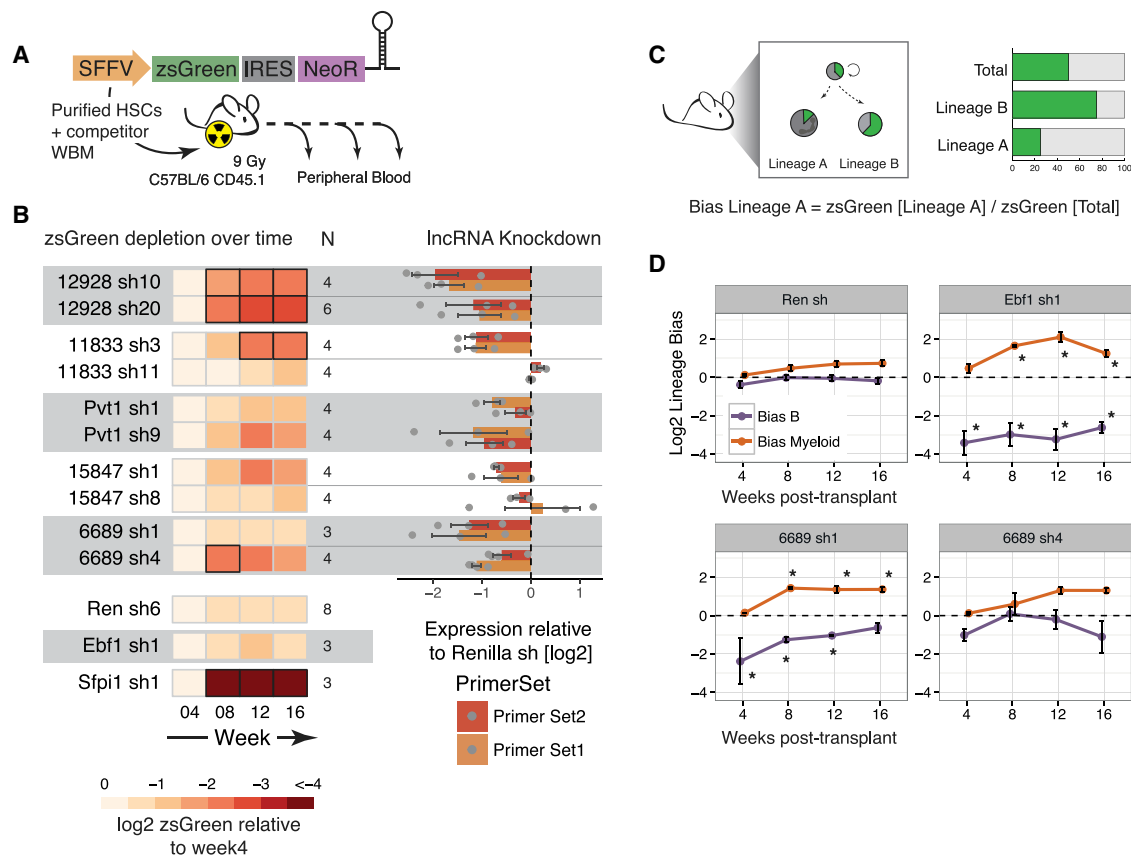

**Figure 2. In Vivo Reconstitution with lncRNA-Depleted HSCs Identifies lncRNAs Involved in Overall Differentiation or Lineage Specification**

(A) Schematic representation of the vector used and the experimental design. NeoR, neomycin resistance gene. WBM, whole bone marrow.  
(B) Heatmap depicting the average depletion of zsGreen<sup>+</sup> cells relative to the week 4 measurement (left) and the corresponding level of knockdown in a cell line that expresses the corresponding lncRNA (see STAR Methods) for each shRNA assayed *in vivo* (right). N is the number of mice analyzed for each knockdown. Black boxes represent significantly depleted time points ( $p < 0.05$ ; Mann-Whitney test).  
(C) Schematic representation of the concept of lineage bias analysis.  
(D) Average lineage bias for the myeloid and B lineages at the different time points in the blood for the indicated knockdowns. The error bars represent SEMs. The raw data from this analysis are the same as in (B). \* $p < 0.05$ ; Mann-Whitney test.  
See also Figure S2.

By performing the same lineage-bias analysis, we found that one of our lncRNAs, *lnc6689*, had a potential bias against B cells or in favor of the myeloid lineage (Figures 2D and S2C). We see this phenotype with both shRNAs targeting this lncRNA, although the extent of the effect differs. This indicated that each zsGreen-expressing HSC transplanted is producing fewer B220<sup>+</sup> progeny or more myeloid cells. The extent of this phenotype correlated with the degree of knockdown we observed when this lncRNA was targeted in A20 cells (Figures 2B and S2B), suggesting a dose-dependent effect.

While *lnc6689* has striking HSC-specific expression among progenitor cell types (Figure 1D), we also observed its presence in pre- and pro-B cells (Figure S3A), which means that the lineage-biased phenotype could be mediated either by its functioning in HSCs or via an effect during B cell differentiation.

To establish a strategy in which we could address potential cell type-specific effects, we built an inducible shRNA vector that would allow us to perform bone marrow reconstitutions

and only activate shRNA expression once the hematopoietic system has been repopulated. With this approach we could acutely induce an shRNA and investigate its impact in different cell types or at different time points (Figure 3).

We transduced cells with inducible shRNAs against *lnc6689* or controls, *Renilla* and *Ebf1*, and transplanted them into cKit(w41);CD45.1, a mouse strain that is particularly suitable as an HSC recipient and that only requires sublethal irradiation. We allowed the animals to reconstitute and induced the shRNA by feeding doxycycline-containing food (Figure 3A). When we looked at the whole bone marrow (after lysing red blood cells) of these animals, we saw a bias against the B220<sup>+</sup> compartment for cells in which *Ebf1*, our lineage control, was silenced, with no change in the myeloid compartment, which constitutes the large majority of the non-progenitor cells in the bone marrow. The extent of the bias increased in magnitude if we administered doxycycline to the animals for 6 days rather than 2 days (Figure 3B), but it is not statistically significant in either case.

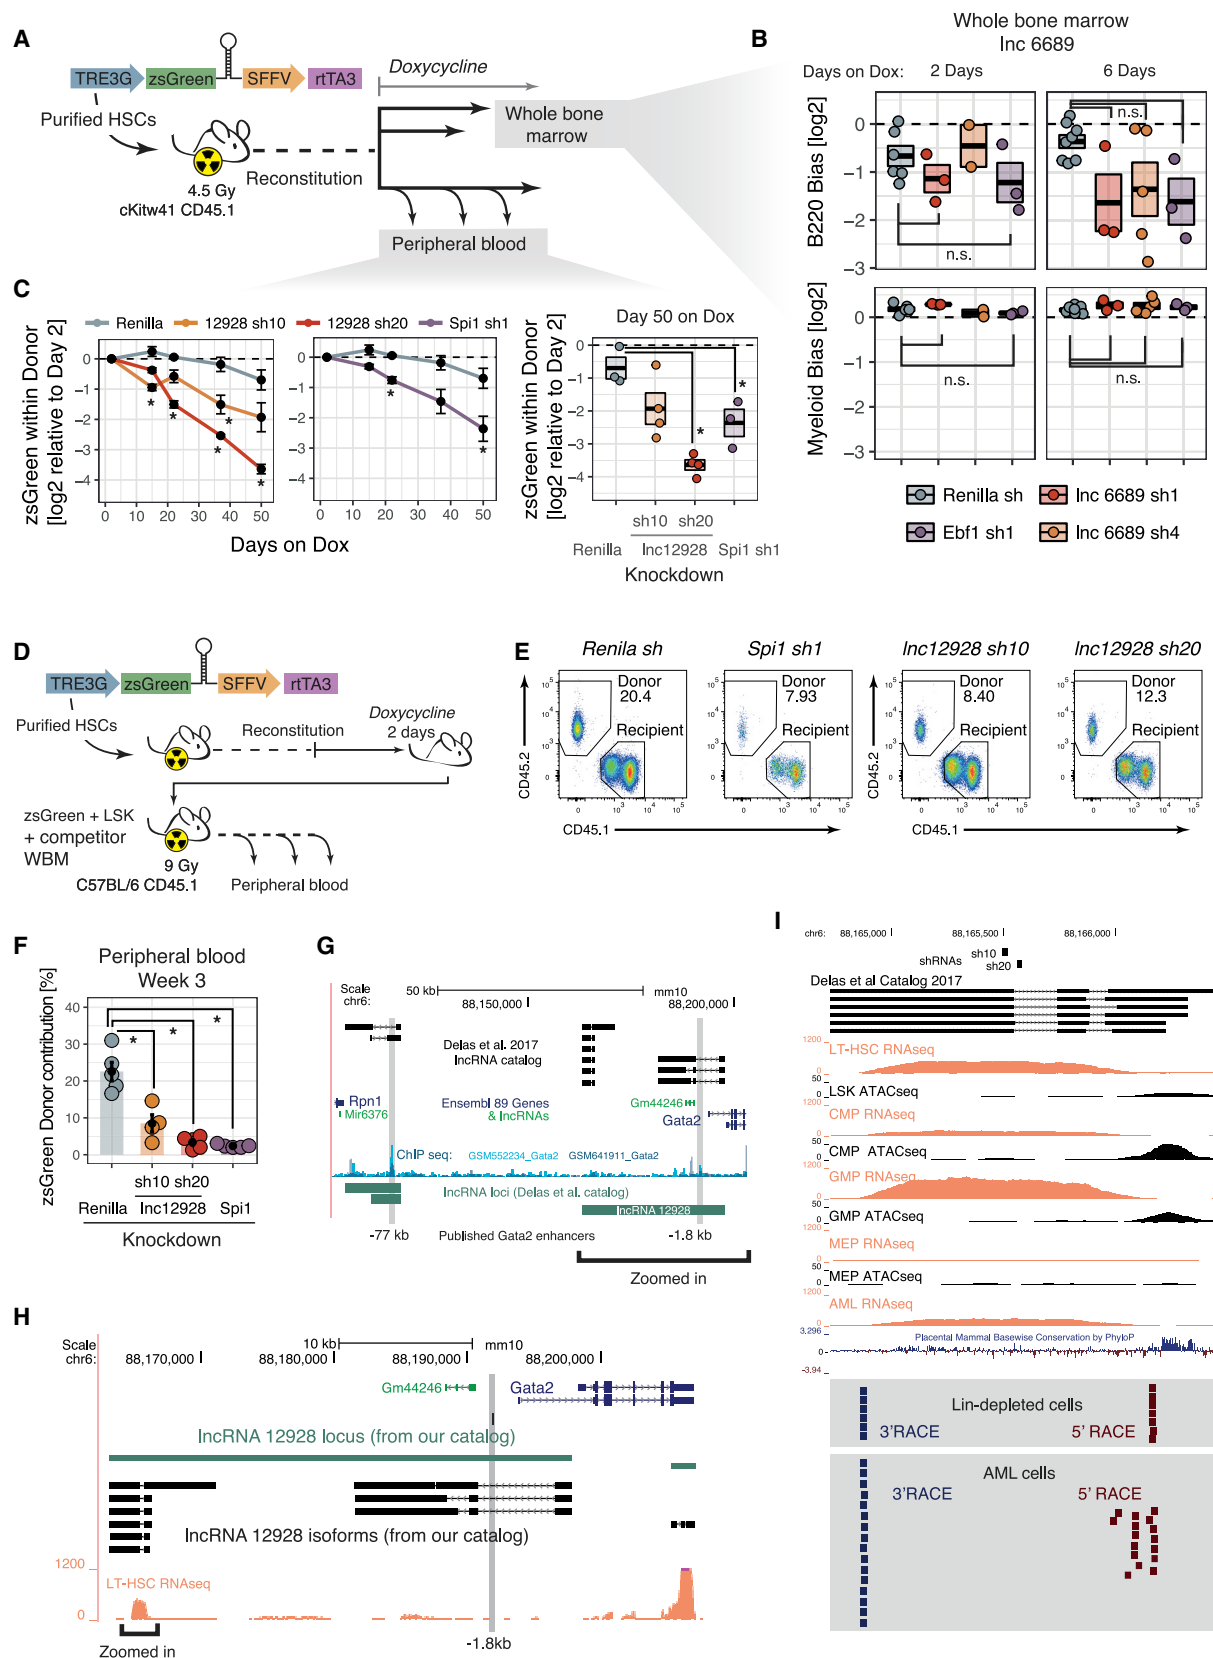

(legend on next page)

Although we also see a bias against the B220<sup>+</sup> compartment in the *Inc6689* knockdown, the phenotype is less severe and quite variable, especially with shRNA 4 (Figure 3B). Additional experimental efforts with different depletion tools and at later time points will be required to further validate this phenotype and the role of *Inc6689* in either stem cells or the B cell compartment directly. For these reasons, we decided to focus our attention on *Inc12928*.

### ***Inc12928 (Spehd)* Is Required for Hematopoiesis during Regeneration and in Homeostasis Post-transplantation**

Using the same inducible system described above, we sought to investigate whether the *Inc12928* requirement we noted in animals during reconstitution was also observed if the knockdown was induced after the hematopoietic system had recovered following transplantation. We found that the representation of zsGreen<sup>+</sup> cells within the donor compartment decreased over time in the peripheral blood of animals transplanted with HSCs with *Inc12928* knockdown, compared to the initial percentage 2 days post-administration of doxycycline (Figures 3C, S3B, and S3C). For shRNA 20, the effect of the depletion is similar to that of the positive control knockdown, *Spi1* (*PU1*), which is known to be essential in HSCs (Figure 3C).

This confirms that *Inc12928* is required for hematopoiesis, both in the setting of reconstitution and for homeostasis post-transplant. This lncRNA is highly enriched in hematopoietic progenitors, but not in any of the differentiated cell types (Figure S3A). Consequently, these data suggest that this lncRNA must exert an effect at the level of the stem and/or progenitor cell types. We therefore named this lncRNA *Spehd* (stem and progenitor enriched required for hematopoietic differentiation).

The predicted “lncRNA locus” (i.e., the collection of all of the possible isoforms) in our catalog extended upstream of the area where we observed strong RNA sequencing (RNA-seq) coverage in our cell types to the start of its upstream gene, *Gata2* (Figure S1). This predicted locus would overlap with a known *Gata2* enhancer at −1.8 kb (Snow et al., 2010) (Figures 3G and 3H). To better characterize this lncRNA, we performed 3′ and 5′ rapid amplification of cDNA ends (RACE) in AML cells, which was further validated with lineage-depleted bone marrow

cells. This confirmed that the lncRNA start and termination sites flanked the area of high RNA-seq coverage, where our shRNAs were designed (Figure 3I). Previously published DNA accessibility data (Lara-Astiaso et al., 2014) further support start site location. Regarding the structure of the lncRNA, only 3 of 21 cDNA Sanger sequencing reads that would span the predicted first intron and 0 of 43 that covered the second showed evidence of splicing (data not shown). This would suggest that the predominant isoform is not spliced, which would be in line with the RNA-seq coverage, although a much larger number of reads would be required to confidently estimate isoform abundances. These RACE data also exclude any genomic overlap between *Spehd* and another previously described *Gata2* enhancer at −77 kb (Grass et al., 2006) (Figure 3G).

### **Depletion of *Spehd* Results in Impaired Stem and/or Progenitor Contribution to Hematopoiesis**

We next isolated shRNA-expressing cells that we could transplant into recipient animals as the sole source of donor cells. Since we expected that for some of the knockdowns these cells would have a deleterious reconstitution phenotype, we used the same competitive transplantation setup as our initial studies (Figure 2A), using C57BL/6-CD45.1 as recipients and co-injecting whole bone marrow from CD45.1 littermates. To isolate the zsGreen-expressing cells, we kept the primary transplanted animals on doxycycline food for 2 days before bone marrow extraction. The recipient animals were similarly kept on doxycycline food to maintain shRNA expression. Due to the extremely low numbers of HSCs in each animal and the fact that the zsGreen<sup>+</sup> cells are only a subset of the donor compartment, we sorted zsGreen<sup>+</sup> LSK (Lineage<sup>−</sup> Sca1<sup>+</sup> cKit<sup>+</sup>), which contains a number of multipotent progenitors, in addition to HSCs (Figure 3D).

We transplanted 3,000 zsGreen-expressing LSK cells into each animal, together with a competitive dose of CD45.1 whole bone marrow. At week 3 post-reconstitution, we analyzed the peripheral blood for donor contributions resulting from negative control (*Renilla*), *Spehd*, or positive control (*Spi1*) knockdown. Whereas the contribution from the *Renilla*-knockdown cells reached 25% of nucleated peripheral blood, the ability of LSK cells to reconstitute the animals when depleted of *Spehd* was

### **Figure 3. *Inc6689* Knockdown Results in B Cell Depletion and Myeloid Enrichment, while *Inc12928* Is Required for Multilineage Differentiation**

- (A) Schematic representation of the vector used and the experimental design for bone marrow transplants using inducible shRNAs.  
 (B) Lineage-bias values for the B and myeloid lineages in the bone marrow for the knockdowns indicated in animals induced with doxycycline for 2 or 6 days. The center of the box indicates average and the box edges represent SEM.  
 (C) Proportion of zsGreen<sup>+</sup> cells within donor peripheral blood relative to 2 days post-administration of doxycycline for each shRNA over time (left [days on dox], average and SEM presented for each time point). For the last time point (50 days), the values for each animal are represented (right). The center of the box indicates average and the box edges represent SEM. \*p < 0.05; Welch's unequal variances t test.  
 (D) Schematic representation of the vector used and the experimental design for re-transplantations.  
 (E) Representative flow cytometry plots of the peripheral blood of animals transplanted solely with zsGreen<sup>+</sup> LSK, as described in (D), for each of the conditions analyzed.  
 (F) zsGreen donor percentage for each re-transplanted animal at 3 weeks post-transplant. The bar heights indicate the average zsGreen percentage per condition; the error bars represent SEMs. \*p < 0.05; Welch's unequal variances t test.  
 (G) Genome browser representation of the predicted *Inc12928* locus and its neighboring genes *Gata2* and *Rpn1*. The location of the published *Gata2* enhancers is indicated. *Gata2* chromatin immunoprecipitation sequencing (ChIP-seq) tracks are displayed as obtained from [codex.stemcells.cam.ac.uk](http://codex.stemcells.cam.ac.uk).  
 (H) Magnified region as indicated in (G), showing the RNA-seq coverage for long-term HSC (LT-HSC).  
 (I) Magnified region as indicated in (H), showing the transcript starts and ends, as defined by 5′/3′ RACE. The RNA-seq coverage is presented for the cell types indicated. The assay for transposase accessible chromatin with high-throughput sequencing (ATAC-seq) came from Lara-Astiaso et al. (2014). The location of the shRNAs used against this lncRNA are also presented. Lin, lineage.  
 See also Figure S3.

reduced to ~10% on average, and as little as 5% in some animals (Figures 3E and 3F). Although all of the cells in the donor compartment should be zsGreen<sup>+</sup>, we saw a fraction of the donor being zsGreen<sup>-</sup> (presumably due to silencing of the integrated cassette) (Figure S3D). This donor-derived zsGreen<sup>-</sup> fraction is especially prominent in cells carrying *Spehd* shRNA 20 or *Spi1* shRNA 1, when the cells that managed to silence the transgene could have the greatest advantage (Figure S3D).

The effects are also seen if we look within each lineage for monocyte-macrophages and granulocytes and are apparent already at 3 weeks post-transplant (when the donor cells have not yet contributed to the B compartment) (Figures S3B and S3D). These data support an essential role for *Spehd* during HSC and/or progenitor cell self-renewal or differentiation that leads to impaired hematopoiesis when the lncRNA is depleted. Because we transplanted LSK, which encompasses both HSCs and multipotent progenitors, we are unable to identify the specific cell type affected to cause this depletion. The zsGreen contribution at later time points (up to week 9) was very low, even for the *Renilla* sh control, indicating a very small proportion of long-term reconstituting HSCs within the cell population transplanted into these animals. This, again, precludes us from distinguishing defects in the stem versus the progenitor compartment.

### The CMP Compartment Shows Defects in Respiratory Pathways when *Spehd* Is Depleted

To investigate the earliest consequence of *Spehd* knockdown and the cell types that are most affected by its depletion, we isolated cells from animals that had been reconstituted with shRNA-inducible HSCs and administered doxycycline for 6 days. When we examined genes that were differentially expressed upon lncRNA knockdown versus control CMPs, we identified 426 genes that were consistently downregulated upon suppression of the lncRNA (false discovery rate [FDR] <0.05). Those genes were strongly enriched for components of the oxidative phosphorylation pathway (Figure 4A). The signature is driven by 43 genes (Figure S4A) that are downregulated in CMPs (lncRNA knockdown versus control), but to a much lesser extent or not consistently affected in LSK (a stem and progenitor compartment that includes the HSCs) (Figures 4B and S4B). While the pathways enriched among the upregulated genes (Figure 4A) warrant further investigation, we chose to focus on the oxidative phosphorylation signature, given that 33% of the genes annotated for this pathway in the Kyoto Encyclopedia of Genes and Genomes (KEGG) were downregulated (43/130 genes annotated in the pathway).

HSCs are reported to primarily use glycolysis (Takubo et al., 2013) and have a lower respiratory capacity than multipotent or committed progenitors (de Almeida et al., 2017). Moreover, several mutants with mitochondrial and respiration defects have profound hematopoietic defects (Maryanovich et al., 2015; Yu et al., 2013), and HSCs with lower mitochondrial activity have a greater reconstitution capacity (Vannini et al., 2016). Therefore, it seemed possible that cells with a reduced expression of genes encoding respiratory chain components could encounter a roadblock when their metabolic requirements increase during their commitment to differentiation and expansion.

We therefore asked whether the 43 oxidative phosphorylation-pathway genes affected in CMP following *Spehd* depletion showed an increase in expression during the differentiation between LSK and CMP. In the *Renilla* control, all of the genes show, on average, increased expression, and 29 of the 43 are significantly upregulated (FDR <0.05). Consistent with our previous analysis, these genes fail to become induced in the CMPs depleted of lncRNA *Spehd* (Figure S4B). These results indicate a defect in the CMP population, which fails to activate the oxidative phosphorylation pathway genes and could partly explain the substantial reduction in differentiated cell output that we observed in this lncRNA knockdown.

*Spehd* was primarily cytoplasmic in AML cells as measured both by RT-qPCR following subcellular fractionation (Figure S4C) and single-molecule fluorescence *in situ* hybridization (FISH) (Figures S4D and S4E). We further validated the specificity of the single-molecule FISH by analyzing the number of molecules upon *Spehd* knockdown (Figures S4F and S4H). While the exact mechanism by which *Spehd* exerts its function remains to be elucidated, its localization would seem to exclude direct effects at the transcriptional level. This fits with the observation that the oxidative phosphorylation genes affected include three mitochondrially transcribed genes (Figure S4A, gene names in bold). Taking advantage of the RNA-seq data produced, we also examined the potential effects on the genes neighboring *lnc12928/Spehd*. For the well-known hematopoietic regulator *Gata2*, we observed a slight (on average, 15%) reduction, with both shRNAs against *Spehd* in CMPs (data not shown). While we cannot exclude that this plays a role in the phenotype, further experiments would be required to address whether such a modest change could have the impact that we observe.

To further investigate the deficiencies observed in the oxidative phosphorylation pathway, we transplanted animals following the same experimental design used for transcriptomic profiling (Figure 4A). We tested whether mitochondria function was affected by lncRNA knockdown in the common myeloid progenitor using tetramethylrhodamine methyl ester (TMRM). This cell-permeable dye is sequestered in active mitochondria and gives a progressively higher readout as the cells progress down the hematopoietic lineage to more committed states (Vannini et al., 2016) (Figure 4C). When we measured the relative TMRM levels for CMPs (see STAR Methods), we saw, on average, a reduction in the TMRM signal for both shRNAs targeting *Spehd* after doxycycline administration for 6 days (Figures 4D and 4E). While both shRNAs show the same trend, shRNA 20 provokes once again a stronger phenotype and is the only one to reach statistical significance. We note that TMRM accumulation could also correlate with bulk mitochondrial mass rather than their metabolic capacity. Animals analyzed after 13 days on doxycycline showed a depletion of relative TMRM levels in the LSK compartment (Figure 4E). This could be a downstream effect from a deficiency in CMPs, or it is possible that the LSK compartment would eventually show the same transcriptional deficiency in oxidative phosphorylation at later time points. No significant changes are observed in the megakaryocyte-erythroid progenitor (MEP) or GMP populations (Figure S4H). Determining the bone marrow cell types being depleted or blocked in their differentiation potential will be essential to fully understand the function of this lncRNA.

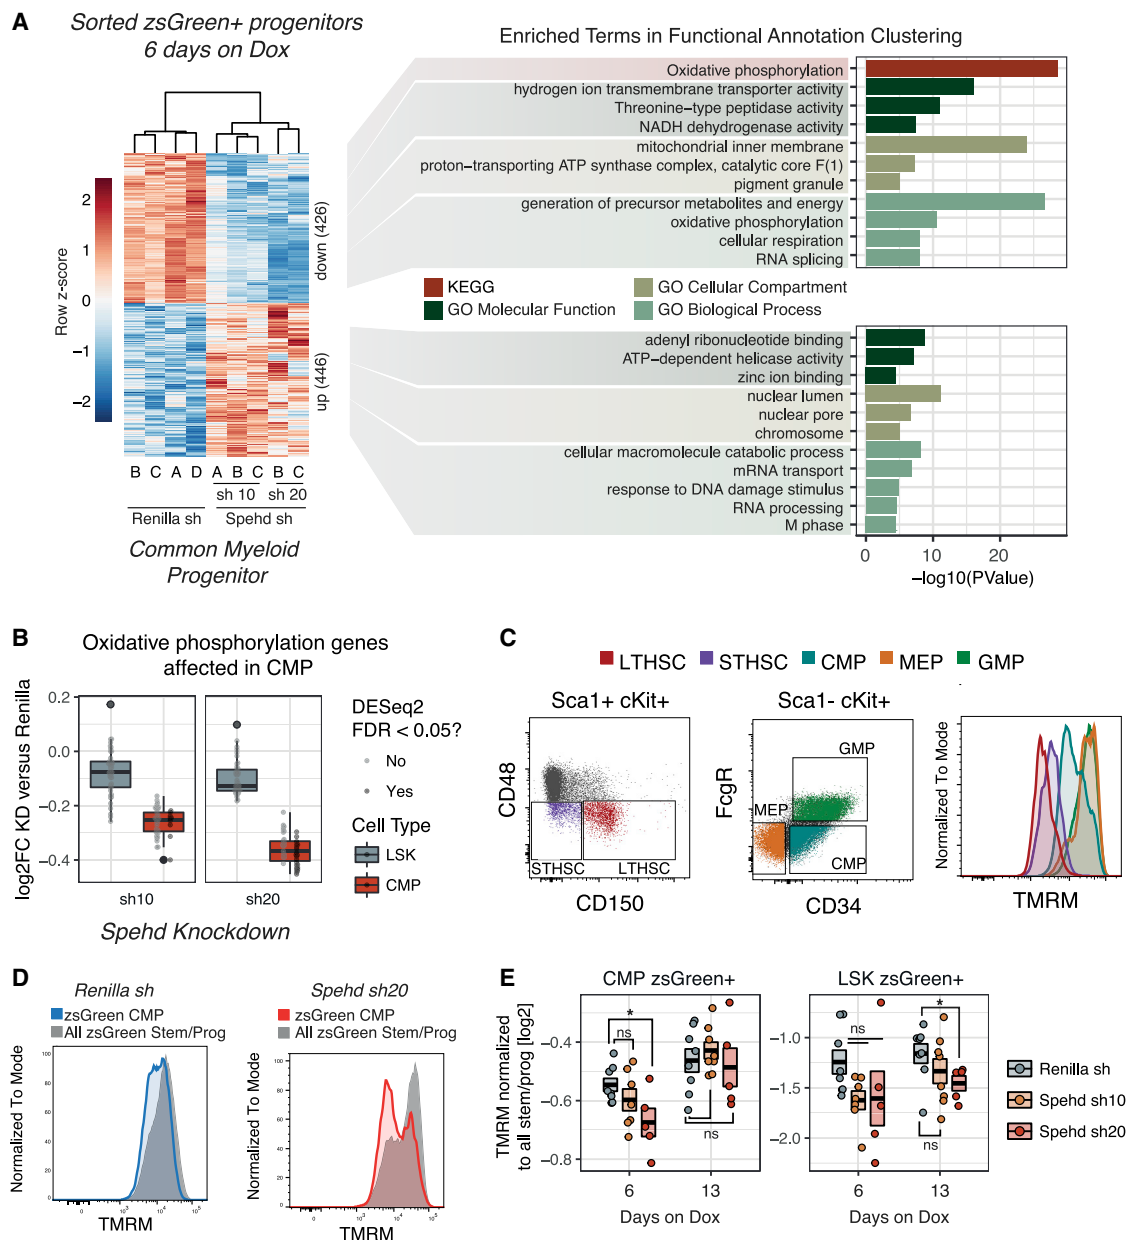

**Figure 4. Depletion of *Inc12928* Results in Deficient Mitochondrial Function in Myeloid Progenitors**

(A) Heatmap of all of the differentially expressed genes (FDR < 0.05, DESeq) between *Spehd* and *Renilla* knockdown in CMP (left) and the results of functional annotation analysis (right).

(B) Fold change for each shRNA against the *IncRNA* relative to *Renilla* in CMP and LSK for the genes in the oxidative phosphorylation pathway (KEGG) differentially expressed in CMP. Box and whiskers plots show the distribution of all of the genes represented. Boxplots correspond to the median and the 25<sup>th</sup> and 75<sup>th</sup> percentiles. The whiskers extend to the largest values, but no further than 1.5, the interquartile range (distance between the first and third quartiles), in which case the outliers are shown.

(C) Representative flow cytometry plots showing the gating strategy for long-term (LT) and short-term (ST) repopulating HSCs (out of Lin<sup>-</sup> Sca1<sup>+</sup> cKit<sup>+</sup>) and CMPs, GMPs, and MEPs (out of Lin<sup>-</sup> Sca1<sup>-</sup> cKit<sup>+</sup>), and the corresponding distribution of the TMRM intensity for each population.

(D) Representative flow cytometry plots of the TMRM of CMP and the TMRM in all of the progenitors and stem cells for *Renilla* shRNA and shRNA 20 against *Inc12928*.

(E) TMRM (geometric mean) in CMP or LSK relative to overall TMRM in the sample (in all of the progenitors and stem cells) per animal. The box represents average and SEM. \*p < 0.05; Mann-Whitney test.

See also Figure S4.

Our working hypothesis is that the ability of these defective progenitors to differentiate is reduced, leading to the strong phenotype we consistently observed. Follow-up studies will be required to determine whether these cell types are being depleted themselves or accumulate in the bone marrow. In addition, B cells were also greatly reduced when this lncRNA was knocked down (Figure S3C), and we suspect that a similar phenotype could be occurring in the lymphoid compartment at an unexplored time point, although an alternative mechanism that explains the lymphoid deficiency could also be contemplated.

## DISCUSSION

We have previously cataloged lncRNA expression during mouse hematopoiesis and carried out a functional analysis of lncRNAs in the hematopoietic compartment in mouse leukemias as a proof of concept (Delás et al., 2017). Here, we have further explored lncRNA function in hematopoiesis, developing a strategy that allowed us to identify lncRNAs that play a role in HSC self-renewal or differentiation. Studies of HSCs pose many challenges because of their very low abundance and the lack of culture conditions that are suitable for their expansion. This prompted us to attempt to examine lncRNA function using *in vivo* HSC reconstitutions. While it is a powerful approach, the number of candidates that can be assessed using such assays is much lower than one can survey *in vitro*.

The strategy that we developed for candidate selection narrowed our study to five lncRNAs and was aimed at identifying non-coding species that could regulate the first steps of HSC commitment into myeloid or lymphoid lineages. However, this combination of differential expression, synteny, and conserved expression is broadly applicable to either other cell types in the hematopoietic lineage or other tissues.

Within the final candidate list, we noted that many of the genes surrounding the lncRNAs of interest had known roles in hematopoiesis (e.g., *Cdk6*, *Gata2*). Although a conserved role in *cis* cannot be excluded, we suspect that these coding and non-coding genes are simply regulated by the same tissue-specific elements in both mice and humans, which allows them to fulfill criteria that we set for candidate selection. One major drawback of our selection strategy was that we could have missed a functionally conserved lncRNA that does not show synteny between mice and humans.

*Spehd* emerged from this approach as an lncRNA required for stem cell differentiation. HSCs with reduced levels of *Spehd* show a decreased capacity for multilineage differentiation over time via either an HSC defect or a broad effect on all progenitors. Further transcriptomic analysis showed that this defect could, in part, be due to deficient oxidative phosphorylation in the CMP population. Even a slight defect in this pathway has the potential to be detrimental during a process in which cells exit a quiescent state and must undergo a rapid expansion, giving rise to a myriad of differentiated cell types. A recent report has identified the lncRNA here annotated as *lnc6689* (*2810468N07Rik*) also as being a regulator of oxidative phosphorylation in a microRNA-dependent manner (Sirey et al., 2018). Of course, the major questions that remain are a challenge in lncRNA biology more broadly—by what mechanism precisely does this non-coding

RNA regulate the differentiation potential and the metabolic capacity of HSCs.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Mice
  - Cell lines
- METHOD DETAILS
  - lncRNA candidate selection
  - shRNAs design and cloning
  - Virus production
  - HSC transplantation
  - LSK re-transplantation
  - Peripheral blood analysis – constitute shRNA vector
  - Peripheral blood analysis – inducible shRNA vector
  - Peripheral blood analysis – re-transplantations
  - Bone marrow cell isolation and analysis
  - TMRM staining and analysis
  - lncRNA knockdown analysis
  - Subcellular Fractionation
  - Single molecule RNA FISH
  - 5′-/3′-RACE
  - RNaseq of *Spehd*-depleted progenitors
  - *Spehd*-depleted progenitors RNaseq data processing
- QUANTIFICATION AND STATISTICAL ANALYSIS
- DATA AND SOFTWARE AVAILABILITY

## SUPPLEMENTAL INFORMATION

Supplemental Information can be found online at <https://doi.org/10.1016/j.celrep.2019.03.080>.

## ACKNOWLEDGMENTS

We would like to thank Ilaria Falciatori for helpful discussions and suggestions and Giorgia Battistoni and Cristina Jauset for experimental assistance. We also thank David Kent for the C57BL/6-CD45.1; cKit(w41) mouse line and for helpful discussions. This work was supported by Cancer Research UK (grant number A21143). We specifically thank the Cancer Research UK Cambridge Institute Biological Resource Unit, Flow Cytometry, Research Instrumentation, Light Microscopy, and Genomics Cores for their support throughout this project. M.J.D. was supported by a PhD fellowship from the Boehringer Ingelheim Fonds. G.J.H. is a Wellcome Trust investigator and a Royal Society Wolfson Research Professor and was a Howard Hughes Medical Institute investigator.

## AUTHOR CONTRIBUTIONS

Conceptualization, M.J.D. and G.J.H.; Methodology, M.J.D., B.T.J., T.K., and S.V.; Software, S.R.V.K.; Formal Analysis, M.J.D. and N.E.; Investigation, M.J.D., B.T.J., T.K., S.V., E.M.M., S.A.W., and E.M.S.; Writing – Original Draft, M.J.D. and B.T.J.; Writing – Review & Editing, M.J.D., B.T.J., T.K., and G.J.H.; Supervision, M.J.D. and G.J.H.; Funding Acquisition, M.J.D. and G.J.H.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: June 14, 2018  
Revised: January 2, 2019  
Accepted: March 22, 2019  
Published: April 16, 2019

## REFERENCES

- Alvarez-Dominguez, J.R., Hu, W., Yuan, B., Shi, J., Park, S.S., Gromatzky, A.A., van Oudenaarden, A., and Lodish, H.F. (2014). Global discovery of erythroid long noncoding RNAs reveals novel regulators of red cell maturation. *Blood* 123, 570–581.
- Anders, S., Pyl, P.T., and Huber, W. (2015). HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31, 166–169.
- Cabezas-Wallscheid, N., Klimmeck, D., Hansson, J., Lipka, D.B., Reyes, A., Wang, Q., Weichenhan, D., Lier, A., von Paleske, L., Renders, S., et al. (2014). Identification of regulatory networks in HSCs and their immediate progeny via integrated proteome, transcriptome, and DNA methylome analysis. *Cell Stem Cell* 15, 507–522.
- Challen, G.A., Sun, D., Jeong, M., Luo, M., Jelinek, J., Berg, J.S., Bock, C., Vasanthakumar, A., Gu, H., Xi, Y., et al. (2011). Dnmt3a is essential for hematopoietic stem cell differentiation. *Nat. Genet.* 44, 23–31.
- Challen, G.A., Sun, D., Mayle, A., Jeong, M., Luo, M., Rodriguez, B., Mallaney, C., Celik, H., Yang, L., Xia, Z., et al. (2014). Dnmt3a and Dnmt3b have overlapping and distinct functions in hematopoietic stem cells. *Cell Stem Cell* 15, 350–364.
- Chen, L., Kostadima, M., Martens, J.H.A., Canu, G., Garcia, S.P., Turro, E., Downes, K., Macaulay, I.C., Bielczyk-Maczynska, E., Coe, S., et al.; BRIDGE Consortium (2014). Transcriptional diversity during lineage commitment of human blood progenitors. *Science* 345, 1251033.
- de Almeida, M.J., Luchsinger, L.L., Corrigan, D.J., Williams, L.J., and Snoeck, H.-W. (2017). Dye-Independent Methods Reveal Elevated Mitochondrial Mass in Hematopoietic Stem Cells. *Cell Stem Cell* 21, 725–729.e4.
- Delás, M.J., and Hannon, G.J. (2017). lncRNAs in development and disease: from functions to mechanisms. *Open Biol.* 7, 170121.
- Delás, M.J., Sabin, L.R., Dolzhenko, E., Knott, S.R., Munera Maravilla, E., Jackson, B.T., Wild, S.A., Kovacevic, T., Stork, E.M., Zhou, M., et al. (2017). lncRNA requirements for mouse acute myeloid leukemia and normal differentiation. *eLife* 6, e25607.
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15–21.
- Fazi, F., Racanicchi, S., Zardo, G., Starnes, L.M., Mancini, M., Travaglini, L., Diverio, D., Ammatuna, E., Cimino, G., Lo-Coco, F., et al. (2007). Epigenetic silencing of the myelopoiesis regulator microRNA-223 by the AML1/ETO oncoprotein. *Cancer Cell* 12, 457–466.
- Fukao, T., Fukuda, Y., Kiga, K., Sharif, J., Hino, K., Enomoto, Y., Kawamura, A., Nakamura, K., Takeuchi, T., and Tanabe, M. (2007). An evolutionarily conserved mechanism for microRNA-223 expression revealed by microRNA gene profiling. *Cell* 129, 617–631.
- Gagnon, K.T., Li, L., Janowski, B.A., and Corey, D.R. (2014). Analysis of nuclear RNA interference in human cells by subcellular fractionation and Argonaute loading. *Nat. Protoc.* 9, 2045–2060.
- Grass, J.A., Jing, H., Kim, S.-I., Martowicz, M.L., Pal, S., Blobel, G.A., and Bresnick, E.H. (2006). Distinct functions of dispersed GATA factor complexes at an endogenous gene locus. *Mol. Cell. Biol.* 26, 7056–7067.
- Hezroni, H., Koppstein, D., Schwartz, M.G., Avrutin, A., Bartel, D.P., and Ulitsky, I. (2015). Principles of long noncoding RNA evolution derived from direct comparison of transcriptomes in 17 species. *Cell Rep.* 11, 1110–1122.
- Hu, W., Yuan, B., Flygare, J., and Lodish, H.F. (2011). Long noncoding RNA-mediated anti-apoptotic activity in murine erythroid terminal differentiation. *Genes Dev.* 25, 2573–2578.
- Huang, W., Sherman, B.T., and Lempicki, R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat. Protoc.* 4, 44–57.
- Iwasaki, H., Somoza, C., Shigematsu, H., Duprez, E.A., Iwasaki-Arai, J., Mizuno, S., Arinobu, Y., Geary, K., Zhang, P., Dayaram, T., et al. (2005). Distinctive and indispensable roles of PU.1 in maintenance of hematopoietic stem cells and their differentiation. *Blood* 106, 1590–1600.
- Johnnidis, J.B., Harris, M.H., Wheeler, R.T., Stehling-Sun, S., Lam, M.H., Kirak, O., Brummelkamp, T.R., Fleming, M.D., and Camargo, F.D. (2008). Regulation of progenitor cell proliferation and granulocyte function by microRNA-223. *Nature* 451, 1125–1129.
- Kent, D.G., Copley, M.R., Benz, C., Wöhrer, S., Dykstra, B.J., Ma, E., Cheyne, J., Zhao, Y., Bowie, M.B., Zhao, Y., et al. (2009). Prospective isolation and molecular characterization of hematopoietic stem cells with durable self-renewal potential. *Blood* 113, 6342–6350.
- Kerenyi, M.A., Shao, Z., Hsu, Y.-J., Guo, G., Luc, S., O'Brien, K., Fujiwara, Y., Peng, C., Nguyen, M., and Orkin, S.H. (2013). Histone demethylase Lsd1 represses hematopoietic stem and progenitor cell signatures during blood cell maturation. *eLife* 2, e00633.
- Knott, S.R.V., Maceli, A., Erard, N., Chang, K., Marran, K., Zhou, X., Gordon, A., Demerdash, O.E., Wagenblast, E., Kim, S., et al. (2014). A computational algorithm to predict shRNA potency. *Mol. Cell* 56, 796–807.
- Lara-Astiaso, D., Weiner, A., Lorenzo-Vivas, E., Zaretzky, I., Jaitin, D.A., David, E., Keren-Shaul, H., Mildner, A., Winter, D., Jung, S., et al. (2014). Immunogenetics. Chromatin state dynamics during blood formation. *Science* 345, 943–949.
- Laurenti, E., Frelin, C., Xie, S., Ferrari, R., Dunant, C.F., Zandi, S., Neumann, A., Plumb, I., Doulatov, S., Chen, J., et al. (2015). CDK6 levels regulate quiescence exit in human hematopoietic stem cells. *Cell Stem Cell* 16, 302–313.
- Lechman, E.R., Gentner, B., van Galen, P., Giustacchini, A., Saini, M., Boccalatte, F.E., Hiramatsu, H., Restuccia, U., Bachi, A., Voisin, V., et al. (2012). Attenuation of miR-126 activity expands HSC in vivo without exhaustion. *Cell Stem Cell* 11, 799–811.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550.
- Luo, M., Jeong, M., Sun, D., Park, H.J., Rodriguez, B.A.T., Xia, Z., Yang, L., Zhang, X., Sheng, K., Darlington, G.J., et al. (2015). Long non-coding RNAs control hematopoietic stem cell function. *Cell Stem Cell* 16, 426–438.
- Mangiavacchi, A., Sorci, M., Masciarelli, S., Larivera, S., Legnini, I., Iosue, I., Bozzoni, I., Fazi, F., and Fatica, A. (2016). The miR-223 host non-coding transcript linc-223 induces IRF4 expression in acute myeloid leukemia by acting as a competing endogenous RNA. *Oncotarget* 7, 60155–60168.
- Maryanovich, M., Zaltsman, Y., Ruggiero, A., Goldman, A., Shachnai, L., Zaidman, S.L., Porat, Z., Golan, K., Lapidot, T., and Gross, A. (2015). An MTCH2 pathway repressing mitochondria metabolism regulates haematopoietic stem cell fate. *Nat. Commun.* 6, 7901.
- Melé, M., and Rinn, J.L. (2016). “Cat’s Cradling” the 3D Genome by the Act of lncRNA Transcription. *Mol. Cell* 62, 657–664.
- Orkin, S.H., and Zon, L.I. (2008). Hematopoiesis: an evolving paradigm for stem cell biology. *Cell* 132, 631–644.
- Paralkar, V.R., Mishra, T., Luan, J., Yao, Y., Kossenkova, A.V., Anderson, S.M., Dunagin, M., Pimkin, M., Gore, M., Sun, D., et al. (2014). Lineage and species-specific long noncoding RNAs during erythro-megakaryocytic development. *Blood* 123, 1927–1937.
- Schütte, J., Wang, H., Antoniou, S., Jarratt, A., Wilson, N.K., Riepsaame, J., Calero-Nieto, F.J., Moignard, V., Basilico, S., Kinston, S.J., et al. (2016). An experimentally validated network of nine haematopoietic transcription factors reveals mechanisms of cell state stability. *eLife* 5, e11469.
- Shay, T., Jojic, V., Zuk, O., Rothamel, K., Puyraimond-Zemmour, D., Feng, T., Wakamatsu, E., Benoist, C., Koller, D., and Regev, A.; ImmGen Consortium (2013). Conservation and divergence in the transcriptional programs of the human and mouse immune systems. *Proc. Natl. Acad. Sci.* 110, 2946–2951.

- Sirey, T.M., Roberts, K., Haerty, W., Bedoya-Reina, O., Rogatti-Granados, S., Tan, J., Li, N., Heather, L., Cooper, S., Marques, A., and Ponting, C. (2018). Cerox1 and microRNA-488-3p noncoding RNAs jointly regulate mitochondrial complex I catalytic activity. *BioRxiv*. <https://doi.org/10.1101/323907>.
- Snow, J.W., Trowbridge, J.J., Fujiwara, T., Emambokus, N.E., Grass, J.A., Orkin, S.H., and Bresnick, E.H. (2010). A single cis element maintains repression of the key developmental regulator Gata2. *PLoS Genet.* 6, e1001103.
- Takubo, K., Nagamatsu, G., Kobayashi, C.I., Nakamura-Ishizu, A., Kobayashi, H., Ikeda, E., Goda, N., Rahimi, Y., Johnson, R.S., Soga, T., et al. (2013). Regulation of glycolysis by Pdk functions as a metabolic checkpoint for cell cycle quiescence in hematopoietic stem cells. *Cell Stem Cell* 12, 49–61.
- Trowbridge, J.J., Snow, J.W., Kim, J., and Orkin, S.H. (2009). DNA methyltransferase 1 is essential for and uniquely regulates hematopoietic stem and progenitor cells. *Cell Stem Cell* 5, 442–449.
- Vannini, N., Girotra, M., Naveiras, O., Nikitin, G., Campos, V., Giger, S., Roch, A., Auwerx, J., and Lutolf, M.P. (2016). Specification of haematopoietic stem cell fate via modulation of mitochondrial activity. *Nat. Commun.* 7, 13125.
- Wagner, L.A., Christensen, C.J., Dunn, D.M., Spangrude, G.J., Georgelas, A., Kelley, L., Esplin, M.S., Weiss, R.B., and Gleich, G.J. (2007). EGO, a novel, noncoding RNA gene, regulates eosinophil granule protein transcript expression. *Blood* 109, 5191–5198.
- Yu, W.-M., Liu, X., Shen, J., Jovanovic, O., Pohl, E.E., Gerson, S.L., Finkel, T., Broxmeyer, H.E., and Qu, C.-K. (2013). Metabolic regulation by the mitochondrial phosphatase PTPMT1 is required for hematopoietic stem cell differentiation. *Cell Stem Cell* 12, 62–74.
- Zandi, S., Månsson, R., Tsapogas, P., Zetterblad, J., Bryder, D., and Sigvardsson, M. (2008). EBF1 is essential for B-lineage priming and establishment of a transcription factor network in common lymphoid progenitors. *J. Immunol.* 181, 3364–3372.
- Zhang, X., Lian, Z., Padden, C., Gerstein, M.B., Rozowsky, J., Snyder, M., Gingeras, T.R., Kapranov, P., Weissman, S.M., and Newburger, P.E. (2009). A myelopoiesis-associated regulatory intergenic noncoding RNA transcript within the human HOXA cluster. *Blood* 113, 2526–2534.
- Zuber, J., McJunkin, K., Fellmann, C., Dow, L.E., Taylor, M.J., Hannon, G.J., and Lowe, S.W. (2011). Toolkit for evaluating genes required for proliferation and survival using tetracycline-regulated RNAi. *Nat. Biotechnol.* 29, 79–83.

## STAR★METHODS

### KEY RESOURCES TABLE

(Continued on next page)

**Continued**

## CONTACT FOR REAGENT AND RESOURCE SHARING

## EXPERIMENTAL MODEL AND SUBJECT DETAILS

### Mice

Bone marrow transplantations of modified HSCs and subsequent analysis of peripheral blood and bone marrow from these mice were performed at the Cancer Research UK Cambridge Institute (Cambridge, UK). Female C57BL6J and C57BL/6-CD45.1 were purchased

from Charles River (Kent, England) and used for tissue extraction (donor; C57BL/6J) or as bone marrow transplant recipient (C57BL/6-CD45.1) at 9–12 weeks old. C57BL/6-CD45.1 whole bone marrow used in competitive transplants was obtained from female littermates to the recipient animals. C57BL/6-CD45.1; cKit-w41 animals were re-derived from embryos provided by David Kent at the Cambridge Institute for Medical Research. Both female and male were used as recipients in inducible transplantations at 9–12 weeks old. Induction of shRNAs was performed by administering doxycycline-containing food (625 mg/kg) for the days indicated at 10 weeks (Figure 3B and Figure 4A) or 12–13 weeks (Figure 3C, Figure 4D–E) post-transplant. These animal procedures were conducted in accordance with project and personal licenses issued under the United Kingdom Animals (Scientific Procedures) Act, 1986.

### Cell lines

MLL-AF9;NRAS<sup>G12D</sup> AML cells were obtained from the Lowe laboratory (Zuber et al., 2011) and cultured in RPMI-1640 with GlutaMax (GIBCO), supplemented with 10% heat-inactivated FBS (GIBCO) and 1% Penicillin/Streptomycin (GIBCO) under 7.5% CO<sub>2</sub> culture conditions. This leukemia model was generated from fetal liver cells and the cell line established from it, also known as RN2, is of unspecified sex. A20 cells (sex unspecified, purchased from ATCC) were cultured in RPMI-1640 ATCC modification (GIBCO), supplemented with 10% heat-inactivated FBS (GIBCO), 1% Penicillin/Streptomycin (GIBCO), and 0.05 mM  $\beta$ -mercaptoethanol (GIBCO). 293FT cells (purchased from Thermo Fisher Scientific) were cultured as per manufacturer's instructions. All cell lines tested negative for mycoplasma contamination by RNA-capture ELISA.

## METHOD DETAILS

### lncRNA candidate selection

The mouse RNaseq libraries from progenitors and differentiated cell types were previously published (Delás et al., 2017). Differential expression among hematopoietic progenitors was analyzed using DESeq2 (Love et al., 2014) and lncRNAs were considered to be differentially expressed if the fold change exceeded 2 and FDR < 0.05 in the comparisons indicated in the main text. Synteny was determined by converting the genomic interval for the mouse lncRNAs of interest from the mm10 to hg38 assembly using the UCSC's liftOver tool. The presence of human lncRNAs in these regions was verified using "BEDTools Intersect" with the GENCODE v22 lncRNA annotation. Human RNaseq expression data from cord progenitor types was obtained from previously existing datasets (Chen et al., 2014). Reads were mapped with the STAR aligner (Dobin et al., 2013) against the hg38 assembly, and fragment counting was performed with htseq-count (Anders et al., 2015). To compute expression correlation between mouse and human we first selected lncRNAs with an average expression across the human cell types of more than 20 normalized counts (value determined from the empirical count distributions). DESeq2 was used to calculate variance-stabilized data for each cell type in human and mouse. Expression correlation was computed between the median values for HSC, CMP, GMP and CLP in mouse versus human using Pearson correlation.

### shRNAs design and cloning

shRNAs were predicted using the shERWOOD computation algorithm (Knott et al., 2014) as previously described for lncRNAs (Delás et al., 2017). shRNAs were cloned into the appropriate vectors, with ultramiR backbone: ZIP-Neo (constitutive bone marrow transplantations), or T3G-zsGreen-ultramiR-SFFV-rtTA (L3zUSR) (clonal inducible cell lines, inducible bone marrow transplantations) as previously described (Knott et al., 2014).

### Virus production

In brief, virus was prepared in 15 cm dishes using 293FT cells (Thermo Fisher Scientific). The transfection mixture contained 32  $\mu$ g of DNA vector, 12.5  $\mu$ g of pMDL, 6.25  $\mu$ g of CMV-Rev, 9  $\mu$ g of VSV-G, 200  $\mu$ g of Pasha siRNA (QIAGEN Custom siRNA CGGGTGGAT-CATGACATTCCA, QIAGEN), 125  $\mu$ l 2.5M of CaCl<sub>2</sub> brought to 1250  $\mu$ l with H<sub>2</sub>O and bubbled into 1250  $\mu$ l 2X HBS. Media was changed to IMDM supplemented with 10% heat-inactivated FBS right before transfection and collected in 16 mL of the same media. 38 mL of viral supernatant was ultracentrifuged for 2.5 hours at 25,000 rpm at 4°C, and resuspended in 100  $\mu$ l of D-PBS (GIBCO). Viral titer was determined by infection of 293FT cells (Thermo Fisher Scientific) at various viral dilutions and percent infection was measured by flow cytometry analysis of the fluorescent protein expressed.

### HSC transplantation

Bone marrow from C57BL/6 mice was extracted by flushing, filtered through a 0.30  $\mu$ m filter and lineage depleted (Mouse Lineage depletion kit, Miltenyi Biotec 130-090-858). Cells were stained with EPCR-PE, CD45-APC, CD150-PE/Cy7 and CD48-FITC. DAPI or LIVE/DEAD Fixable Violet Dead Cell Stain Kit (Thermo Scientific L34963) was used for dead cell exclusion. Sorting of highly pure E-SLAM HSCs (on a FACSARIA IIU, BD Biosciences) and short-term (~20 hours) culture was performed as previously described (Kent et al., 2009). In short, 1000 live EPCR<sup>+</sup>CD45<sup>+</sup>CD150<sup>+</sup>CD48<sup>−</sup> lineage negative cells were sorted in 100  $\mu$ l of media: Iscove modified Dulbecco medium supplemented with 100 U/mL penicillin, 100  $\mu$ g/mL streptomycin, 1X BIT (bovine serum albumin, insulin, transferring; purchased as 5X BIT StemCell Technologies), and 10<sup>−4</sup> M  $\beta$ -mercaptoethanol (GIBCO) plus 20 ng/mL interleukin-11 (IL-11; R&D Systems) and 300 ng/mL Steel factor (R&D Systems). Ultracentrifuged viral supernatant was added aiming for a final concentration of ~2 x 10<sup>7</sup> IU/ml following the sorting. Each well was used to inject four animals; cells were washed prior to injecting

to remove remaining viral particles. Transplants with the constitutive vector (Figure 2) were performed into lethally irradiated (900 cGy in two split doses) C57BL/6-CD45.1 animals co-injecting  $2 \times 10^5$  nucleated whole bone marrow cells (from C57BL/6-CD45.1 animals) per animal. Transplants with the inducible vector (Figures 3A–3C and 4) were performed into sub-lethally irradiated (450 cGy) C57BL/6-CD45.1; cKit-w41 animals without competitive cells.

### LSK re-transplantation

Re-transplants (Figures 3C–3F) were performed following the constitutive vector protocol (into C57BL/6-CD45.1 with competitive dose) using Lin<sup>−</sup>Sca1<sup>+</sup>cKit<sup>+</sup> (LSK) zsGreen<sup>+</sup> cells isolated from transplanted animals. In the case of the re-transplants (Figures 3E–3F), the cells were re-injected the same day they were extracted.

### Peripheral blood analysis – constitute shRNA vector

Blood from transplants with the constitutive vector was analyzed starting from 4 weeks after transplantation and every 4 weeks thereafter. 50–75  $\mu$ l of blood was extracted from the animals' tail vein into heparin coated capillary tubes. Red blood cell lysis was performed using Ammonium Chloride Solution (Stem Cell Technologies). Samples were then stained with B220-APC, CD3-AF700, CD11b (Mac1)-APC-Cy7, Ly6G-APC-Cy7, CD45.1-PE, and CD45.2-BV421, and analysis was done on an LSR Fortessa (BD Biosciences). Flow data analysis was performed using FlowJo and statistical analysis using R. All animals used for data analysis were required to have > 20% donor-derived cells at 16-weeks post-transplant.

### Peripheral blood analysis – inducible shRNA vector

For blood analysis from the inducible vector transplants, blood was stained with CD45.1-AlexaFluor700, CD45.2-BV421, CD45R/B220-APC, Ly-6G-PE, CD11b (Mac-1)-PE-Cy7 and Fixable Viability Dye eFluor 780 (eBioscience) for dead cell exclusion, and the data acquired using a LSR Fortessa (BD Biosciences). Animals were analyzed from 2 days after doxycycline administration, as indicated in the Figures 3B and 3C. Flow data analysis was performed using FlowJo and plotting and statistical analysis using R.

### Peripheral blood analysis – re-transplantations

For re-transplanted animals, blood was stained as for the inducible shRNA vector-transplanted animals, and analyzed at 3 weeks post re-transplant, as indicated in Figure 3F. Data was acquired using a LSR Fortessa (BD Biosciences) and FlowJo and R were used for data analysis.

### Bone marrow cell isolation and analysis

Bone marrow was isolated from the femurs of euthanized animals at various time points following transplantation. Whole bone marrow was extracted by flushing and was filtered through a 0.3  $\mu$ m filter. To obtain progenitor populations,  $5 \times 10^7$  bone marrow cells were lineage depleted (Mouse Lineage depletion kit, Miltenyi Biotec 130-090-858). Cells were stained with Fc $\gamma$ R-BUV395, CD34-Biotin-Streptavidin-PE, CD45.1-AF700, CD45.2-V500 or BV510, cKit-APC, Flt3-BV421, IL7R $\alpha$ -PE-Cy7, Sca1-BV605. Fixable Viability Dye eFluor780 (eBioscience) was used for dead cell exclusion, and analysis was performed on a FACSria IIU (BD Biosciences). For analysis of differentiated populations, red blood cell lysis was performed on whole bone marrow using ACK Lysing Buffer (Thermo Fisher Scientific). Remaining cells were then stained with B220-APC, CD3-AF700, CD11b (Mac1)-APC-Cy7, Ly6G-APC-Cy7, CD45.1-PE, and CD45.2-BV421, and analysis was done on a FACSria IIU (BD Biosciences). Flow data analysis was performed using FlowJo and plotting and statistical analysis using R.

### TMRM staining and analysis

For Tetramethylrhodamine, Methyl Ester, Perchlorate (TMRM, Thermo Fisher Scientific, Cat no: T668) analysis, freshly isolated bone marrow was incubated in TMRM (20 nM) and Verapamil (50  $\mu$ M) for exactly 30 min at 37°C, then washed and depleted of differentiated cell types as described above. Lineage depleted cells were stained with Ly-6A/E(Sca-1)-PerCPCy5.5, CD117(cKit)-APC, CD34-AF700, CD16/32 (Fc $\gamma$ R)-BUV395, CD48-BV421, CD150-PE-Cy7 and analyzed in a FACSria IIU (BD Bioscience). Flow data analysis was performed using FlowJo. Relative TMRM for each indicated population was calculated by normalizing the TMRM geometric mean intensity in that population of interest by the TMRM level of all the stem and progenitor cells – LSK and Lin<sup>−</sup>Sca1<sup>+</sup>cKit<sup>+</sup> together, to control for inter animal differences in TMRM signal. Plotting and statistical analysis was performed using R.

### lncRNA knockdown analysis

Knockdown measurements were performed after inducing shRNA expression for 48h in clonal cell lines selected for uniform zsGreen induction. We performed each experiment with at least 3 independent clonal cell lines for each shRNA. For all lncRNAs knockdown efficiency was assessed in MLL-AF9;NRAS<sup>G12D</sup> AML cells (RN2) (Zuber et al., 2011), with the exception of lnc6689 which was assessed in A20 cells. RNA was extracted using the RNeasy Mini Kit (QIAGEN), including treatment with the DNase Set (QIAGEN). Reverse transcription was performed using Superscript III (ThermoFisher Scientific), with 4  $\mu$ g of RNA and 1  $\mu$ l of 50  $\mu$ M oligo(dT) 20. Primers were designed using IDT PrimerQuest tool or chosen from IDT's pre-designed set when available. Fast SYBR Green

(ThermoFisher Scientific) was used for qPCR. Primer pair efficiency was assessed using serial dilutions of cDNA from untreated RN2 or A20 cells, and melting curves were examined to ensure the presence of only one amplicon. *Gapdh* was used as a housekeeping normalization control in the delta-delta-Ct analysis.

### Subcellular Fractionation

Subcellular fractionation of MLL-AF9;NRAS<sup>G12D</sup> AML cells (RN2) was performed as previously published (Gagnon et al., 2014). In brief,  $2 \times 10^7$  cells were split in two equal aliquots, one for total RNA isolation and one for cellular fractionation. For fractionation, cells were washed in ice-cold 1X PBS and incubated on ice for 10 min in 380  $\mu$ l of ice-cold Hypotonic Lysis Buffer, HLB, (10 mM Tris pH 7.5, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.3% Igepal CA-630 (SIGMA-ALDRICH) and 10% glycerol) supplemented with 100 U of SUPERase-In RNase Inhibitor (ThermoFisher Scientific). The sample was centrifuged at 1,000 g at 4°C for 3 min. The supernatant (cytoplasmic fraction) was mixed with 1 mL of RNA Precipitation Solution, RPS, (0.5 mL 3 M sodium acetate pH 5.5 and 9.5 mL ethanol) and stored at –20°C for at least 1 hour. The pellet (semi-pure nuclei) was washed three times with 1 mL of ice-cold HBL and resuspended in 1 mL of Trizol LS (ThermoFisher Scientific). The cytoplasmic fractions (in RPS) was vortexed for 30 s and then centrifuged at 18,000 g at 4°C for 15 min. The pellet was washed in ice-cold 70% (vol/vol) ethanol and resuspended in 1 mL of Trizol LS. RNA from either fraction or from the total sample (in Trizol) was extracted by adding 200  $\mu$ l of Chloroform (SIGMA-ALDRICH), mixing and incubating at room temperature for 10 min. The phases were subsequently separated by centrifugation at 18,000 g at room temperature for 10 min.

How the deposited data were processed for this re-analysis (not part of the article)

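RNA from LSK cells and CMPs, sorted from mice reconstituted with HSCs that carried an inducible shRNA, was sequenced after 6 days of doxycycline. The 19 libraries are 9 from CMPs and 10 from LSK cells, in 6 groups given by cell type and shRNA: sh10 or sh20 against *Spehd*, or the control shRNA 713 against *Renilla*. The labels call the LSK population KLS. The authors mapped reads to mm10 with STAR, removed duplicate alignments with Picard and counted reads on the genes of a GENCODE annotation with HTSeq-count. The coverage of each gene used here, as deposited by the authors for each library, is a whole count of reads without normalization. Duplicates were already removed, so the number of reads before that step is not used here. The paper states default parameters for the software, and the default of HTSeq-count is to count by strand. The libraries were made with a SMART-Seq v4 kit, and the paper's text does not say whether they kept the strand or how the 2 shRNAs entered its DESeq2 model.

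Libraries held from 3647318 to 5965155 counts on genes, with a median of 4918631, and from 17174 to 20678 genes with at least 1 count. The files list 54352 genes. Exonic lengths, transcripts and coordinates came from GENCODE vM21 on GRCm38, matched by symbol to 53775 of them, and to 13170 of the 13221 genes with a mean of at least 10 counts. No gene counted is named *Spehd*.

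Genes were compared with edgeR's quasi-likelihood test on counts normalized by TMM, after filterByExpr with a minimum count of 10 and a minimum total of 15, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Knockdown was tested within each cell type with both *Spehd* shRNAs as 1 group, per shRNA in a fit of 3 groups, and between cell types in a fit of all 6 groups. DESeq2 was run with its own size factors and filter. Log2 CPM used a prior count of 2. Scores are the mean log2 CPM of a list in each library, compared by exact permutation tests, and correlations were tested with 100000 permutations within the groups. Lists were tested with camera at a preset correlation of 0.01, with fry, and with camera with the correlation estimated, with Benjamini-Hochberg adjustment over 24 lists. The lists were complexes I to IV, the ATP synthase, the V-ATPase, the mitochondrially encoded chain, these together as the OXPHOS family, the 43 genes of Figure S4A, the family outside these, the proteasome, the cytosolic and mitochondrial ribosome, the nuclear pore, the DEAD and DEAH box helicases, glycolysis, M phase, the interferon response, and markers of stem cells, of erythroid and megakaryocyte cells, of granulocytes and monocytes, of mature neutrophils, of lymphoid cells and of red cells. KEGG and DAVID annotations were not used here.

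The genes named are those the paper names for these libraries, genes that overlap the predicted *Spehd* locus, and the 5 with the largest rise and 5 with the largest fall in CMPs among those past the threshold with a mean of at least 50 counts and no overlap between the groups. The comparisons, the tests, this rule, the lists and most alternatives were set before the data were examined. Alternatives set then were DESeq2's size factors or upper quartile normalization in edgeR, no filter, at least 10 counts in every library, DESeq2, the replicate letters as a block, the shRNAs as separate groups, all 19 libraries in 1 fit, only the libraries of 1 shRNA, the other set tests, and leaving out each library in turn. Alternatives chosen after seeing the data were an offset that follows counts per exonic base in each library, log2 total counts as a covariate, and the latter in DESeq2. A list of 18 immediate early genes was also chosen after seeing the data.

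The OXPHOS family, the 43 genes, the mitochondrially encoded chain, the proteasome and the cytosolic ribosome were each compared with 10000 random lists of other genes, each drawn from the 50 genes nearest in the property matched. The tests were checked on simulated data in which 200 genes changed. These genes had a mean of at least 50 counts and changed alike with both shRNAs, with a median absolute log2 fold change of 0.99 in CMPs by edgeR. In CMPs edgeR recovered 124 of them with 8 false calls, and DESeq2 recovered 151 with 43 false calls. The check does not tell how either test finds changes as small as those of the 43 genes, or changes that differ between the shRNAs. Replicate letters are not stated to pair libraries. The correlation of deviations from the group means across genes ran from -0.175 to 0.156 in the 16 pairs of libraries with the same letter and cell type. It ran from 0.0031 to 0.259, with a median of 0.0435, in the 9 pairs with the same letter and shRNA from both cell types. In the 22 such pairs with other letters it ran from -0.2143 to 0.131, with a median of -0.0319. A weak pairing of CMP and LSK libraries is therefore not excluded. Letters were not used in the main comparisons. Tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.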

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

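The tests with total counts as a covariate, of the immediate early genes, of counts per transcript base and length together, of a ceiling on counts, of deposited counts against depth, of the mitochondrially encoded genes with the offset and of the LSK libraries parted by depth were chosen only after the results they concern were seen.

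Among 178 groups of libraries examined, 18 held a library far from the others, where chance gives about 8.9. LSK sh10 replicate B was that library in 9 of them. Against the other LSK libraries with *Spehd* shRNAs, its mean log2 CPM was lower for the helicases (6.01) and the nuclear pore genes (6.49) and higher for the OXPHOS family (6.26), complex I (6.21), complex IV (5.45) and the granulocyte and monocyte markers (6.90). Its log2 CPM was higher for *Sept1* (7.47) and lower for *Trpm7* (5.50) and *Hdlbp* (7.13). Chi-square per degree of freedom was 37.7 and 45.2 between this library and the other LSK libraries with sh10, and 5.24 between those. Gene counts were 22.3% of its records, the lowest share of the 19 libraries, and ambiguous reads were 1.82% of its gene counts, the highest. Its total of 4707668 was the lowest of the 3 LSK libraries with sh10. Without it the median log2 fold change of the 43 genes in LSK was -0.15. Its distance from the other libraries with sh10 is larger than between any other pair of libraries of 1 group. Its quality was not tested, and no biological explanation was tested.

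In CMPs with *Spehd* shRNAs, sh10 replicate A was far above the others in the mean log2 CPM of the OXPHOS family (6.32), of the 43 genes (6.84) and of complex III (6.64). It held the fewest counts of these 5 libraries (4918631), which is the direction of the relation of the score to depth within the groups (r of -0.821). This library is among those that give the relation. Replicate C with sh10 held nearly as few counts (4992896) and had a mean log2 CPM of 6.68 for the 43 genes. Depth alone thus does not account for the distance of sh10 replicate A. Among CMP *Renilla* libraries, replicate A, with the fewest counts, was low in the mean log2 deposited count of the 43 genes (8.96), replicate D was high in the family outside the 43 genes (6.01) and replicate C was low in complex III (6.72). In LSK *Renilla* libraries, replicate D was high in *Jun* (7.96) and in *Junos* (5.05), which overlaps it, and replicate C, the library with the fewest counts of all 19, was high in *Rpn1* (8.73). No biological explanation was tested for these libraries.

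The effect of the knockdown differed between CMP and LSK for 8 genes by a test of the difference itself: *Aim2*, *Bambi*, *Ccm2l*, *Chad*, *P2ry2*, *Prrt1*, *Prx* and *Vldlr*, which were named after their values were seen. Of 60 splits of the libraries within each cell type, the real one among them, 2 gave as many genes, and the other gave 12. All 8 had a mean count in CMPs with sh20 under 0.5 times that with *Renilla* shRNA, but only 3 did with sh10, and 4 were above *Renilla* with sh10. The number was 0 without LSK *Renilla* replicate A, 1 without LSK *Renilla* replicate D, 17 without LSK sh20 replicate B, and 0 with at least 10 counts in every library. For this number, leaving out a CMP library with sh20 was not run. The sh20 libraries also had the fewest genes detected, and what sets them apart was not tested further, so an effect of sh20 alone stays open.

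The cytosolic ribosome genes, which the paper does not discuss, fell in CMPs as far as the oxidative phosphorylation genes, with a median log2 fold change of -0.28 over 77 genes, and this is a list outside that pathway. Their fall does not show a shift of abundant short transcripts as a class, which cannot be told apart here: they had a median of 106.4 counts and 0.0548 counts per exonic base in CMPs, against 237.4 and 0.0553 for other genes. None of 10000 lists matched on counts per exonic base fell as far. With total counts as a covariate their median was -0.0498. A biological fall of ribosome genes upon *Spehd* knockdown also stays open, since depth and knockdown cannot be parted in CMPs.

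Markers of stem cells were lower in CMPs upon *Spehd* knockdown (median log2 fold change -0.43, 11 genes) and markers of granulocytes and monocytes were higher (0.36, 13 genes), which the paper does not report. A change in the mix of cells within the CMP gate could give this. The granulocyte and monocyte list passed in camera but not in fry (adjusted p = 0.134), nor did the stem cell list (adjusted p = 0.0669 in fry), so the mix of cells cannot be told apart from the other explanations of the fall in oxidative phosphorylation genes. The medians moved little with total counts as a covariate (-0.46 and 0.44). In LSK cells the medians were 0.10 and 0.19.

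Immediate early genes other than *Jun* and *Jund* were lower in CMPs upon *Spehd* knockdown, by -0.68 in mean log2 CPM over 13 genes (exact permutation test, two-sided, p = 0.0317). Of the 13, 12 were lower and none passed the threshold by itself. Their median log2 fold change was smaller, at -0.34, so some genes weigh more in the mean than others. Handling of the cells before lysis could change such genes as a class, and this fall is what that explanation needs. In LSK cells the difference was 0.0347 (exact permutation test, two-sided, p = 0.819). Depth argues less well for *Jun*: with total counts as a covariate its log2 fold change was -1.87, and its deposited counts were lower in the deeper libraries. For *Jund* it was -0.32, and depth and knockdown cannot be told apart, because no CMP library with *Renilla* shRNA is as deep as any with *Spehd* shRNAs. A biological effect of *Spehd* on these genes stays open and untested.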

How the results depend on the processing

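The median of the 43 genes in CMPs was negative under every alternative run, but the number of genes called was not. Genes lower and higher in CMPs numbered 284 and 44 with upper quartile normalization, 435 and 447 with DESeq2, 487 and 187 with the shRNAs as separate groups, 323 and 41 with all 19 libraries in 1 fit, 16 and 8 with at least 10 counts in every library, 0 and 0 with the replicate letters as a block, and 17 higher without a filter. With total counts as a covariate they numbered 4 and 1, and 41 and 11 with the covariate in DESeq2, both chosen after seeing the data. The fits that each left out 1 library gave from 0 to 115 lower and from 0 to 149 higher. With both shRNAs as 1 group, any difference between them counts as spread within that group. In CMPs 503 genes were lower and 383 higher with sh20 than with sh10. How much of the changes in number this gives was not tested, nor was any other cause.

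Of the 43 genes, 23 were called lower in CMPs with upper quartile normalization, 24 with the shRNAs as separate groups, 9 with all 19 libraries in 1 fit and 43 with DESeq2, and from 0 to 3 with 1 library left out. The family members among the genes lower numbered 23, 24, 9 and 44 under the same alternatives (Fisher's exact test, one-sided, p = 1.3e-17, 5.1e-14, 0.000341 and 5.4e-34). The median log2 fold change of the 43 genes was -0.20 with the offset, -0.0502 with the covariate and -0.0314 with the covariate in DESeq2, and from -0.35 to -0.29 with 1 library left out. Without adjustment, camera on the family gave 0.874 with the covariate, and from 1.7e-26 to 2.7e-19 with 1 library left out. In these data the covariate rests on libraries whose depth and knockdown go together in CMPs.

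In LSK cells DESeq2 called 3 genes lower and 1 higher with the covariate, and 8 lower and 3 higher in its fit of all 19 libraries, which was run for the other comparisons. No other alternative called any. The median of the 43 genes was 0.0605 with the covariate and 0.0666 with it in DESeq2, and from -0.15 to -0.03 with 1 library left out. Without adjustment, camera on the family gave 0.0183 with at least 10 counts in every library, and with the covariate the direction reversed to higher (7.7e-05). It gave 0.000119 without sh10 replicate B, 0.000121 without *Renilla* replicate A, 0.00874 without *Renilla* replicate B and up to 0.871 without sh10 replicate C, and reversed without *Renilla* replicate C (0.696).

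Between CMP and LSK with *Renilla* shRNA, the genes among the 43 that were higher numbered 6 with upper quartile normalization, 2 without a filter, 13 with at least 10 counts in every library, 6 with the offset and 10 with the block, and from 8 to 33 with 1 library left out. Their median was 0.18 with the offset, and from 0.26 to 0.36 with 1 library left out. The median with sh20 was -0.0212 with upper quartile normalization, 0.135 with the covariate and 0.14 with it in DESeq2, and from -0.01 to 0.05 with 1 library left out. With sh10 it was 0.03 with upper quartile normalization, and from 0.09 to 0.27 with 1 library left out. Genes whose knockdown effect differed between cell types numbered 253 without a filter, 0 with at least 10 counts in every library, 97 with DESeq2, 0 with the block and 51 with the covariate in DESeq2, and from 0 to 17 with 1 library left out. The median interaction of the 43 genes was -0.12 with the covariate and -0.11 with it in DESeq2, and from -0.30 to -0.19 with 1 library left out.

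Genes lower with sh10 in CMPs numbered 338 with upper quartile normalization, 297 without a filter, 79 with the offset, 578 with DESeq2 and 5 with the block, and from 6 to 166 with 1 library left out. With sh20 they numbered 311 with the offset, 1009 with DESeq2 and 0 with the block, and from 316 to 480 with 1 library left out. Of the 24 lists, 18 passed in CMPs with camera and 0 with the estimated correlation, and 3 passed in LSK with camera and 0 with fry or the estimated correlation. *Gata2* passed the threshold with upper quartile normalization (log2 fold change -0.32), with DESeq2 (-0.25) and with the shRNAs as separate groups (-0.26), and ran from -0.30 to -0.24 with 1 library left out. *Gnptab* reversed with the covariate (-0.0424) and with it in DESeq2 (-0.0232). Among the 11 single genes named, the other changes were 32 weaker and 4 stronger. Of 99 fits of single genes that left out 1 library, 69 were weaker and 30 the same. The depth of 3647318 to 5965155 counts limits what can be said of genes with few counts, such as Gm38708.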

Differences from the paper's values

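The paper's number of genes downregulated in CMPs is 426, against 10 in edgeR's quasi-likelihood test. The number was 435 with DESeq2, 487 with the shRNAs as separate groups, 323 with all 19 libraries in 1 fit and 284 with upper quartile normalization, each within 1.5 times the paper's value. The other 13 alternatives set before the data were examined did not close the gap.

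The paper's number of genes higher in CMPs is about 450 in Fig. 4A, read by eye, against 5. Of the alternatives set before the data were examined, DESeq2 gave 447, and the other 16 did not close the gap. The paper's number of oxidative phosphorylation genes downregulated in CMPs is 43, against 0. DESeq2 gave 43, and the other 16 alternatives set before the data were examined did not close the gap.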

Other observations

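The tests with total counts as a covariate, of counts per transcript base and length together, of a ceiling on counts, of deposited counts against depth, of the mitochondrially encoded genes with the offset and of the LSK libraries parted by depth were chosen only after the results they concern were seen.

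A hypothesis formed on these data is that the fall of oxidative phosphorylation genes in CMPs may in part come from depth. Every *Spehd* CMP library was deeper than every *Renilla* CMP library, and within the groups the score of the 43 genes fell as totals rose (r of -0.821). The slope of -0.70 times the difference of 0.379 in log2 total gives -0.26, or 84.1% of the difference in CMPs, and with total counts as a covariate the median was -0.0502. The slope within the CMP groups alone, -0.47, gives 56.5%, and the relation there was not past 0.05. In LSK cells the first slope gives -0.15 against a difference of -0.08, so it gives too much there. The values are consistent with depth as a part of the fall whose size is not settled, since depth and knockdown go together in CMPs. A fall upon *Spehd* knockdown stays open.

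Removal of duplicate reads could be how depth acts, because it limits the counts of genes with many reads per base. Of 8987 genes with a mean of at least 100 counts, 3 had more than 1 count per exonic base in any library, and the highest had 1.198, which is what such a limit gives. Among other genes, the slope of the log2 deposited count on the log2 total within the groups fell from 1.51 in the tenth with fewest counts per base to 0.459 in the tenth with most. For the 43 genes it was 0.187, for the cytosolic ribosome 0.175 and for the nuclear pore genes 1.37. Their medians were 0.350, 0.098 and 0.106 counts per exonic base, among genes with a mean of at least 100 counts. The tenth of other genes at 0.102 had a slope of 0.977. Counts per exonic base, as measured here, therefore do not account for the different slopes of the ribosome and nuclear pore lists. These counts leave out reads that aligned to more than 1 place, and what such reads would add to each list was not tested. The variance over the mean was under 1 in 6 of the 43 genes (14.0%) and in 70 of 8896 other genes (0.787%). It was under 1 in 7 of 37 cytosolic ribosome genes (18.9%) and in 0 of 18 nuclear pore genes. In the tenth of other genes with most counts per base the variance over the mean was under 1 in 31 of 889 (3.49%). The mitochondrially encoded genes, with a median of -0.28, were at -0.0399 with the offset for counts per exonic base.

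Other values argue against counts per base as the whole cause. None (0) of 10000 lists matched on counts per exonic base had a median as low as the OXPHOS family, and the matched lists had a median of -0.07. The same held for matching on mean count (0), exonic length (0) and GC content (0). For the 43 genes, 0 of 10000 lists matched on counts per exonic base had slopes on depth within the groups as negative. Their fall of -0.31 compares with matched medians of 0.04 on mean count, 0.02 on GC content, -0.10 on exonic length and -0.12 on counts per exonic base in CMPs (-0.13 with the counts of all 19 libraries). In the other ways of matching, tried later, matched medians ran from -0.15 on counts per transcript base to -0.24 on counts per transcript base and slope in LSK. Matching on counts per transcript base and length together gave -0.23, or 72.3% of the fall, and 0 of 10000 lists as low. The 43 genes were chosen for their fall in these libraries, which favours that 0. The OXPHOS family was listed before the data were examined. For it the same matching gave -0.18, or 61.6% of its fall, and 0 of 10000 lists as low. A simulated ceiling of 1 count per exonic base gave a median of -0.064 for the 43 genes when nothing had changed. Whether simulated counts flattened with depth as much as the deposited ones, with a slope of 0.187 for the 43 genes, was not tested. This simulation therefore does not argue against counts per base.

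In LSK cells, the 6 deeper libraries (4 of them with *Spehd* shRNAs) against the 4 shallower had a median log2 fold change of the 43 genes of -0.23, against -0.09 for the knockdown, and no gene passed the threshold in either. With the offset it was -0.14, so counts per base did not account for all of it. The higher expression of the 43 genes in CMPs than in LSK cells with *Renilla* shRNA stayed at 0.24 with the covariate, and 0 of 10000 lists matched on counts per exonic base were as high as the family, which argues against depth and duplicate removal as the whole cause there. With the offset the median was 0.18 and 6 of the 43 passed, and the matched lists rose by 0.16 for the 43 genes (49.6% of their rise) and by 0.13 for the family (40.2%), so a part is not excluded. The difference between the knockdown effects in CMP and LSK was -0.12 with the covariate, and whether depth makes it cannot be told apart, since depth and knockdown go together in CMPs.

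For the 15 genes called in CMPs, none of them in the OXPHOS family, 12 were still called with the offset, which argues against counts per base as their cause and says nothing about the oxidative phosphorylation genes. Other splits of the same libraries were fitted as the real ones were, and the counts that follow include the real split. Of 100 splits of the CMP libraries, 4 gave at least as many genes as the real 15, the largest 118. With DESeq2 only the real split (1 of 50) reached its 882 genes, but the next gave 767. In both tests that other split had the 2 sh20 libraries and 3 *Renilla* libraries on one side. The other side held all 3 sh10 libraries and *Renilla* replicate B, so this split parts sh20 from sh10. In CMPs these shRNAs differed in 503 genes lower and 383 higher with sh20. The split therefore does not show that as many genes are called without a group difference. The median over the splits was 0 genes in edgeR and 1 in DESeq2. In LSK the real split gave 0 genes, so all 100 of 100 splits reached that number by necessity, and this says nothing about the grouping. Only the real split reached its number for cell type in the *Renilla* libraries (1 of 35), and for sh10 against *Renilla* in CMPs (1 of 35), where another gave 379 against 1152 in a fit of those 7 libraries.

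Genes with a 3′ UTR site for the seed of the sh20 guide were lower with sh10 in LSK cells than genes with 3′ UTRs of the same length (difference -0.0537, adjusted p = 0.0006 over 12 tests by random matched lists), and sh20 itself gave 0.0129. Genes with a site for the seed of sh10 were also lower with sh10 in LSK cells (-0.0534). A seed of sh20 cannot act in cells with sh10, which argues against repression through the seed for such differences. In CMPs no seed gave an adjusted p under 0.05. In CMPs sh20 and sh10 differed in 503 genes lower and 383 higher with sh20. Whether depth makes this difference cannot be told apart with 2 libraries against 3 (exact permutation test on the deposited counts of the 43 genes, two-sided, p = 0.2, the smallest this design allows).

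Y chromosome transcripts reached at most 8 counts in a library over 4 genes, too few to tell whether recipient cells were in the sort. In 47 genes that lie inside an exon of a gene on the other strand, counts per base were 0.319 of those of the outer gene at the median, which does not decide whether the libraries kept the strand. Other lists had medians in CMPs of -0.11 for the interferon response (17 genes), -0.17 for lymphoid markers (6), -0.12 for erythroid and megakaryocyte markers (13), -0.40 for red cell transcripts (7) and -0.44 for the 1 mature neutrophil marker tested. In LSK cells 3 lists passed in camera, the ATP synthase (-0.11), the 43 genes (-0.09) and the mitochondrial ribosome (0.07), and 0 in fry.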
